# Neuronal NR4A1 deficiency drives complement-coordinated synaptic stripping by microglia in a mouse model of lupus

**DOI:** 10.1038/s41392-021-00867-y

**Published:** 2022-02-18

**Authors:** Xiaojuan Han, Tianshu Xu, Congzhu Ding, Dandan Wang, Genhong Yao, Hongwei Chen, Qijun Fang, Gang Hu, Lingyun Sun

**Keywords:** Cellular neuroscience, Neuroimmunology

## Abstract

Neuropsychiatric lupus (NPSLE) is a frequent manifestation of systemic lupus erythematosus (SLE) that occurs in 40–90% of SLE patients; however, the underlying mechanisms remain elusive, causing a severe lack of therapeutic targets for this condition. Here, we show that complement-coordinated elimination of synapses participated in NPSLE in MRL/lpr mice, a lupus-prone murine model. We demonstrated that lupus mice developed increased anxiety-like behaviors and persistent phagocytic microglial reactivation before overt peripheral lupus pathology. In the lupus brain, C1q was increased and localized at synaptic terminals, causing the apposition of phagocytic microglia and ensuing synaptic engulfment. We further determined that neuronal Nr4a1 signaling was essential for attracting C1q synaptic deposition and subsequent microglia-mediated synaptic elimination. Minocycline-mediated deactivation of microglia, antibody blockade of C1q, or neuronal restoration of *Nr4a1* protected lupus mice from synapse loss and NP manifestations. Our findings revealed an active role of neurons in coordinating microglia-mediated synaptic loss and highlighted neuronal *Nr4a1* and C1q as critical components amenable to therapeutic intervention in NPSLE.

## Introduction

Systemic lupus erythematosus (SLE) is an incurable autoimmune disease characterized by abnormal immune responses that attack normal tissues such as the kidney, skin, lung, and brain. Neuropsychiatric (NP) manifestations occur in 40–90% of patients, with symptoms ranging from anxiety, depression and cognitive impairment to psychosis, which are collectively referred to as neuropsychiatric lupus (NPSLE) or central nervous system (CNS) lupus and remain a major cause of mortality^1,2^ in SLE population. Certain autoantibodies, such as anti-NMDAR antibodies (which bind both DNA and the N-methyl-d-aspartate receptor^3^) and anti-phospholipid antibodies,^4^ have been reported as mediators of NPSLE. However, only when a breach in blood-brain barrier (BBB) integrity occurs, mostly due to secondary vasculitis or neuroinflammation, can these antibodies traverse the BBB to enter the hippocampus and other parts of the brain,^5^ and cause excitotoxic neuronal death.^6^ However, BBB compromise does not occur in early SLE cases, and even when barrier integrity is breached, some individuals do not exhibit brain pathology. Moreover, many studies have indicated that the presence of these antibodies in serum is not associated with active diffuse NPSLE,^7,8^ and the removal of B cells and antibodies in chimeric models could not alleviate brain damage in lupus mice,^9^ suggesting that these autoantibodies may not be the primary mediators and are not directly related to brain disease in lupus.

Notably, NPSLE is typically present upon lupus diagnosis or within the first year in patients,^10,11^ and emotional abnormalities are even detected before gross serological pathology in mice,^12,13^ suggesting that primary CNS factors rather than peripheral autoimmunity contributors are involved. However, the etiology and underlying mechanisms of early brain injury remain largely undiscovered.

Here, we investigate the hypothesis that NP symptoms in SLE are caused by increased elimination of synaptic terminals, which is central to the neurodegenerative process and has been observed in Alzheimer’s disease (AD) model mice^14^ and during aging.^15^ In diseased brains, activated microglia can engulf synaptic terminals through complement C4-dependent^16^ or C1q-C3 activation mechanisms,^17^ with C1q involvement particularly highlighted.^18^ Genetic or pharmacologic blockade of the complement pathway can prevent synaptic stripping and alleviate multiple age- and inflammation-related disorders.^18,19^ Despite mounting evidence that C1q assists in microglial synapse stripping, the major source of C1q is not clear, nor is how C1q cooperates with microglia to orchestrate synaptic pruning.

In addition to microglial phagocytosis, neuronal-autonomous disruption of synaptic structures or activity also contributes to synapse changes. Hyperexcitatory electrical activity results in a decreased number of dendritic spines in the diseased brain,^20^ and overexpression of the major postsynaptic density (PSD) scaffolding protein PSD-95 increases the spine size and density.^21^ However, no association between neuronal intrinsic disruption and microglia-mediated synaptic loss has been reported. It has been proposed that neurons can actively release paracrine signals to modulate phagocytic activity.^22^ One may thus hypothesize that neuron-driven complement coordinates microglia to execute synaptic degeneration, which remains to be tested experimentally. Here, we utilized the lupus-prone (MRL/MpJ-Faslpr) murine model to investigate the mediators of dendritic spines loss and to address the crosstalk between microglia, complement C1q, and their target neurons. We observed that both phagocytic microglia and C1q are necessary and highlighted that neuronal intrinsic Nr4a1 defects play an active role in orchestrating synaptic engulfment by the microglia-C1q axis. These data offer novel evidence for therapeutic intervention in SLE-driven neuropsychosis and related disorders.

## Results

### MRL/lpr mice develop behavioral deficits and microglial reactivation before the appearance of overt peripheral SLE lesions

To investigate CNS disease in lupus, we monitored brain and systemic disease development in wild-type control (MRL/mpj) and lupus-prone MRL/MpJ-Fas^lpr^ (hereafter termed MRL/lpr) mice. MRL/lpr are a Fas (CD95) gene-insertion model with defective lymphocyte apoptosis, massive lymphoproliferation, impaired autoreactive B-cell regulation, and high autoantibody titers.^23^ MRL/lpr mice develop NP manifestations early and are extensively used in lupus-related NP studies.^13^ We found that serum anti-dsDNA antibody (Ab, the typical serologic indicator of lupus) was evident by 8 weeks in MRL/lpr mice, with lupus nephritis onset at 18–20 weeks (Supplementary Fig. 1a). At 6 weeks of age, anti-dsDNA Ab titers were similar between MRL/lpr and MRL/mpj mice (Supplementary Fig. 1b), suggesting that no SLE serologic lesion was present in MRL/lpr mice at 6 weeks of age and that the disease onset time was approximately 8 weeks of age, as reported.^12^

In most patients, CNS lupus typically presents at an early phase during SLE.^1,10^ To determine whether brain injury is a preexisting systemic pathology, we conducted a battery of behavioral tests on lupus mice at 6 weeks of age (when the mice had not yet developed peripheral pathology) and 16 weeks of age (when the mice began developing mild lupus nephritis) (Supplementary Fig. 1a, b). We assessed the anxiety-like behavior of MRL/lpr mice in open field test (OFT), a widely used indicator of anxiety-like behavior by evaluating the tendency of mice to remain close to the walls and avoid open spaces (central zone),^24^ and elevated plus maze (EPM) test. In the OFT, 6-week-old MRL/lpr mice were less inclined to explore the central area of the OFT chamber than the peripheral zone (Fig. 1b, c), and likewise, the distance traveled in the center (%) by MRL/lpr mice was significantly decreased compared with that by age-paired control mice (Fig. 1b, d). In the EPM test, MRL/lpr mice showed decreased entries (Fig. 1e, f) and time spent (Fig. 1e, g) in the open arms of the EPM compared with MRL/mpj animals. These anxiety-like phenotypes in MRL/lpr mice were further aggravated at 16 weeks of age (Fig. 1b–g). In the novelty Y maze, MRL/lpr mice behaved similarly to MRL/mpj mice at 6 weeks of age but showed reduced cognitive performance at 16 weeks of age (Supplementary Fig. 1c, d). In the tail suspension test (TST) and forced swim test (FST), which measure depression-like behaviors, MRL/lpr mice showed increased immobility time in the TST but not in the FST at 6 weeks of age (Supplementary Fig. 1e, f). No motor or coordination defects were found in MRL/lpr mice at either 6 or 16 weeks of age (Supplementary Fig. 1g–i). Together, these data suggest that anxiety-like behaviors are major NP changes that occur early in lupus mice. We used this phenomenon as an indicator of NP manifestation in subsequent studies.

**Fig. 1:**
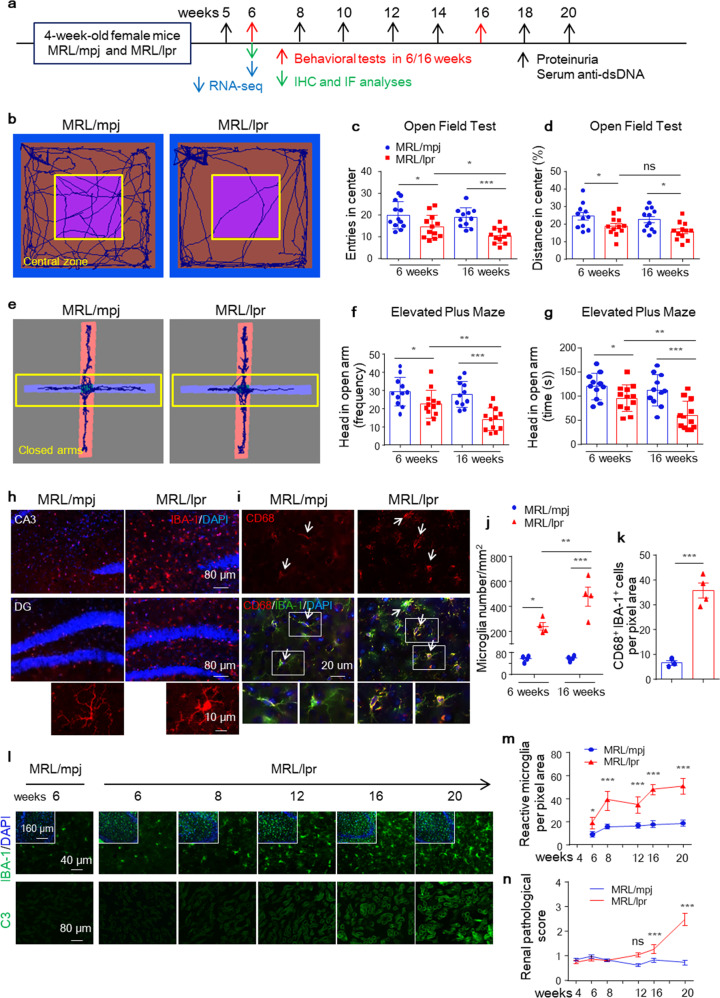
MRL/lpr mice develop anxiety-like phenotypes and reactive microglia before overt peripheral lesions. **a** Schematic of the experiment examining CNS lupus development in SLE mice. **b**–**g** Behavioral performance of 6-week-old and 16-week-old female MRL/lpr mice (red) and matched littermate controls (blue) in the open field test (OFT, **b**–**d**) and elevated plus-maze (EPM, **e**–**g**) test. *n* = 11-12 mice per group, Student’s unpaired *t*-test. **h** and **i** Representative IBA-1 immunofluorescence images of hippocampal sections (**h**). Scale bars, 80 μm and 10 μm under magnification. Immunostaining of CD68, a microglial/macrophage lysosomal activation marker, and IBA-1 in hippocampal sections from MRL/mpj and MRL/lpr mice (**i**). Scale bars, 20 μm. Arrows indicate reactive microglia. **j** and **k** Average microglial density in CA3 areas in control (blue) and MRL/lpr mice (red) (cells/mm^2^; *n* = 3-4 mice per group) (**j**). Quantitation of CD68^+^ microglia in hippocampal sections from MRL/mpj and MRL/lpr mice (*n* = 3–4 mice per group, with an average of 4-5 slices per mouse). **l**–**n** Representative image of IBA-1 in CA3 and complement C3 in kidneys from MRL/mpj and MRL/lpr mice at the indicated times; scale bars as indicated. Dot plots depicting the average number of IBA-1^+^ cells per mm^2^ (**m**) and renal pathological score (**n**) quantified in control (blue) and MRL/lpr mice (red). *n* = 5 mice per group. The data are the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; and ns, not significant according to Student’s unpaired *t*-test. See also Supplementary Figs. 1 and 2

TUNEL and Nissl’s staining did not detect ongoing apoptosis before 12 weeks of age (Supplementary Fig. 2a) or loss of Nissl’s^+^ neurons within the circuitry of the prefrontal cortex and hippocampus that mediate emotion and learning in MRL/lpr mice (Supplementary Fig. 2b). These findings suggest that apoptotic neuronal death is unlikely to be the cause of early behavioral abnormalities in SLE. Although peripheral inflammatory cells have also been reported as participants,^25^ the MRL/lpr strain showed no cellular infiltration in the brain (Supplementary Fig. 2c), indicating that rather than infiltrating immune cells, CNS-resident nonneuronal cells may be affected. Microglia, resident macrophages in the brain, respond to local inflammation or CNS damage by increasing phagocytic activity and inflammatory cytokine production.^26^ To determine whether microglial activation participates in NPSLE development, we assessed the state and proliferation of microglia via cell morphology and density in lupus brains during the early (6–8 weeks) and active (16–20 weeks) stages of SLE. As noted, in addition to increased IBA-1^+^ cell numbers (Fig. 1j and Supplementary Fig. 1k), reactive microglia in MRL/lpr mice displayed ameboid morphology, as evidenced by increased cellular soma and decreased branching complexity of cytoplasmic processes (Fig. 1h and Supplementary Fig. 1j, l). Additionally, coimmunostaining of IBA-1 with CD68, a lysosomal-localized indicator of microglial phagocytic activity,^27^ confirmed the reactivation of microglia (Fig. 1i, k and Supplementary Fig. 1j). MRL/lpr mice developed significantly increased reactive microglia in the cortex and hippocampus at 6 weeks compared with MRL/mpj mice, which was further exacerbated at 16 weeks (Fig. 1j and Supplementary Fig. 1l), with similar microglial densities in the cerebellum and midbrain (Supplementary Fig. 1k). Microglial activation in MRL/lpr mice was also confirmed by immunostaining for TEME119, another microglia-specific marker^28^ (Supplementary Fig. 1m, n).

Furthermore, relative to the observed progressive increase in IBA-1^+^ microglial intensity in the hippocampus beginning at the 6th postnatal week in MRL/lpr mice compared with age-paired MRL/mpj mice (Fig. 1l, m), complement C3 deposition in the kidneys of MRL/lpr mice was significantly increased at 16 weeks (Fig. 1l, n). Thus, these data together indicate that NP abnormalities occur in the early stage of SLE prior to peripheral pathology and are closely related to the specific activation of microglia in the brain.

### Transcriptional profiling reveals molecular changes in the hippocampus of MRL/lpr mice

To identify changes in the brain as NP manifestations develop, we performed whole-transcriptome gene expression analysis of the hippocampus in MRL/lpr and MRL/mpj mice at 6 weeks (Fig. 1a, schematic). 

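Hippocampal RNA from 3 MRL/mpj mice and 3 MRL/lpr mice at 6 weeks of age was sequenced, with 1 library per mouse. MRL/lpr mice carry the lpr mutation of Fas and develop lupus spontaneously, and MRL/mpj mice are the matched controls. The deposited labels name a further group of 3 libraries from MRL/lpr mice given mesenchymal stem cells (MRL/lpr+MSC), which the paper's text does not describe and which was kept out of the comparison of MRL/lpr with MRL/mpj mice. The labels give the strain of all 9 libraries as C57BL/6 where the paper gives MRL/MpJ and MRL/MpJ-Faslpr, and the paper's strains are used here. The paper and the labels also differ in the amount of input RNA. Neither names a sequencing batch or date. The authors aligned the reads to mm10 with STAR, counted them per gene with HTSeq and deposited the raw counts of 47643 genes in 1 matrix, together with FPKM values per library. Over 12235 genes, each FPKM file followed the counts of its own library in the matrix.
The total count per library ranged from 19475804 to 24114666 in MRL/mpj mice (median 20991419), from 22438063 to 26912031 in MRL/lpr mice (median 22858589) and from 20014975 to 21914100 in MRL/lpr+MSC mice (median 21213137). A count of 0 in a library allows up to 3 counts, or 0.112 to 0.154 CPM (counts scaled to library size), and this limit covers counting error only. No pair of libraries within a group differed by less than the sampling noise, with a chi-square per gene of at least 11.2. The counts were scaled by TMM, and 16697 of the 29355 genes with a count in the 6 libraries passed a filter on low counts and were tested by limma voom. Differentially expressed genes had at least a 1.5-fold change and an adjusted p under 0.05 over all genes tested. Coordinates are those of GRCm38.
Fas (ENSMUSG00000024778, chromosome 19, 34290666 to 34327772) had 1.83 ± 0.183 CPM (SD, n = 3) in MRL/mpj mice and 1.80 ± 0.469 (SD, n = 3) in MRL/lpr mice. Its log2 fold change of -0.04 (adjusted p = 0.936 from limma voom with Benjamini-Hochberg adjustment) ran from -0.24 to 0.15 when each library was left out in turn, so the gene's total count did not separate the groups. The labels were compared with Supplementary Data 1, of which the first 1999 of 28008 genes were read. Its 3 MRL/mpj columns were constant multiples of the counts of the libraries labelled MRL/mpj. Its 3 MRL/lpr columns were constant multiples of the counts of the libraries labelled MRL/lpr+MSC, in 100% of the genes compared, against at most 0.657% for any library labelled MRL/lpr. Across the cells of the heat map of Fig. 6a, the colours followed the libraries labelled MRL/lpr more closely (r = 0.922) than those labelled MRL/lpr+MSC (r = 0.739). Each r is the best of 36 column orders across 96 cells, which are not independent replicates. Within the MRL/lpr columns alone, Fig. 6a followed the libraries labelled MRL/lpr, with r of 0.932 against 0.149. Fig. 2b and Fig. 2c did not separate the groups clearly in these columns, with r of 0.258 against 0.177 and 0.557 against 0.651. Of the genes of Supplementary Table 1, 100% differed by at least 1.5-fold in MRL/lpr against MRL/mpj mice. In MRL/lpr+MSC against MRL/mpj mice the share was 64.1%. Fig. 6a and Supplementary Table 1 thus went with the labels and Supplementary Data 1 against them, so an exchange of labels was not excluded. The labels were kept, and MRL/lpr means the libraries labelled so in what follows.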

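In the hippocampus of MRL/lpr against MRL/mpj mice, 967 of the 16697 genes tested were differentially expressed, 569 higher and 398 lower. At a log2 fold change of at least 1.5, 274 genes were higher and 113 were lower. Among the settings that kept all 6 libraries, the first count ran from 104 genes, with a test against a 1.5-fold change in place of a test against no change, to 2065 genes, with library quality weights. The count also depended on single libraries and fell to 165 without MRL/mpj replicate 3 and rose to 1695 without MRL/lpr replicate 2. Among genes with no overlap between the groups and a mean of at least 1 CPM, Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799), which encodes a chemokine, had the largest fitted rise. It had no count in MRL/mpj mice and 6.32 ± 4.55 CPM (SD, n = 3) in MRL/lpr mice. By the group means it was at least 42.9-fold higher (adjusted p = 0.0289 from limma voom with Benjamini-Hochberg adjustment). The MRL/lpr libraries had 11.0, 6.08 and 1.90 CPM, so the size of this bound depends on MRL/lpr replicate 1. Ccl8 was differentially expressed in 11 of 15 other settings. Gm14287 (ENSMUSG00000082329, chromosome 2) was at least 156-fold higher, at 23.0 ± 0.996 CPM (SD, n = 3) in MRL/lpr mice. The largest fall was that of Rps2-ps13 (ENSMUSG00000081684, chromosome X, 52898588 to 52899469), a pseudogene whose reads can move to or from a near-identical copy. It went from 334 ± 17.6 CPM (SD, n = 3) to 0.844 ± 0.0574 (SD, n = 3), a log2 fold change of -8.59 (standard error 0.20, adjusted p = 1.91e-05 from limma voom with Benjamini-Hochberg adjustment). Of the 95 differentially expressed genes with an absolute log2 fold change of at least 4, 23 are annotated as pseudogenes.

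**Figure D1:**
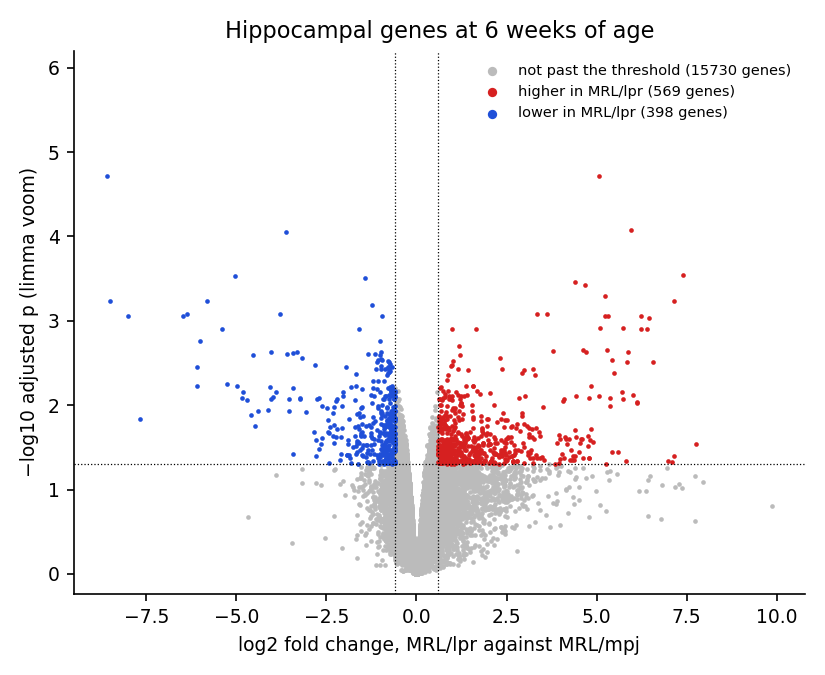
Log2 fold change (x axis) against -log10 adjusted p from limma voom (y axis) of the 16697 genes tested, MRL/lpr against MRL/mpj mice, 1 point per gene. Dotted lines mark a 1.5-fold change and an adjusted p of 0.05, with 569 genes past them on the right and 398 on the left.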

The transcriptome assay enabled the detection of the differential expression of 1908 transcripts (cutoff of 1.5-fold change; adjusted *P* < 0.05; Fig. 2a and Supplementary Fig. 3a) and further filtering of 1019 transcripts (873 upregulated, 146 downregulated in MRL/lpr; cutoff of 1.5-log_2_fold change; adjusted *P* < 0.05). Enriched reactome pathway analysis showed that MRL/lpr mice exhibited increased SLE signaling and reduced neuronal system targets in the brain (Supplementary Fig. 3b, c), which was consistent with clinical biomarkers related to NPSLE. In addition, KEGG pathway analysis revealed signatures of cytokine-cytokine receptor interaction, antigen processing and presentation, activation of innate immune responses and microglial proteins involved in protein digestion, as well as of complement and coagulation cascades. 

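The Reactome gene sets were not used here. Marker lists fixed in advance were tested in their place with camera from limma, at a preset inter-gene correlation of 0.01 and with adjustment over 19 lists. All 20 interferon-induced genes were higher in MRL/lpr than in MRL/mpj mice, with a median log2 fold change of 1.75 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 5.96e-08). Their mean in the MRL/lpr libraries lay 1.20 to 2.38 above the mean of the MRL/mpj group on the log2 scale, and in 3 of 3 it was above every MRL/mpj library. Of 9 B cell genes, 8 were higher, with a median of 2.50, or 2.25 with genes at the counting limit set to their bound (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.00715). Of 9 genes for synaptic proteins that the paper stained or blotted, 8 were lower, with a median of -0.30 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.00541). Of these synaptic genes, 0 were differentially expressed singly. The paper's own gene lists hold 3 of the 20 interferon-induced and 2 of the 9 B cell genes. All 3 calls held under fry, a rotation test, and none held when the inter-gene correlation was estimated from the libraries. Leaving out a library kept the medians of the interferon list between 1.55 and 2.13 and those of the synaptic list between -0.32 and -0.30. A list of genes of the CA1 region was lower as well, with a median of -1.22. A different dissection was not tested as a source of the fall in the synaptic list.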

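Supplementary Table 1 names the genes behind the pathway analysis, so its genes were chosen by the study on these libraries and their counts are not independent evidence. In the term cytokine-cytokine receptor interaction, 37 of 45 genes were tested, 9 were differentially expressed, all of them higher, and 36 had a positive log2 fold change (median 1.60). In antigen processing and presentation, 18 of the 21 genes named were tested and 6 were differentially expressed, 5 higher and 1 lower. Adjusted over the list alone, 34 cytokine genes and 18 antigen processing genes were differentially expressed. In the term Phagosome, 8 of the 25 genes tested were differentially expressed, 5 higher and 3 lower. Of all 16697 genes tested, 52.8% had a positive log2 fold change. The genes of the term Protein digestion and absorption were not analysed here.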

In detail, MRL/lpr mice showed enrichment of immune-activated pathways, including classes of microglial-mediated phagocytosis (KEGG terms ‘Phagosome’ and ‘Protein digestion and absorption’, Fig. 2b and Supplementary Fig. 3d) and the classical complement pathway (KEGG term ‘the complement and coagulation cascades’, Fig. 2c). 

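The heat map of Fig. 2b names 19 genes of the phagocytosis class, of which 16 had enough counts to be tested. All 16 were higher in MRL/lpr than in MRL/mpj mice, with a median log2 fold change of 2.41 and a range of 1.61 to 6.42. Over all genes tested, 4 of them were differentially expressed, namely H2-T22, H2-T23, Itga2 and Clec7a. Adjusted over the list alone there were 15, which is no independent evidence because the study chose the list on these libraries. The 4 calls became 15 with library quality weights and 0 with a test against a 1.5-fold change. They became 0 without MRL/mpj replicate 1 and 15 without MRL/lpr replicate 3. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779), a pattern recognition receptor, had 0.194 ± 0.0972 CPM in MRL/mpj and 2.11 ± 1.05 in MRL/lpr mice (SD, n = 3 each). Its log2 fold change was 3.25 (standard error 0.73, adjusted p = 0.0419 from limma voom with Benjamini-Hochberg adjustment). H2-T23 rose by 3.95 on the log2 scale (adjusted p = 0.0484 from limma voom with Benjamini-Hochberg adjustment). H2-T22 and H2-T23 belong to the major histocompatibility complex, a family of near-identical copies. Reads can move between such copies with a base difference between strains, so both values are uncertain. The remaining 3 genes, H2-Bl, H2-M2 and Fcgr4, were at or under the counting limit in MRL/mpj mice. By the group means they were at least 7.31-fold, 7.69-fold and 3.60-fold higher. H2-Bl had 10, 11 and 57 counts in the MRL/lpr libraries, so the size of its bound rests on MRL/lpr replicate 3.
Of 11 genes matched in Fig. 2c, 9 were tested, and all 9 had a positive log2 fold change, 7 of them of at least 1.5-fold. Only Vwa5a (ENSMUSG00000023186, chromosome 9, 38718268 to 38743337) was differentially expressed, both over all genes tested and when adjusted over the list alone. It had 23.5 ± 2.23 CPM in MRL/mpj and 74.4 ± 8.11 in MRL/lpr mice (SD, n = 3 each), and it was past the threshold in 16 of 16 other settings. Vwa5a is not on the marker list of complement genes fixed in advance. Of that list, 10 genes were tested and 0 were differentially expressed.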

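Of the 6 phagocytosis genes Cx3cr1, Fcgr2b, Thbs1, Itga2, Tlr2 and Tap1, 5 were higher in MRL/lpr than in MRL/mpj mice and Cx3cr1 was lower. Only Itga2 (ENSMUSG00000015533, chromosome 13, 114833081 to 114932100) was differentially expressed over all genes tested. It had 0.244 ± 0.0481 CPM in MRL/mpj mice and 1.24 ± 0.472 in MRL/lpr mice (SD, n = 3 each), a log2 fold change of 2.18 (standard error 0.47, adjusted p = 0.0380 from limma voom with Benjamini-Hochberg adjustment). The low counts of 4 to 6 per MRL/mpj library limit this value. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) fell from 56.5 ± 1.10 to 41.0 ± 5.35 CPM (SD, n = 3 each). Its log2 fold change of -0.46 (standard error 0.10, adjusted p = 0.0380 from limma voom with Benjamini-Hochberg adjustment) was under 1.5-fold and stayed negative in the 16 other settings. Tlr2 had a log2 fold change of 1.76 and Thbs1 of 1.62, with an adjusted p of 0.0677 and 0.0757 from limma voom with Benjamini-Hochberg adjustment. Tap1 rose by 2.27 on the log2 scale, with counts of 779, 344 and 156 in the MRL/lpr libraries against 72, 57 and 56 in the MRL/mpj libraries (adjusted p = 0.105 from limma voom with Benjamini-Hochberg adjustment). Fcgr2b had a log2 fold change of 0.78 and did not pass the threshold.
Of the complement genes C1qa, C1s1, Cfp and C6, 3 were tested and none was differentially expressed, while C1s1 and Cfp had an unadjusted p of 0.0467 and 0.0340 from limma voom. C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) had 50.3 ± 5.09 CPM in MRL/mpj and 63.2 ± 17.6 in MRL/lpr mice (SD, n = 3 each), a log2 fold change of 0.31 (standard error 0.20, adjusted p = 0.347 from limma voom with Benjamini-Hochberg adjustment). C1s1, the gene matched to C1s, had 263, 223 and 33 counts in the MRL/lpr libraries against 11, 20 and 10 in the MRL/mpj libraries, a log2 fold change of 2.95 (standard error 1.21, adjusted p = 0.158 from limma voom with Benjamini-Hochberg adjustment). Cfp had a log2 fold change of 0.64 (adjusted p = 0.132 from limma voom with Benjamini-Hochberg adjustment). C6 was too low to test, with 1 count in all 3 MRL/mpj libraries together and 16, 2 and 3 counts in the MRL/lpr libraries, of which the last pair is within the limit of counting, so any rise rests on MRL/lpr replicate 1.

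**Figure D2:**
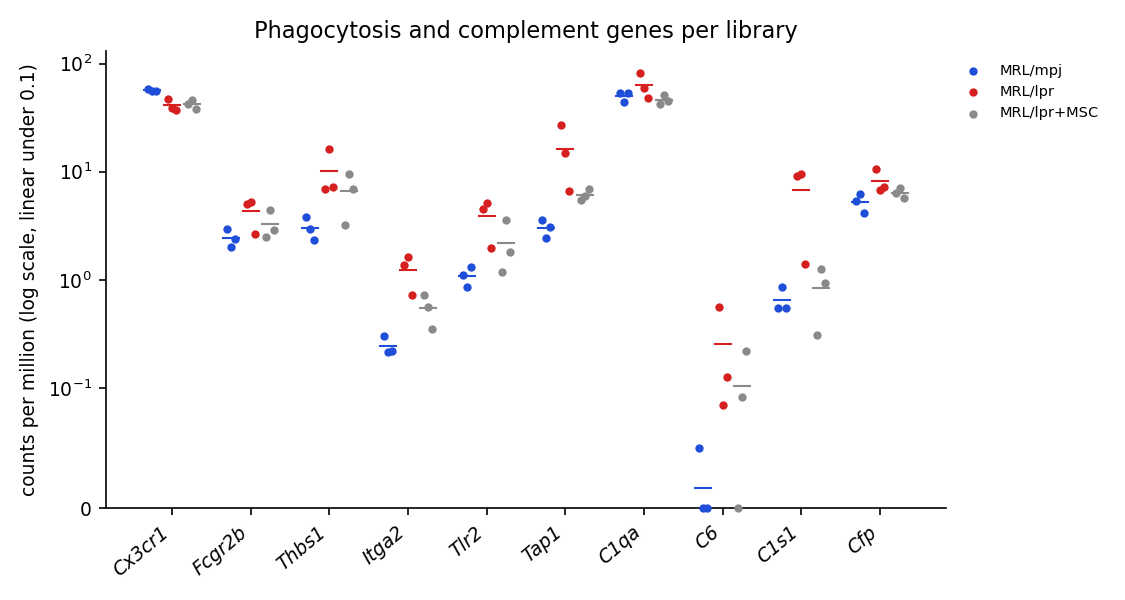
CPM (counts scaled to library size, y axis, logarithmic above 0.1 and linear below it) of the 10 genes in each library, 1 point per library, with a line at the mean of each group of 3. MRL/lpr+MSC libraries are shown in grey. Cx3cr1 lies lower in MRL/lpr (mean 41.0) than in MRL/mpj mice (mean 56.5), and the means of the other 9 genes lie higher.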

In the above category, we identified genes associated with microglial-mediated phagocytosis (*Cx3cr1*, which encodes CX3CR1; *Fcgr2b*, which encodes FCGR2B; *Thbs1*, which encodes Thrombospondin1; *Itga2*, which encodes Integrin α2; *Tlr2*, which encodes TLR2; and *Tap1*, which encodes TAP1) and the classical complement pathway (*C1qa*, which encodes C1QA; *C6*, which encodes C6; *C1s*, which encodes C1S; and *Cfp*, which encodes properdin), which were validated by quantitative PCR (Fig. 2d, e). Microglial reactive phagocytosis was further confirmed by dramatic induction of the immunofluorescence signal for CD68 in IBA-1^+^ cells in the hippocampus of MRL/lpr mice (Fig. 1i, k and Supplementary Fig. 1j). C1q and C3 are reportedly increased and required for synaptic pruning in murine brain development and many disorders.^17,29^ Immunoblotting confirmed the increase in C1q but not C3 in both the cortex and hippocampus of MRL/lpr mice (Fig. 2f, g). Conversely, MRL/lpr mice expressed lower percentages of genes that regulate neuroactive ligand-receptor interactions, long-term potentiation (LTP), axon guidance, and synapse maintenance (Supplementary Fig. 3e and Supplementary Table 1), suggesting that synaptic dysfunction may also be involved.

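In Supplementary Table 1, 43 of 45 genes of the term neuroactive ligand-receptor interaction were tested. Of these, 17 were differentially expressed between MRL/lpr and MRL/mpj mice, 8 higher and 9 lower, and 31 of the 43 had a positive log2 fold change. Adjusted over the list alone there were 34, on a list chosen by the study. In the calcium signaling pathway of the same table, 17 of 29 genes were differentially expressed, 6 higher and 11 lower, with log2 fold changes from -2.30 to 4.41. The gene sets for long-term potentiation, axon guidance and synapse maintenance were not used here.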

**Fig. 2:**
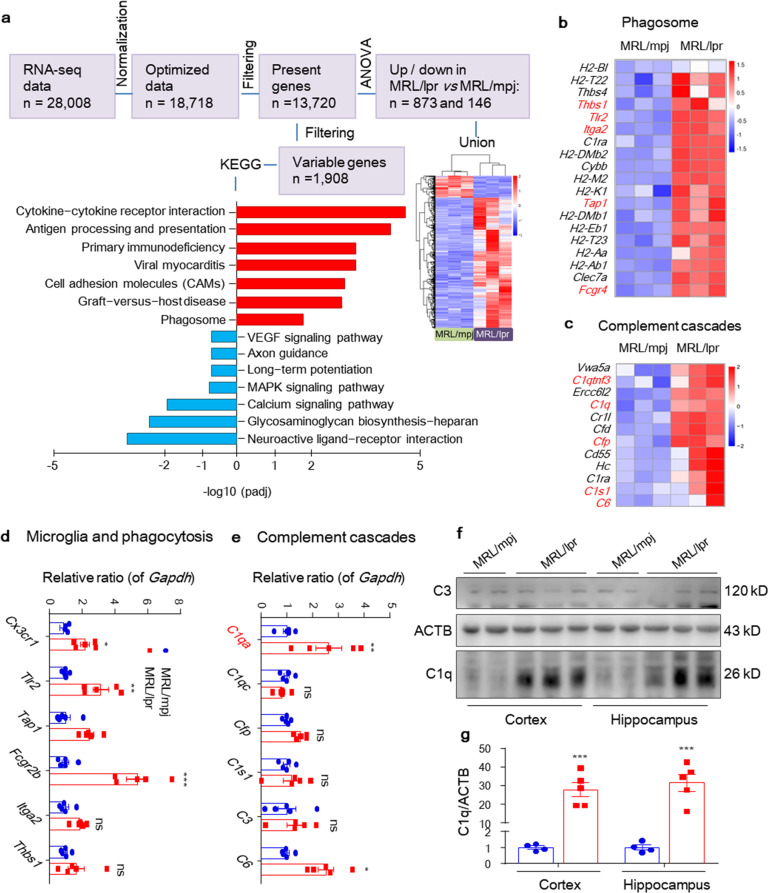
Transcriptional profile revealing increased phagocytosis and complement signal activation in the MRL/lpr mouse brain. **a** Workflow of RNA-seq data analysis of the hippocampus in MRL/lpr and MRL/mpj mice, with a heat map of differentially expressed genes. The bar chart displays 1908 variable genes, which are some of the corresponding KEGG terms and have higher expression in the MRL/mpj- or MRL/lpr- hippocampus (bottom). KEGG, Kyoto Encyclopedia of Genes and Genomes. **b** and **c** Heat maps showing the relative expression of significantly altered genes (see “Methods”) generated from the hippocampal RNA-seq of MRL/mpj vs. MRL/lpr mice at 6 weeks of age. Each column represents an individual mouse. **d** and **e** Validation of select genes and pathways in a unique set of mice by qPCR. *n* = 5–6 mice per group. **f** and **g** Immunoblotting validation of C3 and C1q in the cortex and hippocampus of 6-week-old MRL/mpj (*n* = 4) and MRL/lpr (*n* = 5) mice.The data are the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; and ns, not significant according to one-way ANOVA with Tukey’s post hoc test in (**d**), (**e**), (**g**). See also Supplementary Figs. 3 and 4

To determine whether microglial phagocytic activation is required for NPSLE development, we treated MRL/lpr mice with minocycline, a BBB-permeable phagocytic activity inhibitor that can suppress microglial activation,^22,30^ beginning at 5 weeks of age (shortly before reactive microglia were detected) (Supplementary Fig. 4a). Minocycline treatment significantly reduced both the IBA-1^+^ microglial number and phagocytic activity, as evidenced by reduced IBA-1^+^/CD68^+^ fluorescence intensity in the hippocampus (Supplementary Fig. 4b, c), without affecting GFAP^+^ astrocytes and NeuN^+^ neurons (Supplementary Fig. 4d, e). Minocycline also ameliorated anxiety-like behaviors in MRL/lpr mice in both the OFT (Supplementary Fig. 4f, g) and EPM tests (Supplementary Fig. 4h, i). To confirm that the observed minocycline effect was due to suppressed phagocyte activation rather than possible antimicrobial effects, we treated other groups of mice with the broad-spectrum antibiotic amoxicillin-clavulanate.^31^ However, amoxicillin-clavulanate treatment did not protect mice from disease (Supplementary Fig. 4j-l). Collectively, these results suggest that increased phagocytosis reactivation of microglia is a key mediator of anxiety-like behaviors in MRL/lpr mice.

### Synapse loss due to microglial engulfment accounts for early behavioral defects in MRL/lpr mice

Sequence analysis detected alterations in synaptic activity-related genes (Supplementary Fig. 3c, e) encouraging us to speculate that synaptic defects might be involved. For confirmation, we quantified synaptic terminals and found that the numbers of synaptic puncta within CA3 (mossy fiber terminals) were decreased at 6 weeks in MRL/lpr mice compared with MRL/mpj controls (Fig. 3a, b). The decrease was traced to a 50% reduction in the number of postsynaptic terminals, with a lesser change in the number of presynaptic terminals (Fig. 3a, b and Supplementary Fig. 5a). In MRL/lpr mice, synapse loss occurred predominantly at excitatory (VGLUT-1^+^) presynaptic terminals (Fig. 3c, d) but not at inhibitory presynaptic (VGAT1^+^) or postsynaptic (Gephyrin^+^) terminals (Supplementary Fig. 5d, e). Nevertheless, the densities of NeuN (Supplementary Fig. 5b) and TUJ1 (Supplementary Fig. 5c) remained unchanged, indicating that both neurons and axons were preserved, rendering neuroaxonal degeneration an unlikely explanation for the observed loss of synaptic input. We further quantified excitatory synaptic element numbers in dentate gyrus (DG) granule neurons of Golgi-stained tissues. Dendritic spine numbers were reduced in MRL/lpr mice (Fig. 3e, f and Supplementary Fig. 5f), consistent with the immunostaining results.

**Fig. 3:**
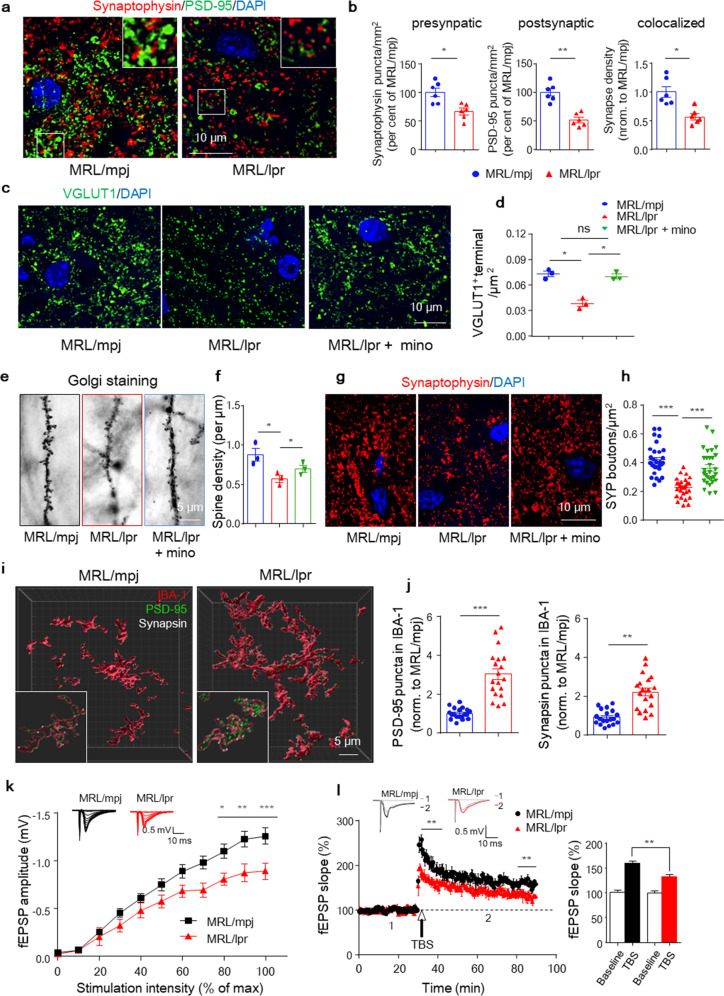
Synapse loss due to microglial engulfment accounts for early NP manifestation in MRL/lpr mice. **a** and **b** Immunostaining and quantification of presynaptic and postsynaptic puncta using the markers synaptophysin (red) and PSD-95 (green), respectively, in 6-week-old MRL/mpj and MRL/lpr hippocampal sections. Scale bar, 10 μm. The data are the means of 3 staining experiments, *n* = 6 mice per group, with an average of 3–4 slices per mouse. **c** and **d** Immunostaining and quantification of VGLUT-1 in MRL/mpj and MRL/lpr mice treated with or without minocycline. Scale bar, 10 μm. *n* = 3, with an average of 3–4 slices per mouse. **e** and **f** Representative images and quantification of Golgi-stained dendritic spines from DG granule neurons in MRL/mpj and MRL/lpr mice treated with or without minocycline. *n* = 3 mice per group. Scale bar, 5 μm. **g** and **h** Representative images and quantification of synaptophysin (SYP) bouton density in brain sections. Scale bar, 10 μm, *n* = 15–16 neurons/mouse, with 3 mice/group. **i** and **j** Representative immunofluorescence images of presynaptic terminal (synapsin, white) and postsynaptic terminal (PSD-95, green) puncta engulfed in IBA-1^+^ microglia (red) in the pyramidal layer of CA1 in the indicated mouse brain sections. Scale bar, 5 μm. A total of 18–19 cells/condition in 3–5 mice/group were analyzed. **k** and **l** Input-output curves illustrating the relationship between the magnitudes of stimulation and evoked responses for fEPSPs recorded in hippocampal slices from 6-week-old MRL/mpj and MRL/lpr mice. Insets in **k** are typical superimposed fEPSPs recorded with increasing stimulation intensity (*n* = 8 slices from three to four mice/group). (**l**, left) Time course of LTP induced by TBS in hippocampal slices. Insets are superimposed fEPSPs recorded under each condition before (1) and 60 min after the application of TBS (2). (**l**, right) Histogram showing the LTP magnitude averaged from the last 10 min of recordings from different groups (*n* = 8-11 slices from three to four mice/group. *P < 0.05, **P < 0.01, ***P < 0.001; two-way ANOVA with Bonferroni’s multiple comparison test in (**k**), repeated-measures ANOVA in (**l**). The data are the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; and ns, not significant according to unpaired Student’s *t*-test in (**b**) and (**j**) and one-way ANOVA with Tukey’s post hoc test in (**d**), (**f**), and (**h**). See also Supplementary Fig. 5

To investigate whether reactive microglial phagocytosis accounted for the observed synapse loss, we further compared the synaptic terminal changes in hippocampal sections from MRL/lpr and minocycline-treated MRL/lpr mice. As noted, minocycline restored the reductions in synaptophysin (SYP^+^) (Fig. 3g, h), especially excitatory VGLUT^+^ terminals (Fig. 3c, d), which was confirmed by Golgi staining results (Fig. 3e, f). To more directly measure synapse engulfment by microglia, we performed high-resolution imaging of synaptic markers and observed a significant increase in the number of PSD-95 and synapsin puncta presented within microglia in the hippocampal CA1 region in MRL/lpr mice (Fig. 3i, j). Ultrastructure analysis also revealed displacement of synapses encapsulated by phagocytes in the hippocampus of MRL/lpr mice (Supplementary Fig. 5g). The observed evidence collectively indicated increased synapse loss due to microglial engulfment in MRL/lpr mice. To investigate the functional correlates of disturbed synaptic terminals, we performed electrophysiological analysis in hippocampal slices from MRL/lpr and MRL/mpj mice. The input/output recordings revealed a significant reduction in basal synaptic activity (Fig. 3k) in lupus mice. LTP indicated that excitatory postsynaptic potentials (EPSPs) were also significantly reduced in MRL/lpr slices (Fig. 3l), which confirmed compromised excitatory synaptic transmission in the lupus brain.

### Increased complement C1q accumulates at synapses in MRL/lpr mice

Transcriptome analyses combined with immunoblotting revealed a much higher abundance of C1q protein in the lupus hippocampus. 

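The transcripts of the other C1q chains were higher in MRL/lpr than in MRL/mpj mice by less than the threshold. C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) had 22.9 ± 1.82 CPM in MRL/mpj and 31.0 ± 9.43 in MRL/lpr mice (SD, n = 3 each), a log2 fold change of 0.41 (standard error 0.23, adjusted p = 0.265 from limma voom with Benjamini-Hochberg adjustment). C1qc (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065) went from 23.7 ± 1.04 to 32.4 ± 9.00 CPM (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.20, adjusted p = 0.200 from limma voom with Benjamini-Hochberg adjustment). MRL/lpr replicate 1 had the highest counts of both genes, 1185 and 1216, and the lowest log2 fold change with 1 library left out was 0.17 for C1qb and 0.20 for C1qc. C3 had a log2 fold change of 3.10 (standard error 1.13, adjusted p = 0.124 from limma voom with Benjamini-Hochberg adjustment), with 2.60 to 29.1 CPM in the MRL/mpj libraries and 23.7 to 113 CPM in the MRL/lpr libraries, which overlap.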

During the NPSLE process, the C1q signal was already prominent in the brain at 6 weeks (Fig. 2f), especially in the DG and CA1/3 regions, in MRL/lpr but not MRL/mpj mice (Supplementary Fig. 6a, b). Costaining experiments showed that increased C1q protein mostly located with neurons and only slightly with microglia (Fig. 4a, b) in the MRL/lpr hippocampus. In the periphery, complement C1q could function as a tag, labeling damaged cells for chemotactic phagocytosis.^32^ Coimmunostaining of C1q with a synaptic marker (synapsin) detected a much higher percentage of C1q-labeled synapses in the hippocampal CA3 region of MRL/lpr brains (Fig. 4c, d). Additionally, western blotting of C1q in purified PSD fractions versus total lysates revealed that C1q was greatly increased in the PSD of MRL/lpr hippocampi and barely detectable in MRL/mpj PSD (Fig. 4e, f). To provide further direct evidence that C1q may be involved in synaptic tagging, we performed a coimmunoprecipitation (co-IP) assay. We found that antibodies against synaptophysin and PSD-95 coimmunoprecipitated more C1q from lupus mouse hippocampal lysates (although with interanimal variability) than control mice (Fig.  4g, h). Moreover, consistent with the increased accumulation of C1q in the PSD, there was a strong positive correlation between the amount of C1q and decreased center movement in the OFT in MRL/lpr mice (Supplementary Fig. 6c). These biochemical data indicate that increased C1q accumulates at synapses in the MRL/lpr brain and is related to neurodegeneration.

**Fig. 4:**
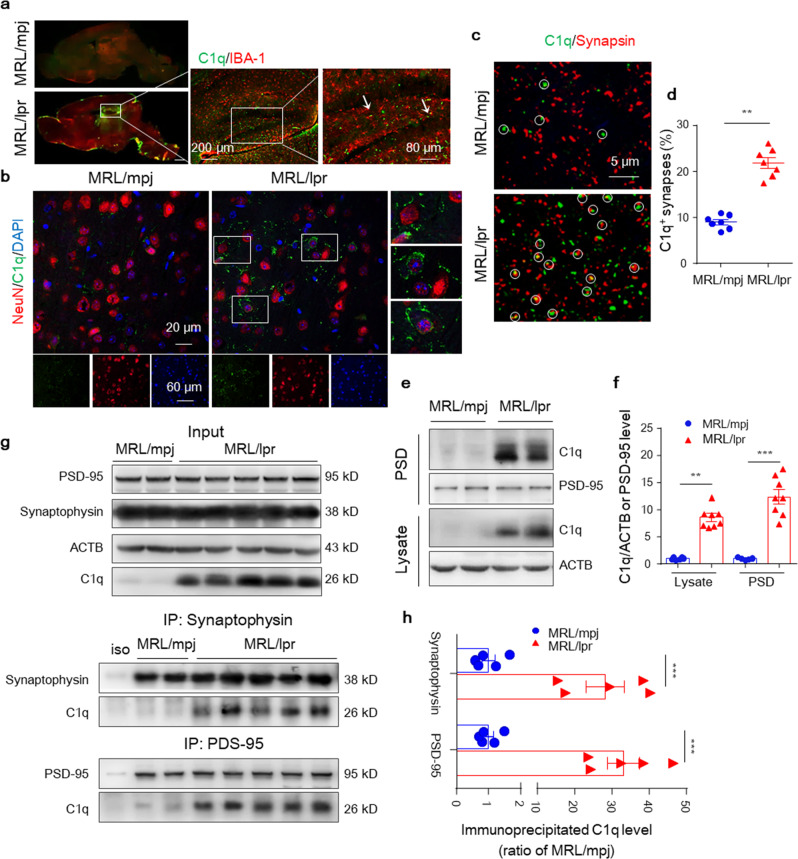
Increased C1q accumulates at synapses in the MRL/lpr hippocampus. **a** and **b** Representative images of C1q stained with IBA-1/NeuN in the dentate gyrus (DG) and CA3 (mossy fiber terminals) region of 6-week-old MRL/mpj and MRL/lpr mice. Scale bars as indicated. **c** and **d** Representative STED stacks and quantification of C1q (green) stained with synapsin (red) puncta in the CA3 region of MRL/mpj and MRL/lpr mice. Colocalized synapsin and C1q puncta are indicated by circles. Scale bar, 5 μm. **d** Graph showing the percentages of total synapsin clusters colocalized with C1q. At least 120 synapses per mouse were analyzed. *n* = 7 mice per group. **e** and **f** Representative immunoblots and quantitation of C1q in PSD fractions and total lysates of hippocampus from MRL/mpj and MRL/lpr mice. **g** and **h** Coimmunoprecipitation analysis of C1q with synaptophysin or PSD-95 antibodies in MRL/mpj or MRL/lpr hippocampal lysates. The data are the mean ± SEM. ^**^P < 0.01 and ^***^P < 0.001 according to a two-tailed Student’s *t*-test in (**d**) and one-way ANOVA with Tukey’s post hoc test in (**f**, **h**). See also Supplementary Fig. 6

Next, we wanted to examine the major source of increased C1q protein in the brain of lupus mice. Although activated microglia have been reported to be a major source of C1q in inflammatory brains, inhibition of microglial activation by minocycline did not reverse the C1q protein burden in MRL/lpr mice, although it reduced the increase in C1q mRNA level (Supplementary Fig. 6d), rendering the source of C1q a question in the lupus model. Under autoimmune conditions, many peripheral activated inflammatory cells can generate abundant C1q. By immunoblotting C1q in the brain, serum, and peripheral tissues of MRL/mpj and MRL/lpr mice, we found that C1q protein levels were much higher in the serum and kidneys than in the brain evidenced at 6 weeks of age (Supplementary Fig. 6e, f). To further clarify whether increased brain C1q may be sourced from serum, both MRL/mpj and MRL/lpr mice were intravenously injected with purified C1q (1 μg/ml). The injected C1q signal was detected in the brain within three hours (Supplementary Fig. 6h), as expected due to some permeability of the BBB to C1q, despite intact BBB integrity in MRL/lpr mice at 6 weeks (Supplementary Fig. 6g). For additional confirmation, we used a parabiosis mouse model, which has been used to examine circulatory factors transferred from one animal to another.^33^ As expected, hippocampal homogenates from MRL/mpj mice in parabiosis with MRL/lpr mice but not MRL/mpj mice exhibited increased C1q (Supplementary Fig. 6i, j). In summary, the observed significant increase in C1q protein in the MRL/lpr mouse brain may be at least partially derived from serum.

### C1q tagging at synapses contributes to microglial synaptic elimination-mediated dendritic spine loss

Macrophage-mediated phagocytosis often requires antibody or complement deposition; however, no differences in the amount of IgG coating with VGLUT-1- or PSD-95-positive staining in CA3 synaptic terminals were observed in 6-week-old MRL/lpr mice compared to the controls (Supplementary Fig. 6k, l). Notably, in addition to increased PSD accumulation, C1q also colocalized in cells with neuronal morphology and MAP2-positive neurites (Fig. 5a) in the lupus brain. Moreover, C1q protein was more frequently detected in synaptophysin^+^ (SYP^+^) perisomatic synaptic boutons surrounded by or adjacent to IBA-1^+^ cellular processes in MRL/lpr mice, alongside reactivated IBA-1^+^ morphology and reduced SYP^+^ terminals (Fig. 5b).

**Fig. 5:**
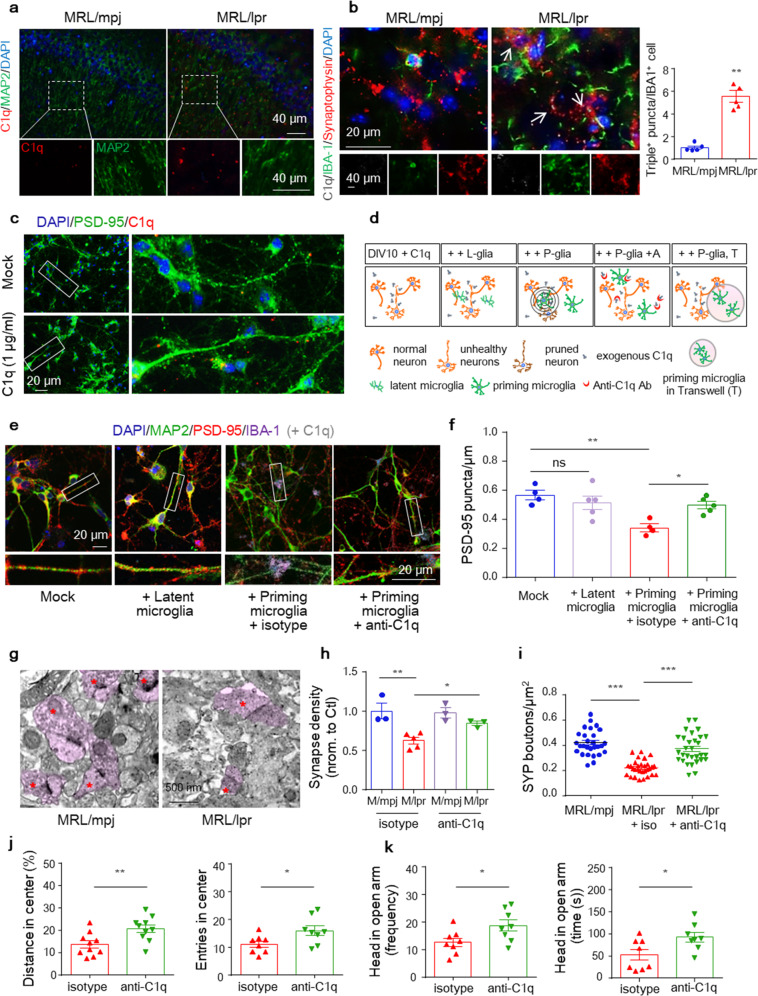
C1q tagging at synapses contributes to microglial synaptic elimination-mediated spine loss. **a** Immunostaining for C1q with the neuronal marker MAP2 in 6-week-old MRL/mpj and MRL/lpr mice. Scale bar, 40 μm. **b** Immunostaining showing colocalized synaptophysin, C1q, and IBA-1 puncta (with magnification insets and arrowheads depicting colocalization) in MRL/mpj and MRL/lpr mice. Scale bars as indicated. The data are the mean ± SEM. *n* = 5 mice per group, with an average of 3–4 slices per mouse. ^**^P < 0.01 according to Student’s *t*-test. **c** MRL/lpr mouse-derived hippocampal neurons were cultured alone or with exogenous C1q and stained for PSD-95 (green), labeled C1q (red), and DAPI (blue). Scale bar, 20 μm. (**d**) Diagrams showing microglia–neuron (or transwell) cocultures and Sholl analyses to quantify synapses around microglia. Representative images of dendritic segments (**e**) and quantification of the dendritic PSD-95 puncta density (**f**) in neuron-microglia cocultures incubated with exogenous C1q and treated with anti-C1q antibodies or the isotype control. Primary neurons of MRL/lpr mice were cocultured with latent or primed microglia and stained for IBA-1 (purple), PSD-95 (red), and MAP2 (green). Scale bar, 20 μm. The data are the means of three independent experiments (**f**). *P < 0.05; **P < 0.01; and ns, not significant by one-way ANOVA with Tukey’s multiple comparisons test. **g**–**i** Representative transmission electron microscopy (TEM) images (**g**) and quantitation of synapse density (**h**) in hippocampal sections. Scale bars, 500 nm. (*n* = 3-5 mice per group). (**i**) Density of synaptophysin (SYP^+^) puncta in the CA3 region in control and anti-C1q-injected MRL/lpr mice. Each dot represents the value for one slice. *P < 0.05; **P < 0.01; and ***P < 0.001 according to one-way ANOVA with Tukey’s post hoc test. Parameters recorded and analyzed in the OFT (**j**) and EMP test (**k**) of MRL/lpr mice post antibody injection (*n* = 8–10 mice per group). ^*^P < 0.05 and ^**^P < 0.01 according to Student’s *t*-test. All data are the mean ± SEM. See also Supplementary Fig. 7

To further examine the relationships between C1q, synaptic loss, and microglial activation, we conducted a series of in vitro studies. First, we observed that exogenous C1q colocalized with PSD-95 in neuronal cultures derived from E14 MRL/lpr mice (Fig. 5c). As a classical complement signal, C1q also functions as an initiator to mediate cell death.^34^ However, directly adding C1q to neuronal cultures failed to disturb neuronal survival, dendrites, and synapses (Supplementary Fig. 7a, f). Additionally, in cultured primary microglia, we found that unlike lipopolysaccharide (LPS, a TLR agonist and classic microglia activator) and IFNα (a reported microglia activator in lupus mice), C1q did not alter the transcription of IFN-inducible genes or NF-κB-dependent proinflammatory cytokines at the tested doses (0–50 μg/mL C1q) (Supplementary Fig. 7c) and failed to change phagocytic activity compared to IFNα and LPS (Supplementary Fig. 7d, e). These results indicate that both increased C1q and reactivated microglia may be simultaneously required for synaptic elimination.

For confirmation, we next constructed a microglia-neuron coculture system in which primary MRL/lpr mouse hippocampal neurons were cultured. One week later, the neurons were cocultured with latent or LPS prime-induced reactive microglia (3:1 neuron:microglia ratio) for another 3 days (Fig. 5d). Indeed, dendrites of neurons cultured with both exogenous C1q and primed (reactive) but not latent microglia displayed reduced synaptic density, as measured by PSD-95 clusters (Fig. 5e, f). Furthermore, when primed microglia were cocultured in a Transwell insert, non-direct-contactable coculture failed to induce C1q-microglia-axis-mediated synapse loss (Supplementary Fig. 7b, f), although the neurite length was slightly shortened. These findings highlighted the microglial activation and close microglia-neuron interactions rather than soluble neurotoxic mediators as key factors in microglial orchestration of synaptic removal.

Then, we questioned whether inhibition of C1q could prevent synapse removal by microglia. To test this hypothesis, we used a C1q-blocking antibody as previously reported,^18^ which potently blocked C1q binding to cultured neurons. We first tested whether the anti-C1q antibody could decrease microglial synapse engulfment in vitro. The C1q-blocking antibody or isotype control was added concurrently with microglia to the neuron culture (Fig. 5d), and we found that C1q-blocking antibodies, but not the isotype control, prevented the loss of PSD-95 puncta along microglia-proximal dendrites (Fig. 5e, f). To determine whether C1q-blocking antibodies could prevent synapse engulfment by microglia and rescue synapse loss in vivo, we injected C1q-blocking or isotype control antibodies into the bilateral hippocampus of 5-week-old MRL/lpr mice and analyzed the animals 3 weeks later. Remarkably, we detected significant rescue of the synapsin puncta density in the CA3 region of MRL/lpr mice injected with C1q-blocking antibody relative to control IgG by both transmission electron microscopy (EM) (Fig. 5g, h) and confocal imaging (Fig. 5i). C1q blockade also alleviated anxiety-like behaviors in MRL/lpr mice (Fig. 5j, k) without affecting the IBA-1^+^ microglia or CD68^+^ phagocyte intensity in the hippocampus (Supplementary Fig. 7g, h). Collectively, these data indicated that C1q tagging of synapses is required for synaptic elimination by microglial phagocytosis, following similar rules in the developing^29^ and adult health brains.^35^

### Neuronal *Nr4a1* defects are an endogenous signal critical to the synaptic location of C1q in MRL/lpr mice

We next investigated the molecular mechanism that guides C1q in synapse tagging. In CNS, local apoptotic-like processes have been reported to be related with C1q label-based synaptic pruning.^36^ Other numerous mechanisms have also been indicated, including HMGB1 (high mobility group box 1),^37^ small GTPase-regulating proteins,^18^ and altered neuronal action potential.^38^ No significant changes were found in either C3 cleavage products or C5b-9 in 6-week-old lupus mice (Supplementary Fig. 3f, Supplementary Fig. 8a). 

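The heat map of Fig. 6a shows 16 genes of Nr4a signaling, all of which had enough counts to be tested. In MRL/lpr against MRL/mpj mice, 15 of them had a negative log2 fold change and Grin2d a positive one (0.80), with a median of -0.66. Over all genes tested, 6 were differentially expressed and all 6 were lower, Nr4a2, Grin1 and Nr1d1 among them. Adjusted over the list alone there were 9, on a list chosen by the study from these libraries. With a test against a 1.5-fold change 1 of the genes passed, and with 1 library left out from 1 (without MRL/mpj replicate 3) to 8 (without MRL/lpr replicate 2).
Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) had 69.2 ± 21.1 CPM in MRL/mpj and 41.6 ± 8.65 in MRL/lpr mice (SD, n = 3 each). Its log2 fold change was -0.71 (standard error 0.25, adjusted p = 0.122 from limma voom with Benjamini-Hochberg adjustment), between -0.94 and -0.50 with 1 library left out, and it passed the threshold in none of 16 other settings. Its unadjusted p was 0.0291, and the groups overlapped, with 49.9 CPM in MRL/lpr replicate 3 and 48.2 in MRL/mpj replicate 3. Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) fell from 57.6 ± 5.41 to 22.7 ± 2.48 CPM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.11, adjusted p = 0.00250 from limma voom with Benjamini-Hochberg adjustment), past the threshold in 15 of 16 other settings. Nr4a3 had a log2 fold change of -0.81 (adjusted p = 0.0925 from limma voom with Benjamini-Hochberg adjustment). Nr1d1, which the circadian clock controls, fell by 0.72 on the log2 scale, and the list of 10 clock genes driven through E-box elements, Nr1d1 among them, fell by a median of 0.61.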

Hippocampal sequencing revealed a cluster of reduced genes in the “Nr4a1 related signal transduction” pathway but not others (Fig. 6a). *Nr4a1* belongs to a family of three immediate-early genes that encode three orphan nuclear receptors (*Nr4a1*, *Nr4a2*, and *Nr4a3*).^39^ In the CNS, neuronal *Nr4a1* expression is controlled by NMDARs, CREB, and MEF2,^20,40^ which are key regulators of synaptic function. Indeed, most *Nr4a1*-controlling genes (*Grin1*, *Creb3l3*, *Mef2a, Mef2c*, and *Mef2d*) were reduced in the lupus hippocampus, as revealed by sequencing assays (Fig. 6a). 

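Of the 5 genes Grin1, Creb3l3, Mef2a, Mef2c and Mef2d, all had a negative log2 fold change in MRL/lpr against MRL/mpj mice, and Grin1 was the 1 that was differentially expressed. Grin1 (ENSMUSG00000026959, chromosome 2, 25291181 to 25319187), which encodes the NMDA receptor subunit GluN1, had 332 ± 21.0 CPM in MRL/mpj and 216 ± 12.6 in MRL/lpr mice (SD, n = 3 each). Its log2 fold change was -0.62 (standard error 0.08, adjusted p = 0.00843 from limma voom with Benjamini-Hochberg adjustment), past the threshold in 12 of 16 other settings. Mef2a had a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.0592 from limma voom with Benjamini-Hochberg adjustment). Mef2c and Mef2d had log2 fold changes of -0.22 and -0.19 (adjusted p = 0.511 and 0.292 from limma voom with Benjamini-Hochberg adjustment). Creb3l3 had a log2 fold change of -1.25, with counts of 13 to 31 in the MRL/mpj and 5 to 22 in the MRL/lpr libraries, which overlap (adjusted p = 0.204 from limma voom with Benjamini-Hochberg adjustment). Adjusted over the list alone, Grin1 was again the 1 gene past the threshold.

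**Figure D3:**
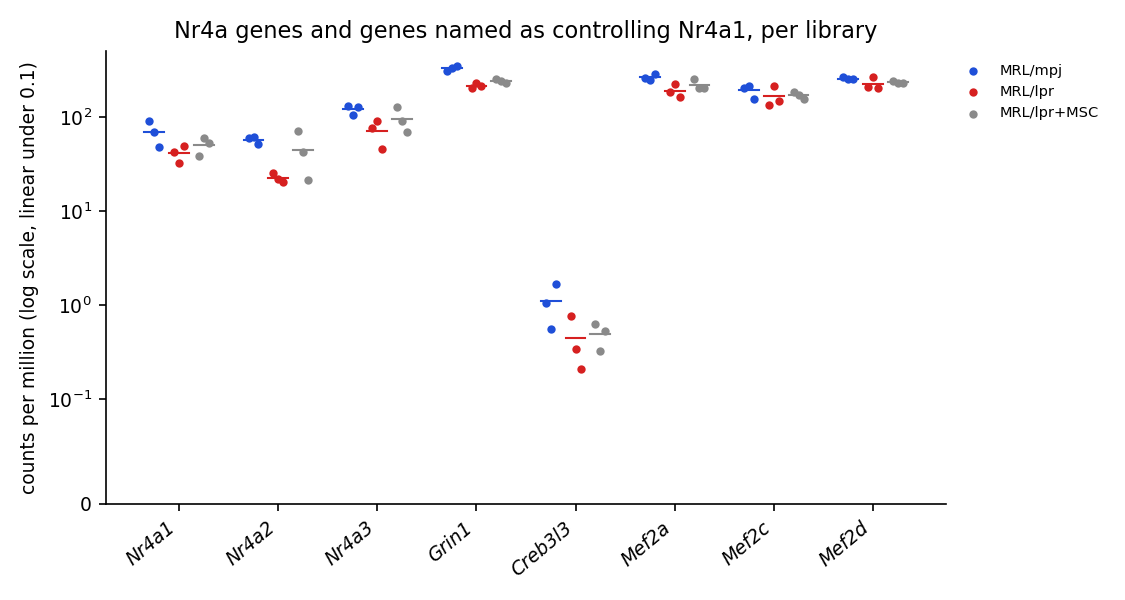
CPM (counts scaled to library size, y axis, logarithmic above 0.1 and linear below it) of Nr4a1, Nr4a2, Nr4a3 and the 5 genes in each library, 1 point per library, with a line at the mean of each group of 3. MRL/lpr+MSC libraries are shown in grey. The MRL/lpr libraries lie below all MRL/mpj libraries for Nr4a2, Nr4a3, Grin1 and Mef2a and overlap with them for Nr4a1, Creb3l3, Mef2c and Mef2d.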

We confirmed the decrease in *Nr4a1* in the prefrontal cortex and hippocampus of 6-week-old MRL/lpr mice compared with MRL/mpj controls by qPCR (Fig. 6b), and this decrease was further aggravated in 16-week-old MRL/lpr mice (Fig. 6c). Further protein–protein interaction analysis revealed that NR4A1, MEF2D, and TMOD3 act in a highly interconnected network, regulating the cellular response to endogenous stimuli and in turn controlling protein localization (Supplementary Fig. 8b), supporting the idea that NR4A1 may be related to the C1q synaptic location.

**Fig. 6:**
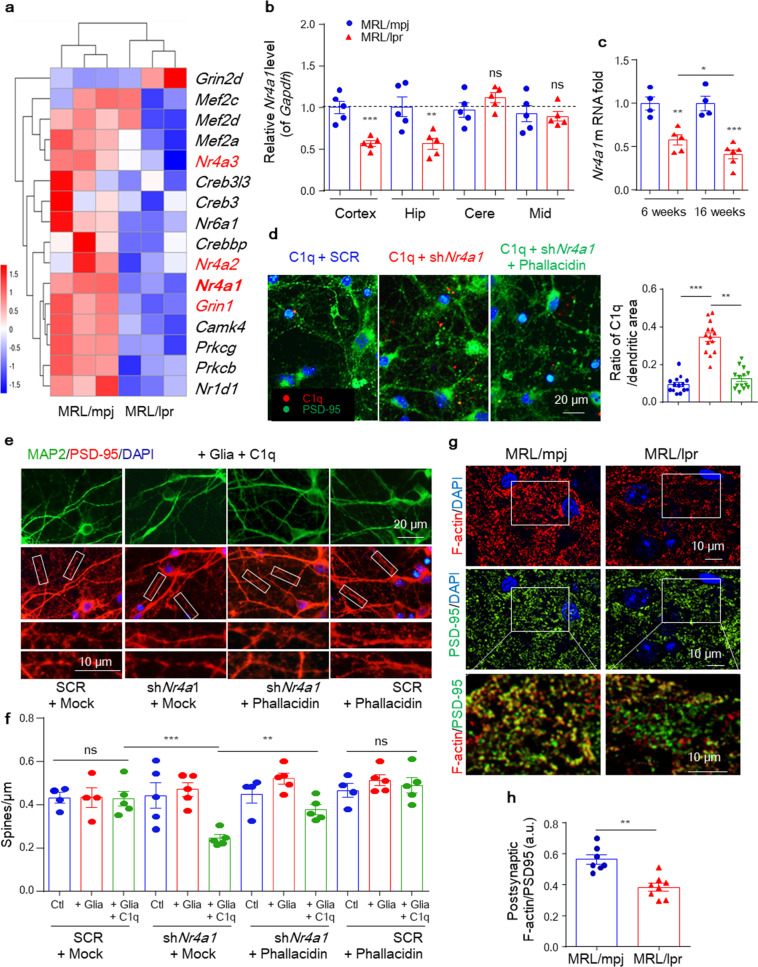
Neuronal *Nr4a1* defect is an endogenous signal critical to the synaptic location of C1q in MRL/lpr mice. **a** Heat maps showing the relative expression of significantly altered genes (involved in *Nr4a* signaling) generated from the hippocampal RNA sequencing of MRL/mpj *vs*. MRL/lpr mice at 6 weeks of age. Representative PCR and quantification of *Nr4a1* mRNA levels in brain lysates from 6-week-old MRL/mpj and MRL/lpr (*n* = 5) mice (**b**) and hippocampal lysates from both 6- and 16-week-old mice (**c**). The relative expression was normalized to the average of MRL/mpj controls. **d** Representative images of dendritic segments and quantification of C1q colocation after treatment of hippocampal neurons with the indicated shRNA or shRNA-plus-phallacidin treatment for 3 days. Scale bar, 20 μm. At least 15 neurons per culture from three independent cultures were used for the analysis. **e** and **f** Dendritic segments of neurons after treatment with control or *Nr4a1*-specific shRNA and incubation with phallacidin or the vehicle (**e**). Scale bars as indicated. The histogram shows the spine density along dendrites after treatment with shRNAs plus or minus phallacidin, as indicated (**f**). At least 11 neurons per culture from three independent neuronal cultures were used for the analysis. **g** and **h** Representative images of F-actin and PSD-95 in the hippocampal CA3 region. (**h**) Quantitation of the intensity of the F-actin signal overlapping PSD-95 puncta. Scale bar, 10 μm. Each dot represents the average for one mouse, with 7–8 mice per group. Data shown are the mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; and ns, not significant by one-way ANOVA with Tukey’s post hoc test in (**b**), (**f**) and unpaired Student’s *t*-test in (**c**), (**d**), (**h**). See also Supplementary Fig. 8

To provide more direct evidence, we performed immunofluorescence colocalization analysis. We used LV-shRNA-mediated knockdown in cultured hippocampal neurons (Supplementary Fig. 8d) and found that more exogenous C1q bound to dendrites (colocalized with PSD-95^+^ dendrites) of neurons preincubated with *shNr4a1* (Fig. 6d) than control cells (Supplementary Fig. 8e). This observation was supported by incubating neuronal cultures with AP5 (to specifically inactivate NMDARs), which reduced *Nr4a1* expression in a time-dependent manner (Supplementary Fig. 8c) and resulted in increased dendrite location of C1q (Supplementary Fig. 8e, f). Moreover, neurons incubated with sh*Nr4a1* showed a 38–46% decrease in dendritic spine density compared with the control, with no effect on axon density, when cocultured with both primed microglia and exogenous C1q (Fig. 6e, f). NR4A1 controls synapse density partially by disturbing the actin cytoskeleton,^20^ and defects in the postsynaptic actin network contribute to the elimination of dendritic spines in Tau-P301S mice.^18^ To investigate whether knockdown of *Nr4a1* encouraged C1q recognition via dysregulation of the synaptic cytoskeleton, we used the filamentous actin (F-actin)-stabilizing agent phallacidin. As shown in Fig. 6d, the increased binding of C1q to dendrites was reversed by phallacidin in cultured neurons. Functionally, in coculture analysis, phallacidin had no effect on dendritic spines in control cultures but partially restored the spine density in neurons treated with shRNAs targeting *Nr4a1* (Fig. 6e, f). We also used DIM-C-pPhCO2Me (NR4A1 antagonist) to confirm the effect of NR4A1 signaling on spine elimination. As shown, DIM-C-pPhCO2Me significantly increased the dendrite-located C1q (Supplementary Fig. 8e, f) and dependent spine loss which was alleviated by phallacidin (Supplementary Fig. 8g, h). Then, to probe state of the synaptic skeleton in vivo, we stained F-actin and the postsynaptic marker PSD-95 in the hippocampal CA3 region. Notably, we detected a significant reduction in the fluorescence intensity of the F-actin signal that colocalized with PSD-95 clusters in MRL/lpr hippocampi (Fig. 6g, h). Taken together, these observations indicate that defective neurons facilitate synaptic elimination through an NR4A1- and C1q-microglia coordinated mechanism.

To further determine whether restoring neuronal NR4A1 expression could prevent synapse engulfment by microglia and rescue synapse loss in vivo, we injected an *Nr4a1-*overexpression lentivirus or vector control into the bilateral hippocampus of 5-week-old MRL/lpr mice and analyzed the animals 3 weeks later (Fig. 7a). The injected *Nr4a1*-GFP lentivirus was expressed in neurons throughout the hippocampus (Supplementary Fig. 9a) and resulted in a higher protein level than the control injection (Supplementary Fig. 9b) confirming the specificity and effectiveness of the *Nr4a1* lentivirus. In brains injected with LV*-Nr4a1*, the total C1q staining intensity was not affected (Supplementary Fig. 9c, d), but neuron- and synapse-located C1q was reduced in the CA1 region (Supplementary Fig. 9e, f). Additionally, a significant reduction was observed in PSD-95 or synapsin puncta within microglial lysosomes compared with LV-*Ctl* (Fig. 7b, c and Supplementary Fig. 9g, h), which alleviated the loss of synapses in hippocampal sections (Fig. 7d, e), suggesting that neuronal *Nr4a1* transcription could blunt C1q tagging and consequently synapse engulfment by microglia in MRL/lpr brains. Functionally, rescuing NRA41 expression partially restored the abnormal basal synaptic activity indicated by the I/O amplitude in MRL/lpr mice (Supplementary Fig. 9i). Compared with the control, LV-*Nr4a1*-treated mice showed enhanced induction of LTP in Schaffer collateral CA1, although the maintenance level (later population spike LTP) was not fully restored at 3 weeks after *Nr4a1* construct injection (Fig. 7f). Restoration of NR4A1 expression also improved the OFT performance of MRL/lpr mice (Fig. 7g–i). In summary, our results demonstrate that neuronal NR4A1 rescue can reduce synapse removal by the C1q-microglial axis and lead to recovery of synapse density and circuit function in vivo (Supplementary Fig. 10).

**Fig. 7:**
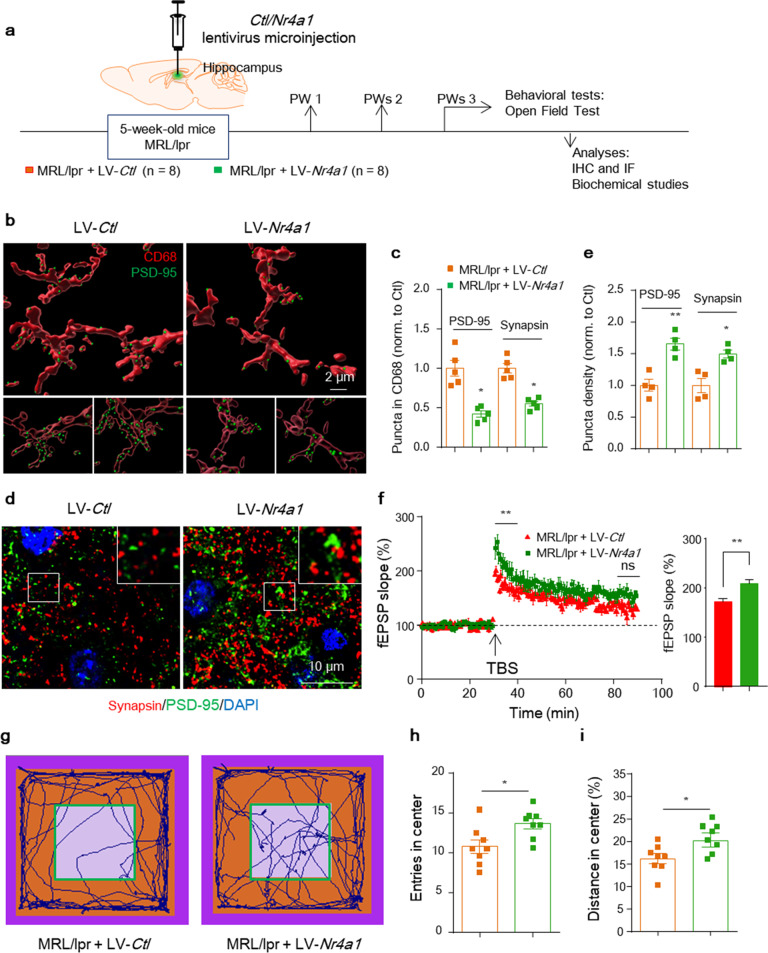
Rescuing neuronal *Nr4a1* in lupus mice protects synaptic elimination, restores hippocampal microcircuit function, and mitigates anxiety-like behaviors. **a** Timeline of the experimental procedure in the lupus-prone mouse model. **b** and **c** Representative confocal stacks of CD68^+^ lysosomes (red) and engulfed PSD-95 (green) puncta in the CA1 region of MRL/lpr mice injected with the control or *Nr4a1* lentivirus. Scale bar, 2 μm. (**c**) Quantitation of engulfed PSD-95 and synapsin puncta in CD68^+^ lysosomes normalized to LV-*Ctl*-injected mice, with 22-25 cells/group and 5 mice per group. **d** and **e** Synapsin (red) and PSD-95 (green) puncta in STED images from the CA1 region of MRL/lpr mice injected with the control or *Nr4a1* lentivirus. Scale bar, 10 μm. **e** Quantitation of the relative number of PSD-95 and synapsin clusters normalized to LV-*Ctl*-injected mice, with 12 slices/group and 4 mice per group. **f** Long-term potentiation (LTP) was induced by theta-burst stimulation over 60 min to evaluate synaptic plasticity in LV-*Ctl*- and LV-*Nr4a1*-injected MRL/lpr mice. The LTP magnitude averaged from the first and last 10 min of recordings represents the induction and maintenance of LTP, with the average from the first 10 min shown in the right histogram (*n* = 8–10 slices from three mice per group); *P < 0.05 and **P < 0.01 according to repeated-measures ANOVA. **g**–**i** Parameters recorded and analyzed in the OFT (**h**, entries into the central area and **i**, distance traveled in the central area) of MRL/lpr mice injected with LV-*Ctl* or LV-*Nr4a1* (*n* = 8 mice per group). ^*^P < 0.05 according to Student’s *t*-test in (**h**), (**i**). The data are the mean ± SEM. See also Supplementary Fig. 9

## Discussion

Our study of CNS lupus establishes that the brain is not merely a target of corrupted systemic immunity but assumes an intrinsic, active role in the early stage of the disease process. In lupus-prone MRL/lpr mice, defective neurons function as intermediaries between complement C1q and microglia. Specifically, NR4A1-deficient neurons orchestrate their own synaptic elimination by C1q-guided microglial phagocytosis, producing an NR4A1-C1q-microglial regulatory axis.

The nervous system is one of the major affected organs, and NPSLE is a major source of morbidity in the SLE population.^10^ Apart from previous considerations that NP symptoms are passive damage attributable to secondary causes such as vasculitis or brain parenchyma injury,^41^ recent evidence has indicated that NPSLE develops early, even before the diagnosis of SLE, and occurs along unique pathogenetic pathways compared with other SLE manifestations.^10^ Moreover, early restoration of systemic immunity (e.g., B cell and/or autoantibody deficiency) does not prevent NP disease in many murine SLE models.^9^ Thus, the mechanistic basis of primary NPSLE manifestations is not yet fully understood. For these reasons, we focused on brain-intrinsic pathology and the molecular mechanisms that contribute to early NP symptoms. First, via a series of combinatorial behavioral analyses, we demonstrated that anxiety-like behaviors appeared first, representing the most specific phenotype before obvious lupus serology. Then, the hippocampal RNA sequencing assay combined with stereology analysis showed that while the core architecture of the brain and total neuron numbers appeared largely intact, multiple molecular changes occurred in the hippocampus. In detail, we found that the lupus brain is enriched in a specific set of genes associated with microglial phagocytosis and the classical complement pathway but exhibits defects in genes related to synaptic function.

Neuronal apoptosis occurs in NRAb-induced NPSLE mice and patients with severe SLE in response to anti-double-stranded DNA antibodies crossreacting with neuronal NMDA receptors.^3,37^ This antibody exposure could mediate the immediate excitotoxic death of binding neurons.^6^ However, the neuronal numbers throughout the hippocampus and cortices of control and lupus mice displayed no differences. Thus, other milder, more insidious lesions may be responsible for early brain disease. Synapse loss is a hallmark central to many neurodegenerative processes, such as aging, AD, and schizophrenia.^14,42^ The unbiased identification of alterations in genes involved in synaptic function, quantified reductions in synaptic terminals within hippocampal CA1/3, and damaged neuronal circuit observed by electrophysiology provide compelling evidence that synapse loss, rather than neuron death, accounted for early-onset NP abnormalities in lupus mice.

Microglia-mediated synapse pruning plays a pivotal role in ensuring correct synaptic connectivity during normal brain development^29,43^ but also contributes to synapse pathology in CNS disorders when the synapse elimination process is reactivated.^18,27^ Indeed, hippocampal RNA sequencing identified genes associated with microglial phagocytosis. This activation was further confirmed by increased microglial numbers, altered phagocytic morphology, and increased lysosomal-localized phagocytic markers. The increased synaptic material engulfed by microglia in lupus was also visualized by EM and light microscopy, and this engulfment could be restored by microglial phagocytosis inhibition, rendering microglial engulfment accountable for synapse elimination. Inhibition of microglial phagocytic activity by minocycline can alleviate synaptic loss, which is consistent with the observed decreased in synapse engulfment by patient-derived microglia achieved by minocycline in schizophrenia models.^42^

The next question concerned why and how activated microglia target synapses, and the answer remains unclear. Antibody and complement deposition are often required for macrophage-mediated phagocytosis in the periphery. However, substantial antibody deposition was not detected early in the lupus brain, suggesting that it may not be the initiating factor. Lines of evidence suggest that C1q, the initiator of the complement pathway, is key in synapse removal by phagocytes in both developing and adult brains independently of complement activation.^15,29^ Accordingly, increased C1q was detected in lupus brains from early disease stages, and C1q was more highly enriched in purified PSD fractions than in bulk tissue. Combined with the localization of C1q at excitatory synapses adjacent to microglia, the close correlation between increased C1q and anxiety behaviors supports a model of lupus in which synapses are tagged by C1q, which guides microglia to perform engulfment, resulting in synapse loss. We further confirmed the critical contributory role of C1q in spine elimination by microglia in vitro. In the absence of C1q, neurons remained intact even when cocultured with primed active microglia. Microglial synaptic engulfment was also blunted by a C1q-blocking antibody in vivo. Thus, both in vivo and in vitro data suggested that a C1q-microglia axis targeting tagged neuronal dendrites for destruction leads to NP manifestations in lupus.

C1q, as a part of the innate immune system, is abundant in serum and many peripheral tissues, and its secretion is increased to facilitate clearance of damaged materials by phagocytes under autoimmune conditions.^44^ Thus, it is important to determine the source of C1q protein accumulation in the lupus brain. Although both neurons and microglia have been shown to secrete C1q,^45^ little direct evidence addressing this question has been presented, especially under pathological autoimmunity conditions. We detected an increased C1q mRNA level in the lupus hippocampus, representing intracerebral transcription; however, microglial deactivation by minocycline did not significantly reduce the C1q load and synaptic deposition, although it restored the increased mRNA level in the brain. Moreover, C1q protein levels displayed a much greater increase in mismatching with transcriptional upregulation, and the amount of C1q in peripheral tissue was significantly higher than that in brain tissue, suggesting that peripheral C1q may be the major source of CNS-deposited C1q in lupus mice. Both intravenously injected exogenous C1q protein and intravenously delivered homologous C1q in the parabiosis model were detected in recipient brains, further confirming serum as the major source under SLE conditions.

We then asked whether synapses are selectively tagged by C1q and, if so, how C1q recognizes tagged synapses. Generally, complement cascade products of C3b, C5b, C4b are involved in opsonization for pathogens. And evidence suggests that terminal complement effectors (C5a, MAC) have been linked to inflammatory neurological diseases.^46^ However, neither active C3 products nor C5b-9 were significantly changed in the lupus brain. These indicated that the classical complement-dependent pathway may not be essential for C1q label-based synaptic removal in the NPSLE setting, as the similar rule reported in the aging brain.^15^ A recent study reported that tau-driven proteomic changes in PSDs could provide a signal for C1q recruitment,^18^ highlighting the concept that neuronal-autonomous disruption of the synaptic composition and/or structure may participate in synapse loss. In principle, during development, intrinsic synaptic activity determines microglia-modulated pruning to preserve active synapses and remove fewer active synapses,^38^ implying that the complement can “detect” morphofunctional changes in the synapse. In these contexts, many “detectable” signals have been identified. For example, surviving DNRAb excitotoxic neurons can secrete HMGB1 to bind C1q directly.^37^ Many other signals, such as weakened neurotrophy, local reduced synaptic activity,^20,35^, and an abnormal spinal skeleton,^18,20^ are also possible.

Based on these findings, by mining sequencing data, we found a specific reduction in a set of activity-dependent genes regulating the actin cytoskeleton in the lupus hippocampus, which constitute the NMDAR/NR4A1/CREB transcriptional mechanisms. 

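Besides the genes of Fig. 6a, a list of 14 immediate early genes without the Nr4a genes, which is a different set of activity-dependent genes, was examined in MRL/lpr against MRL/mpj hippocampi. Of these genes 10 had a negative and 4 a positive log2 fold change, with a median of -0.25 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.236). The median was -0.38 without MRL/lpr replicate 3 and 0.0023 without MRL/lpr replicate 1, so its sign rested on 1 library. Tmod3, which the paper names with Nr4a1 and Mef2d and which encodes the actin-capping protein tropomodulin 3, had a log2 fold change of -0.48 (adjusted p = 0.137 from limma voom with Benjamini-Hochberg adjustment).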

Neuronal *Nr4a1* expression is controlled by NMDARs, CREB, and MEF2, which are closely related or directly respond to neuronal activity.^20,47^ We used the NMDAR antagonist AP5 to inhibit the activity and reduce the expression of NR4A1 in cultured neurons, and we found that neurons with reduced either activity or NR4A1 expression were preferentially recognized by C1q and then engulfed by microglia in neuron-microglia coculture. This indicates that Nr4a1-microglia-mediated synapse elimination may be regulated by neuronal activity in the SLE setting, such that microglia preferentially engulf synapses of ‘weaker’ neurons, as similar rules reported in the developing brain^38^ and microglia mediate forgetting in the adult brain.^35^ Lupus mice with restored NR4A1 expression in neurons were largely protected from synapse loss and microcircuit dysfunction. Thus, our data reveal a novel mechanism that operates when microglia prune synapses. Specifically, reduced neuronal NR4A1 and disrupted synaptic skeletal homeostasis collectively function as detectable signals for C1q tagging and promote the juxtaposition of microglia to neurons, which is necessary for synaptic engulfment and displacement. In addition to neuron, a lack of *Nr4a1* in both thymus and peripheral T cells has been reported to exacerbate autoimmunity through inhibition of regulatory T cells and activation of inflammatory T cells,^48,49^ which may contribute to SLE. Collectively, although the molecular mechanisms linking NPSLE and NR4A1 remain enigmatic, our data reveal a new role of neurons in microglia-mediated synapse engulfment and identify NR4A1 as a key regulator of synaptic detection by microglia.

This study suggests that early neuropathology in lupus-prone mice is characterized by new homeostasis initiated by inherent microglial phagocytosis and C1q-dependent dendritic loss. Moreover, our studies reveal that peripheral C1q may be a major source of elevated intracerebral deposition, especially in the early stages of autoimmune encephalopathy, in contrast to C1q generated in situ by brain cells in aging or aging-related neurodegenerative diseases. Thus, in this context, a multitarget therapy with a combined systemic and brain focus may provide a more aggressive strategy than therapies focused on either location alone. Further studies are needed to identify the pathways/factors by which neuronal damage interacts with systemic immune activation. Although astrocytes did not exhibit colocalization with synaptic terminals, we cannot completely rule out their contribution to this process, as their functions in nerve support and neurotrophy differ from those of microglia.^50,51^ While NPSLE remains a heterogeneous disease with many symptoms and probably many causes, our findings suggest that early diagnosis and multiple brain-target interventions may be beneficial. BBB-permeable small-molecule drugs or drugs approved by the United States Food and Drug Administration (FDA) for other purposes^37,52^ may be attractive candidates for exploratory clinical trials.

## Materials and methods

### Mice

MRL/MpJ-Fas^lpr^ (MRL/lpr; stock # 006825) and MRL/MpJ mice (MRL/mpj; stock # 000486) were used and genotyped according to protocols provided by The Jackson Laboratory. For primary cell cultures, healthy C57BL/6J mice (female, 6–8 weeks old) were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China). All animals were housed in groups of four to five mice per cage in the animal facility under standard laboratory conditions (12:12-h light cycle with free access to food and water), except when individually housed after surgery. We used a minimum of *n* = 3–6 mice per group for most analyses (except *n* = 8–15 for the behavioral analyses). The exact sample size (n) in each experiment can be found in each figure legend. All experiments were conducted in accordance with the NIH guidelines for animal research and were approved by the Animal Welfare Committee of the Affiliated Drum Tower Hospital of Nanjing University Medical School (No. 2019AE01084).

### Primary mouse neurons and microglia

Mouse neuronal cultures were prepared from the hippocampi of mouse embryos on embryonic day 13 (E13) or E14, plated on poly-D-lysine-coated coverslips at a density of 80,000/24-well dish and cultured in neurobasal medium (Invitrogen, 21103–049). Then, 50% of the medium was exchanged with fresh medium every 3 days. For primary microglial cultures, postnatal (P1-P2) pups were decapitated, the forebrain was triturated with a 5-ml serological pipette, and the homogenate was spun at 1000 × g for 5 min. The supernatant was discarded, and the pellet was resuspended in a 10-ml pipette and filtered through a 75-μm filter. Forebrains were cultured in 75-cm^2^ flasks in 15 ml of DMEM + 10% fetal bovine serum (FBS, Gibco). After 24 h, the flasks were rinsed with Hank’s balanced salt solution (Thermo Fisher Scientific), and new medium was added. The cultures were grown for an additional 10–14 days before the microglia were shaken off the astrocyte feeder layer on a rocking platform for 2 h, pelleted, resuspended in culture medium and plated.

### Microglia–neuron cocultures and quantification of synaptic density

Microglia and cortical neuron cocultures were established when the neurons reached 7 DIV using a slightly modified protocol.^18^ Primary microglia were recovered by shaking the flasks and harvested as described above. The microglia were resuspended and added to neurons (or cultured in a Transwell insert) at a 1:3 (microglia:neuron) ratio. Coculturing was continued for 3 days before fixation with 4% PFA or 1 day before harvest. To quantify the synaptic density around microglia in the cocultures, the presence of microglia, neurons and synapses was determined by immunofluorescence staining using antibodies against IBA-1 (Wako, 019-19741), MAP2 (Abcam, ab11267), and PSD-95 (Abcam, ab2723). For each coculture coverslip, 10–15 microglial cells were chosen at random for imaging. During capture, microglial cells were centered, and images were acquired by Zeiss LSM710 confocal microscopy (Carl Zeiss Jena, Germany) with a 63 × objective. Subsequent images were analyzed using the listed ModSholl Analysis Plugin Macro. PSD-95^+^ and C1q^+^ puncta were quantified manually by surveying the extracellular periphery of the cocultures.

### Pharmacological intervention

To inhibit phagocyte activation, minocycline (a tetracycline derivative extensively studied for blunting neuroinflammation and phagocyte activation) was induced. Briefly, mice received a once-daily intraperitoneal (i.p.) injection of minocycline (50 mg/kg) or PBS (control) as previously described.^22^ To investigate the potential impact of the antibiotic, mice were given daily oral administration of the broad-spectrum antibiotic amoxicillin-clavulanate (amoxicillin trihydrate: potassium clavulanate (4:1), 50 mg/ml in the drinking water) or mock treatment (nonsupplemented drinking water) as reported.^22^

### Stereotaxic antibody and *Nr4a1* lentivirus microinjection

The blocking anti-C1q antibody was produced using the variable domain sequences previously described,^18^ with isotype mouse IgG2b as the control. Five-week-old female mice were anesthetized with 3% isoflurane and placed on a stereotaxic apparatus (Stoelting) for surgery. All injections were performed with a 10-μl syringe (Hamilton Company) with a pulled-glass pipette tip glued to the end of the needle and a syringe pump (Stoelting Quintessential stereotaxic injector). The injection coordinates were 1.25 mm anterior, ±1.82 mm lateral, and 1.75 mm ventral to bregma. One microliter of anti-C1q or isotype control antibody was injected at a rate of 0.5 μl/min. For *Nr4a1* lentivirus microinjection, mice were randomly assigned and microinjected bilaterally with either the control or *Nr4a1*-GFP lentivirus (1 μl of 1 × 10^9^ viral genomes/μl, Hanbio, Shanghai, China) in the hippocampus according to the above coordinates.

### Tissue imaging and analysis

For total immunofluorescence analysis, sections were scanned by Zeiss LSM710 confocal microscopy (Carl Zeiss Co., Germany). Color thresholds in RGB space were used to identify the positive staining. The mean fluorescence intensities of regions of interest were measured with Fiji software (ImageJ). In total, 3–5 sections per mouse were collected for analysis. For microglial engulfment analysis, sections were imaged using an Olympus SpinSR spinning disk confocal microscope, reaching 32 z-stacks at 0.34-μm steps with a 100× oil objective. Six to eight microglia within the hippocampal CA1 or CA3 region per mouse were analyzed. IBA-1-positive microglia and CD68-positive lysosomes were then 3D-reconstructed with Imaris software (Bitplane) using the surface rendering function, and synapsin or PSD-95 puncta inside the IBA-1^+^ phagocytes and CD68^+^ lysosomes were visualized and quantified using the spot rendering function. A total of 6–10 microglia within the hippocampal CA3 region per mouse, with 3–5 mice per group, were analyzed. For STED superresolution imaging, hippocampal sections stained with appropriate synaptic markers and C1q were imaged using a Leica SP8 STED 3× microscope with a 100x objective. For C1q-Synapsin colocalization, four independent fields of view in the CA3 region per mouse were captured, and for each field a 3-μm stack was imaged at 100× using a 0.1 μm z-step. STED images were analyzed using ImageJ, and when the distance between detected cluster centers was shorter than 200 nm, the clusters were considered colocalized. For synapse quantification, hippocampal sections were stained for synapsin, and PSD-95 in CA1/CA3 regions were imaged with an Olympus spinning disk confocal microscope. Three independent fields of view per slice were imaged at 100× using a 3 μm z stack comprised of 1 μm z-steps. Acquired images were deconvoluted using the Huygens package, and the number of colocalized pre- and postsynaptic puncta in each field was measured using ImageJ software (NIH) based on the synaptic markers used. All imaging and analyses were performed blind to genotype. DAB-stained samples were imaged using a confocal microscope (Axiovert LSM510, Carl Zeiss Co., Germany), and immunostaining signals were quantitatively analyzed by the Optical Fractionator method with Stereo Investigator software (Stereo Investigator software; Microbrightfield) as previously described.^53^ Golgi-stained samples were imaged by confocal microscopy (FV3000 Microscope, Olympus Co., Japan).

### Electrophysiological recordings in hippocampal slices

Coronal brain slices containing the hippocampal formation were prepared as previously described.^15^ Animals were anesthetized with isoflurane, and each brain was rapidly extracted from the skull and transferred into ice-cold slicing artificial cerebrospinal fluid (ACSF) solution (mM: 125 NaCl, 2.5 KCl, 1.25, NaH_2_PO_4_, 25 NaHCO_3_, 10 d-glucose, 2.0 CaCl_2_, 1.5 MgCl_2_, saturated with 95% O_2_/5% CO_2_), where the hippocampus was isolated from the cortices. Transversal slices (380 μm thickness) were prepared with a Vibratome VT1200S (Leica, Germany) and recovered in incubation ACSF (same formula used for slicing ACSF) at 30 °C for 30 min, followed by incubation at RT for an additional 1 h and transfer to a “submerged” -type recording chamber and continuous perfusion with ACSF recording (mM: 125 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 10 d-glucose, 2.0 CaCl_2_, 1.0 MgCl_2_; saturated with 95% O_2_/5% CO_2_) with a peristaltic pump (BT100-2J, LongerPump, China) at 7 ml/min and 30.0 ± 0.1 °C. Recordings were acquired with an Axopatch 700B amplifier and Digidata 1440A (Molecular Devices, USA). pCLAMP 10.7 software was used for recording acquisition. For field excitatory postsynaptic potential (fEPSP) recordings, a recording pipette was placed in the middle of the stratum radiatum in CA1, 75–150 μm deep in the tissue. fEPSPs were evoked by activating Shaffer collaterals with a glass pipette (1–2 MΩ) placed in the middle of the stratum radiatum 200–400 μm away from the recording pipette. Input-output curves were generated by a series of stimuli in 0.01-mA steps. The amplitude of the fEPSPs was set at 35–40% of the maximal responses for paired-pulse facilitation recording. Paired stimuli (25-, 50-, 75-, 100-, and 200-ms intervals) were delivered, and the ratio of the amplitude and/or slope of the second fEPSP to the first fEPSP was calculated. For LTP recording, slices were stimulated with single test pulses every 30 s to elicit a stable baseline response for at least 30 min, and then LTP was induced by theta-burst stimulation (TBS, two trains of 10 bursts (5 Hz) delivered at 20-s intervals; each burst consisted of four pulses of 100 Hz). Following TBS, the stimulus frequency was returned to 30 s for 60 min. Fifty to sixty minutes after stimulation corresponded to the early phase of LTP. All recordings were performed in a blinded manner.

### Mouse behavioral testing

For all behavioral tests, mice were transferred to the test room and equilibrated for at least 3 h prior to testing, which was conducted between 9:00 and 18:00 h. Behavior was monitored through a video camera positioned in front or on top of the testing apparatuses and was recorded and later analyzed with a video tracking system (Top Scan software; Top Scan Software & Instruments, USA) by a blinded, experienced researcher. A panel of behavioral tests was used for phenotypic characterization of MRL/lpr as previously described.^13^ These included the TST and FST to assess depression-like behaviors, the novelty Y maze test to assess memory, the OFT combined with the EPM test to examine anxiety-like behaviors, and the OFT combined with the rotarod test to examine locomotion. The detailed materials and methods of these tests are provided in the Supplementary information.

### Statistical analysis

For all statistical analyses, GraphPad Prism 6 Software was used. The data were expressed as the mean ± SEM and were analyzed using one-way ANOVA, two-way ANOVA, or Student’s *t*-test. For ANOVA, Tukey’s post hoc tests were used. Correlations were measured using Pearson’s correlation coefficient, and interactive effects were analyzed by multivariate linear regression. Significance is reported at *P* < 0.05.

## Supplementary information

Supplementary Materials

Supplementary Data 1

Supplementary Data 2

## Data Availability

The RNA sequencing data supporting the findings of this study have been deposited into the NCBI GEO data repository: GSE154288 (https://www.ncbi.nlm.nih.gov/geo/info/linking.html). Other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Neuronal NR4A1 deficiency drives complement-coordinated synaptic stripping by microglia in a mouse model of lupus
**Source:** Signal Transduct Target Ther. 2022 Feb 18;7:50. doi: 10.1038/s41392-021-00867-y
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

**Neuronal NR4A1 deficiency drives complement-coordinated synaptic stripping by microglia in a mouse model of lupus**

**Running title: Neurons coordinate synaptic stripping by microglia in lupus**

Xiaojuan Han^1,2,3#^, Tianshu Xu^2#^, Congzhu Ding^1,3#^, Dandan Wang^1,3^, Genhong Yao^1,3^, Hongwei Chen^1,3^, Qijun Fang^2^, Gang Hu^4*^, and Lingyun Sun^1,3,5*^

^#^ X.H. T.X. and C.D. contributed equally to this work

**This file includes:**

Supplementary materials and methods

Figures. S1 to S10

Tables S1 to S4**Supplementary materials and methods**

**Tissue collection and sample preparation**

Mice were anesthetized with 3% isoflurane and then transcardially perfused with ice-cold PBS. One hemisphere was dissected for isolation of the prefrontal cortex, hippocampus, cerebellum, and midbrain. A fraction of samples was used for RNA extraction, whereas other samples were homogenized in RIPA buffer (Pierce) containing phosphatase and protease inhibitors (Invitrogen) and centrifuged for 15 min at 15,000 × g, and the supernatant was used for Western blotting. For RNA-seq, a fraction of the hippocampal samples was used.

**Brain immunohistochemical and immunofluorescence staining**

Mice were deeply anesthetized and transcardially perfused with PBS, followed by the addition of 4% paraformaldehyde (PFA) in PBS for fixation, postfixation in 4% PFA overnight, and cryoprotection in 20% sucrose. Alternatively, the right hemibrain was drop-fixed for 48 h at 4°C in 4% PFA for immunohistochemistry, and the left forebrain was frozen and later homogenized. Brains were embedded in OTC and sectioned at 30 μm using a freezing microtome. Sections were preserved in cryoprotectant (50% glycerol and 50% PBS) and stored at -20°C. For H&E staining, brains were embedded in paraffin and sectioned at 15 μm. For fluorescence immunostaining, free-floating sections were rinsed in PBS followed by PBS with 0.3% Triton X-100 (PBST), blocked with blocking buffer (5% goat serum, 5% bovine serum albumin in PBST), and incubated overnight with primary antibodies. Secondary antibodies were incubated for 1-2 h at room temperature, extensively washed in PBS, and mounted using ProLong Diamond medium (Invitrogen). For bright field immunochemical staining, endogenous peroxidases were neutralized (PBS/3% H_2_O_2_), and nonspecific binding was blocked. Then, sections were stained with primary and secondary antibodies and visualized by 3’-diaminobenzidine (DAB) immunostaining. The primary and secondary antibodies used are listed in Supplementary information, Table S3. For neuron quantification, sections were stained with Nissl stain (0.05% thionine/0.08 M acetate buffer, pH 4.5). For apoptosis quantification, sections were stained with a TUNEL Kit (KGA7062, Keygen). For synapse quantification, mouse brains were prepared according to the manufacturer’s instructions, and sections were stained with an FD Rapid GolgiStain Kit (FD Neurotechnologies) as previously described^1^.

**Synaptosome fractionation**

Synaptosomes were isolated using a modified version of the protocol outlined^2^. Briefly, tissue was immersed in 10 volumes of HEPES-buffered sucrose (0.32 M, 5 mM HEPES, pH 7.4) and homogenized using a motor driven glass-Teflon homogenizer. The resulting homogenate was spun at 1200 × g to separate the nuclear fraction. A further spin at 15, 000 × g was carried out to generate crude synaptosomes. These were then layered onto a discontinuous sucrose gradient and spun at 150, 000 × g for 2 h. Purified synaptosomes were subsequently extracted and spun down.

**Tissue preparation for TEM**

For TEM, methods were adopted as previously reported^3^. In brief, mice were perfused with a 2% PFA/2.5% glutaraldehyde solution in 0.1 M phosphate buffer (pH 7.4), and coronal sections (150 μm) including the hippocampus, were cut using a vibratome and further fixed overnight. Then, tissues were processed using 2% osmium tetroxide and 4% uranyl acetate, dehydrated, and embedded in Eponate 12 resin (Ted Pella Inc., Redding, CA). Ultrathin sections were cut at a thickness of 1 µm, collected on copper grids, and imaged with FEI Tecnai G2 Spirit Bio TWIN TEM using FEI software. Fifteen distinct regions of the hippocampus were imaged per animal. Images were used to analyze the number of synapses with blinding to the genotype. A synapse was defined as an electron-dense postsynaptic density area juxtaposed to a presynaptic terminal filled with synaptic vesicles. Microglia were identified on the basis of their characteristic nuclear morphology, a single-profile endoplasmic reticulum, and electron-dark shading of the cytoplasm.

**Western blotting**

Equal amounts of protein (30 μg) were separated by electrophoresis in precast 8–12% Bis-Tris Gels (Bio-Rad) and transferred to prewetted polyvinylidene difluoride membranes. The membranes were hybridized with primary and then secondary antibodies. The membranes were hybridized with the primary and then secondary antibodies as listed in Supplementary Table S3.Then, ECL (Pierce®) was used to reveal the immunoreactive proteins, images were acquired using an Image Quant LAS 4000 mini (Uppsala, Sweden) luminescent image analyzer, and protein bands were quantified using ImageJ software (NIH). Protein levels were determined by normalizing to the level of ACTB and are presented relative to the control.

**RNA sequencing**

A total amount of 3 μg of RNA per sample was used as input material for the RNA sample preparations, with mRNA purified from total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using the NEBNext® Ultra^TM^ RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations (Novogene Co., LTD). Sequencing reads were aligned to the mouse reference genome mm10 (GRCm38.90) using STAR aligner (v2.5.1b) guided by the mouse GENCODE gene model release v15. HTSeq v0.6.0 was used to count the read numbers mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene and the read count mapped to this gene. Raw count data were normalized by the voom function in the R limma package, and differential expression analysis was then performed using the DESeq2 R package (1.10.1). Differentially expressed genes (DEGs) were defined as having at least a 1.5-fold change in expression and adjusted *P* < 0.05 in comparisons of different genotypes.

**Mouse behavioral testing**

**Open field.** The mouse open field chambers were made of Plexiglas and consisted of a square base (40 × 40 × 30 cm). For each testing session, the mouse was allowed free exploration in the environment for 5 min. A computer-assisted video-tracking system (TopScan software, CleverSys Inc.) was used to record the number of times and entries into the center and peripheral zones. The total distance traveled (cm) and the mean velocity (mm/s) were used as measurements of general locomotor activity. A decrease in the distance in the center (%) or a decrease in entries in the center zone (per trial) was used as an assessment of anxiety-like behavior.

**Elevated plus maze.** The elevated plus maze consists of two open and two closed arms that extend out from a central platform. Each arm of the maze is 30 cm long and 5 cm wide. Mice were placed in the center platform of the maze, facing an open arm, and allowed to explore the apparatus for 6 min. A computer-assisted video-tracking system (TopScan software, CleverSys Inc.) was used to record the number of open and closed arm entries (all four paws in an arm) as well as the total time spent in open, closed, and center compartments. A decrease in the percent time spent in the open arms (sec) or a decrease in the percent entries into the open arms (frequency) was used as a surrogate measure of anxiety-like behavior.

**Rotarod test.** The purpose of the rotarod test is to assess the sensorimotor coordination and/or fatigue resistance of the mouse. The rotarod apparatus consists of a gritted plastic roller flanked by large plates on each end to prevent the animal from escaping. The plastic rod sits at a height of approximately 20 cm above individual electronic sensing platforms. Prior to actual testing, mice were habituated to the rotarod apparatus by placing them on the rod as it revolved at a very low rotation speed (4 r.p.m. for 5 min). Following the habituation session, mice were tested in the accelerated rotarod (4-20 r.p.m. in 3 min). The latency until the mouse fell from the rod onto the sensing platform below was recorded automatically. This test was repeated after a 30-min break for a total of 3 repeats. The maximum time on the rotarod was limited to 6 mins.

**Novelty Y maze.** Testing was conducted in a clear acrylic Y maze with three arms (one start arm and two test arms, all ~ 31 cm in length) with a removable partition to block the appropriate arm. The test consisted of a forced choice trial followed by a free-choice trial. For the forced choice trial, the start arm and one test arm were open, with access to the second test arm blocked by the partition. Individual subjects were placed in the start arm and allowed to explore the open test arm for 3 min, after which they were removed from the maze and placed in a holding cage as the maze was cleaned. The partition was removed, and the mice were then immediately placed back into the Y maze for the free-choice trial and allowed to explore both the open and test arms for 3 min. The delay between the forced choice and free-choice trials was approximately 3 min. The animal behavior was video-recorded during both trials, and the time spent in the previously accessible arm (i.e., the familiar arm; tf) and the previously blocked arm (i.e., the novel arm; tn) was determined during the free-choice trial using TopScan software. For each subject, the entries in the familiar arm (frequency) and percentage of time exploring the novel arm (%) during the free-choice trial were calculated using the formula: percentage of tn = tn / (tn + tf) × 100. A decrease in either parameter was used as a measure of anxiety-like behavior.

**Forced swim test.** This procedure is used to induce a despair-like state and to test the effects of antidepressants in mice. Mice were placed for 5 min in a glass cylinder (height, 35 cm; diameter, 17 cm) filled with water (25 ± 2°C) to a depth of 25 cm. The water depth was adjusted so that the animals had to swim or float without their hind limbs or tail touching the bottom. During testing, the duration of immobility (the time during which the subject made only small movements necessary to keep their heads above water) was scored. The mouse was immediately removed from the cylinder and excluded from the study if it failed to swim or keep its head above water. After completion of the trial, the subject was dried using a paper towel and placed back in its home cage. After every trial, the water was changed, and the cylinder was rinsed with clean water.

**Tail-suspension test.** This procedure is an alternative to the forced swim test. A depression-like state will increase the amount of time the mouse spends immobile in this test. At the beginning of a trial, the mice were suspended by the tail (taped onto a suspension hook so that the animal would hang with its tail in a straight line) above a flat surface covered with soft padded material. During testing (5-min trial), the duration of immobility was scored automatically (TopScan software).

**Parabiosis model**

The mice to be joined in parabiosis were anesthetized and shaved along the opposite lateral flanks as reported in established protocols^4^. The excess hair was wiped off with an alcohol prep pad. After further disinfection with betadine solution and 70% alcohol, identical incisions were created on the corresponding lateral aspects from the olecranon to the knee joint of each mouse. The olecranon and knee joints were each attached by a single 4-0 silk suture and tie, and the dorsal and ventral skins were sewed together with continuous 5-0 Vicryl sutures. The mice were then kept on heating pads and continuously monitored until full recovery. Buprenorphine was used for analgesic treatment by subcutaneous injection every 8-12 h for 48 h after the operation.

**Blood-brain-barrier leakage assay**

Blood-brain barrier leakage was assayed using established protocols^5^. Mice were injected intravenously with 40-kDa FITC-dextran (2 mg per 20 g mouse). After 4 h of circulation, mice were euthanized, and brains were fixed in 4% PFA. Coronal brain sections (30 μm) were stained with anti-CD31 (1:500, Abcam) to mark blood vessels and were imaged by confocal microscopy. Three fields of view from two brain sections per animal were quantified using ImageJ. Leakage was measured as a decrease in colocalization of FITC-dextran with CD31.

**Assessment of lupus**

Mice were monitored for the development of proteinuria and autoantibody titers during the course of the experiment. Urinary protein excretion was measured by a Bradford protein detection kit (KGA801-804, Keygen Biotech). Serum IgG anti-double stranded (ds) DNA antibody titers were measured by ELISA (FUJIFILM, Cat # 631-02699) according to the manufacturer's instructions, and serum samples were diluted 1:250 in buffer solution before being added to the plates for incubation.

**References**

1. Stephan, A.H. et al. A Dramatic Increase of C1q Protein in the CNS during Normal Aging. *J Neurosci* **33**, 13460-13474 (2013).

2. Györffy, B.A. et al. Local apoptotic-like mechanisms underlie complement-mediated synaptic pruning. *Proc Natl Acad Sci USA* **115**, 6303-6308 (2018).

3. Vasek, M.J. et al. A complement–microglial axis drives synapse loss during virus-induced memory impairment. *Nature* **534**, 538-543 (2016).

4. Katsimpardi, L. et al. Vascular and Neurogenic Rejuvenation of the Aging Mouse Brain by Young Systemic Factors. *Science* **344**, 630-634 (2014).

5. Armulik, A. et al. Pericytes regulate the blood-brain barrier. *Nature* **468**, 557-61 (2010).

**Figure. S1.
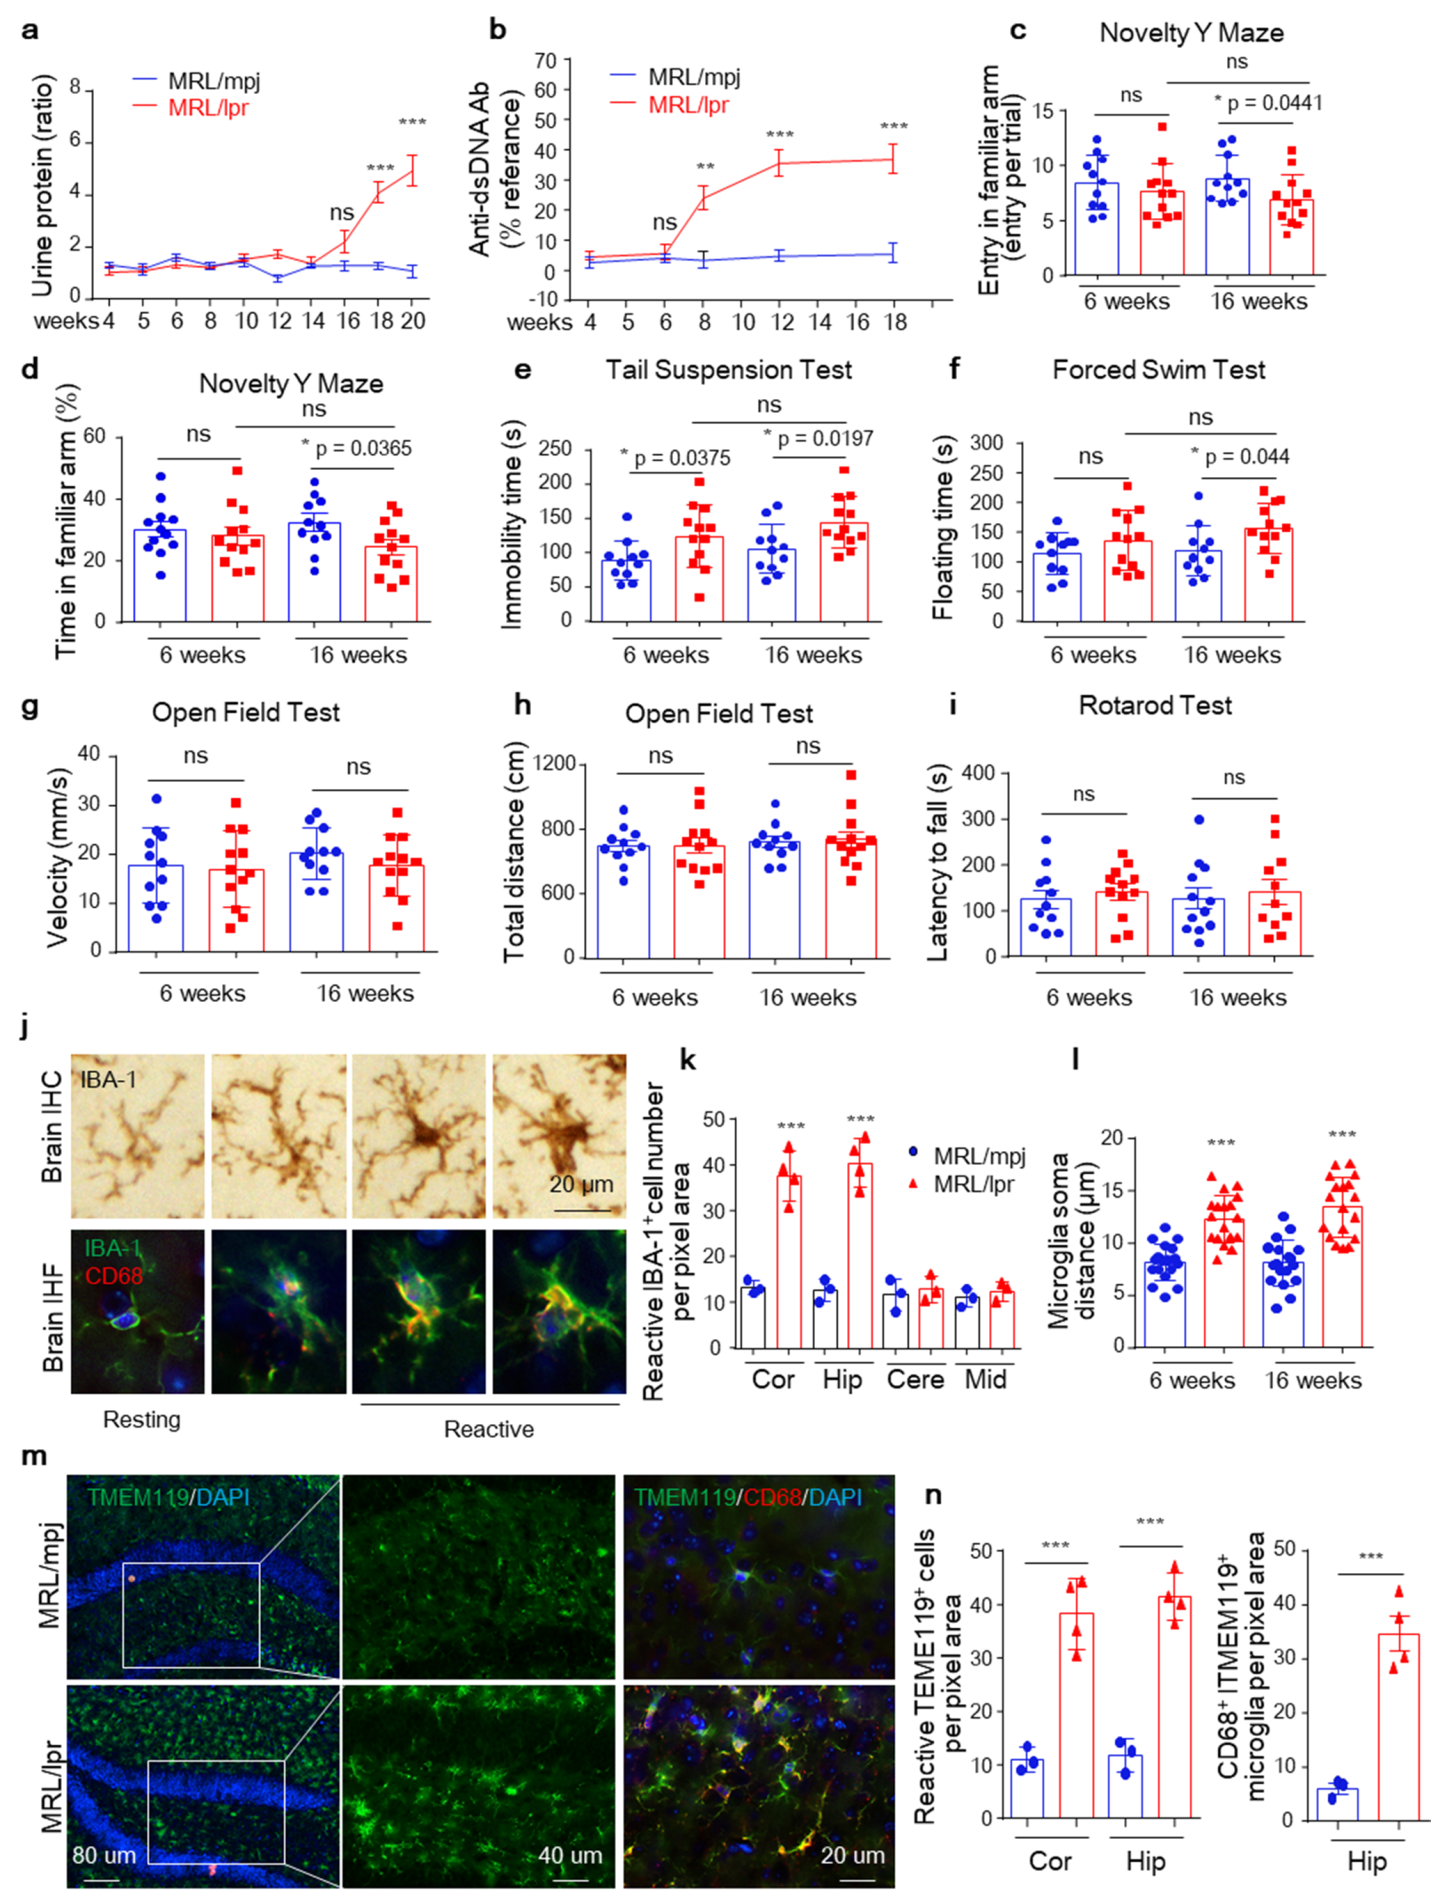
**

**Figure. S1. Behavioral phenotyping, microglial reactivation and systemic disease assessment of MRL/lpr mice, related to Figure 1.**

(**a** and **b**) Proteinuria and autoantibody levels in MRL/lpr and MRL/mpj mice. (**a**) Urine protein concentrations in MRL/mpj and MRL/lpr mice at 4-20 weeks. (**b**) Mouse serum IgG anti-dsDNA titers examined by ELISA from age 4 w to 18 w. *n* = 7-9 (**a**) and *n* = 3-4 (**b**). **P* < 0.05; ***P* < 0.01; ****P* < 0.001 according to ANOVA with Tukey’s post hoc test.

(**c-i**) Behavioral phenotype was assessed from three aspects: motor coordination ability, learning and memory ability, and anxiety- and depression-like mental behaviors. (**c** and **d**) The Novelty Y maze was used to evaluate exploration and cognitive function. Total time in the Novelty Y maze: 3 min. (**e** and **f**) The TST and FST were used to evaluate depression-like behavior. Total time in test: 5 min. (**g-i**) The OFT and rotarod test were used to evaluate general motor ability. The total track lengths and the mean velocity of 6- and 16-week-old MRL/mpj and MRL/lpr mice were measured. Total time in the field: 5 min. Maximum time on the rotarod: 6 min. **P* < 0.05; ***P* < 0.01; ****P* < 0.001 according to unpaired *t*-test. *n* = 11-12 mice/group.

(**j-l**) Microglia indicated by IBA-1^+^ staining and IBA-1/CD68^+^ coimmunostaning were pooled to form resting and reactive microglial populations by morphology. Scale bar, 20 μm. (**k**) Quantitation of microglia in frontal cortex (Cor), hippocampus (Hip), cerebellum (Cere) and midbrain (Mid) sections. *n* = 3-4 mice per group, with an average of 4-5 slices per mouse. (**l**) Diameter of microglial soma in CA3. More than fifteen microglia were quantified per mouse and slice (*n* = 3 mice per group, with 3 - 4 slices per mouse). ns, not significant, **P* < 0.05; ***P* < 0.01; ****P* < 0.0001 according to one-way ANOVA with Tukey’s post hoc test.

(**m** and **n**) Representative images of immunostained hippocampal sections for the microglia specific marker TMEM119, and quantitation of TMEM119^+^, CD68^+^TMEM119^+^ microglia in brain from 6-week-old MRL/mpj and MRL/lpr mice. Scale bars as indicated. *n* = 3-4 mice per group, ****P* < 0.0001 according to unpaired *t*-test.

**
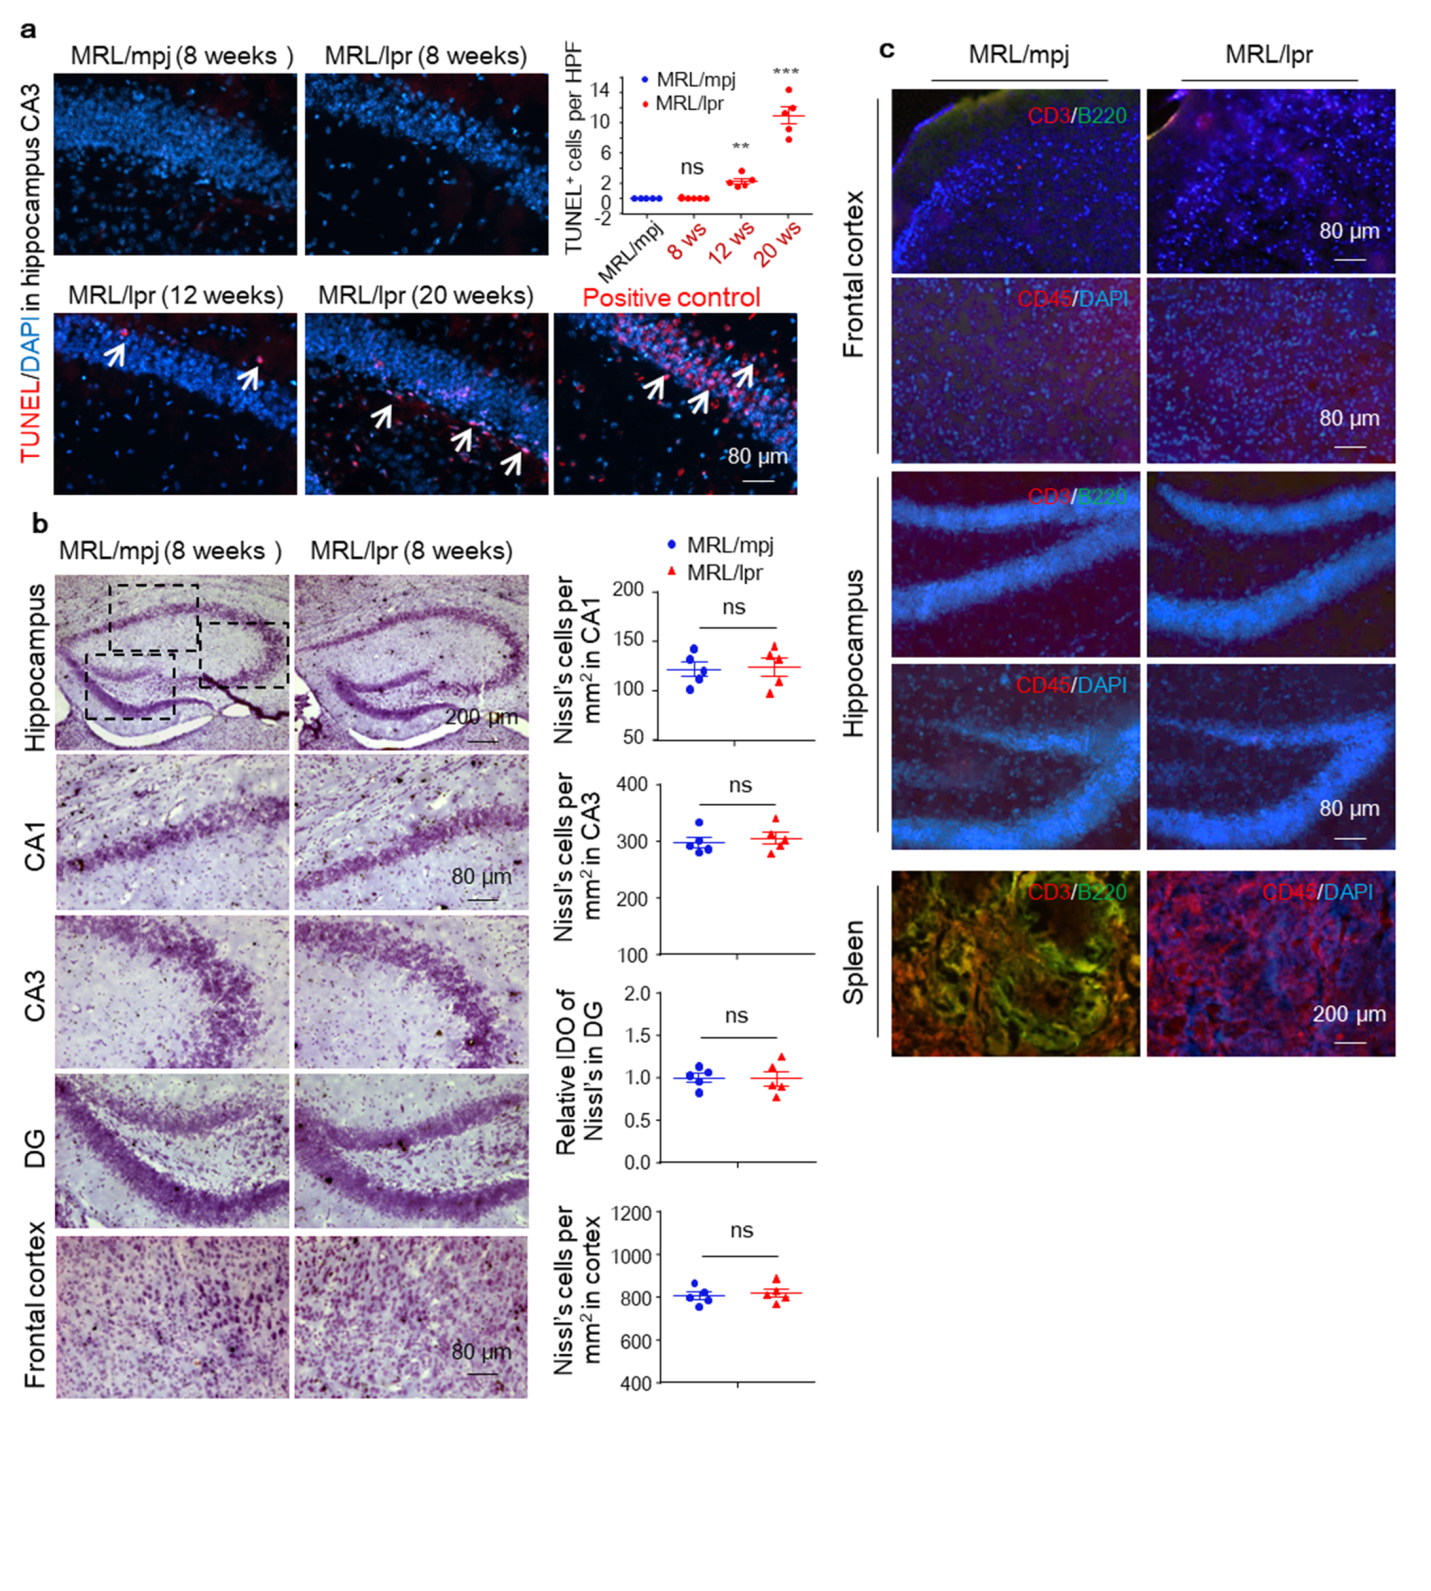
Figure. S2.**

**Figure. S2. MRL/lpr mice do not show appreciable neuron loss, cellular infiltration or astrocyte proliferation in the brain when overt NPSLE develops, related to Figure 1.**

(**a**) Representative images and quantification of TUNEL^+^ apoptotic neurons in hippocampal sections at the indicated time points. Arrow indicates apoptotic neurons. Scale bar, 80 μm. *n* = 5 mice per group, ***P* < 0.01; ****P* < 0.001 according to one-way ANOVA with Tukey’s post hoc test.

(**b**) Immunostaining and quantification of Nissl’s^+^ neurons per mm^2^ within the hippocampus (with amplifications of CA1, CA3 and the dentate gyrus) and the frontal cortex in 8-week-old MRL/lpr and matched control mice. Scale bar as indicated. *n* = 5 mice per group, nonsignificant by Student’s two-tailed t-test.

(**c**) Immunohistochemistry staining of infiltrated B cells or T cells in frontal cortex (above) or hippocampus (DG, middle) sections of 8-week-old MRL/lpr and matched control mice. Spleen sections showed positive staining (representative staining in spleen (below) for T cells (CD3) and B cells (B220), and all bone marrow-derived cells (CD45) showed antibody specificity despite the lack of signal in the brain). Scale bar as indicated.

Data are mean ± SEM.

**
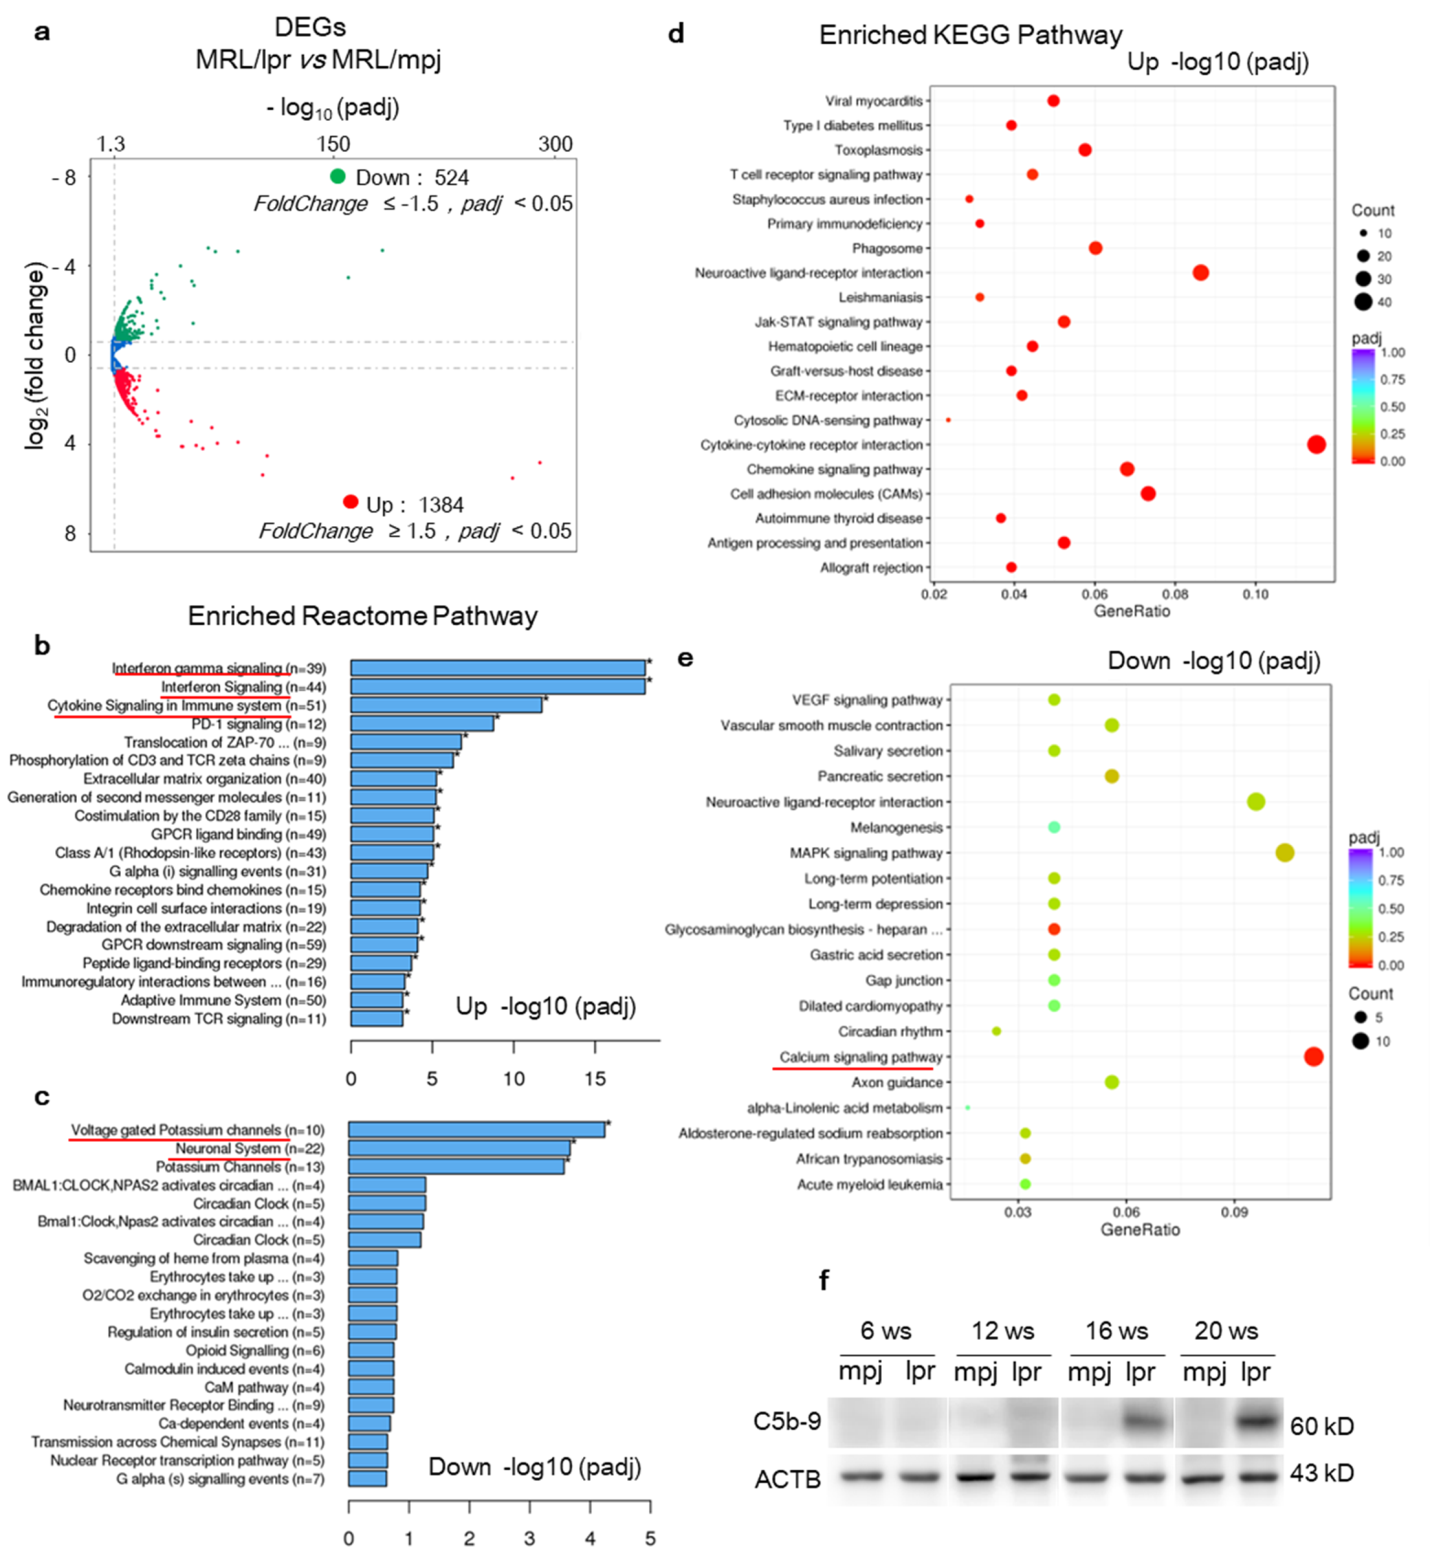
Figure. S3.**

**Figure. S3. RNA-seq and Gene Ontology analysis, related to Figure 2.**

(**a**) Volcano plot of RNA-seq quantified genes with significant fold changes between MRL/mpj and MRL/lpr mice. Only genes identified with a fold change ≥ 1.5 and a *P*-value < 0.05 were regarded as significantly changed.

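With the p-value unadjusted, 2400 of the 16697 genes had at least a 1.5-fold change and a p under 0.05 from limma voom, 1683 higher and 717 lower in MRL/lpr mice. The p-values of 5081 genes were under 0.05 before adjustment and those of 1553 genes after it, without regard to the fold change.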

(**b-e**) Enriched reactome pathway analysis showed upregulated (**b**) and downregulated pathways (**c**) in MRL/lpr mice brain. KEGG pathway analysis of upregulated (**d**) and downregulated pathways (**e**) identified by sequencing.

(**f**) Immunoblotting of C5b-9 in the hippocampus of 6-, 12- 16-, and 20-week-old MRL/lpr and MRL/mpj mice.

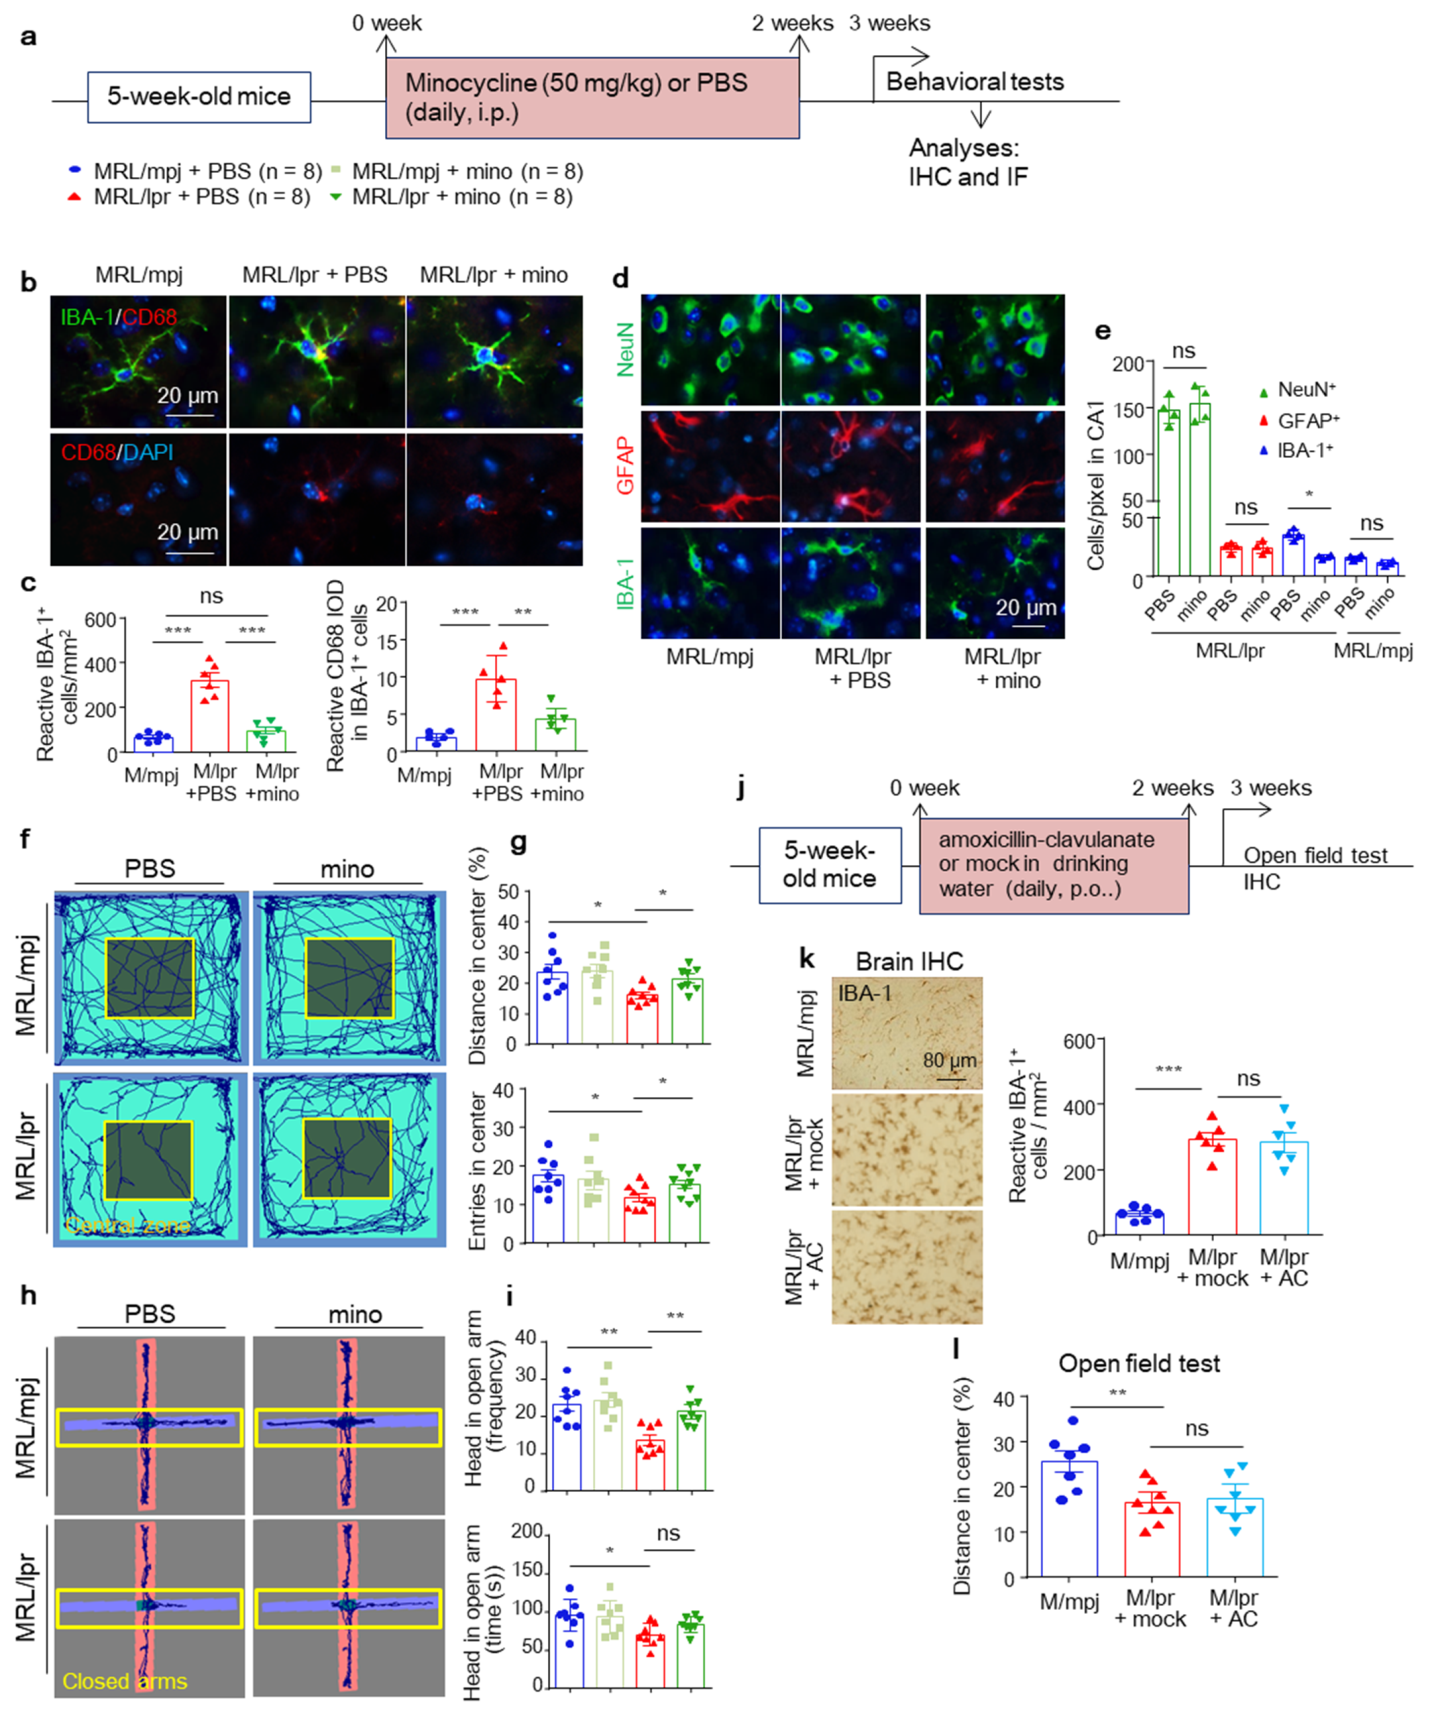
**Figure. S4.**

Figure. S4. Pharmacological inhibition of phagocytosis activation ameliorates NPSLE-related behavioral changes, related to Figure 2.

(**a**) Experimental setup for administration of minocycline (mino, intraperitoneally [i.p.], daily) or PBS in MRL/mpj and MRL/lpr mice.

(**b** and **c**) Representative images and quantification of IBA-1^+^ phagocytes in CA1 regions of the indicated mice. Scale bar as indicated. *n* = 5-6 mice per group.

(**d** and **e**) Representative images and quantification of cells evaluated by immunofluorescence staining for neuronal (NeuN) and glial cell markers (GFAP for astrocytes, IBA-1 for microglia) in hippocampal sections. Scale bar, 20 μm. *n* = 4-5 mice per group.

**(f-i**) Open field test performance (**f**), quantified distance and entries in center (**g**), elevated plus maze test performance (**h**), quantified frequency and time of head in open arm (**i**) at the end of the experiment (8-week-old). Total time in the field: 5 min, Total time in the maze: 6 min. *n* = 8 mice per group.

(**j**) Experimental setup for administration of amoxicillin-clavulanate (AC, oral, daily).

(**k**) Representative images and quantification of IBA-1^+^ microglia in CA1 regions of the indicated mice. Scale bar as indicated. *n* = 6 mice per group.

**(l**) Open field test performance, quantified distance in center, at the end of the experiment in mice from **j**. Total time in the field: 5 min. *n* = 8 mice per group.

Data are the mean ± SEM. **P* < 0.05; ***P* < 0.01; ****P* < 0.001; and ns, not significant according to one-way ANOVA with Tukey’s correction for multiple comparisons.

**Figure. S5.
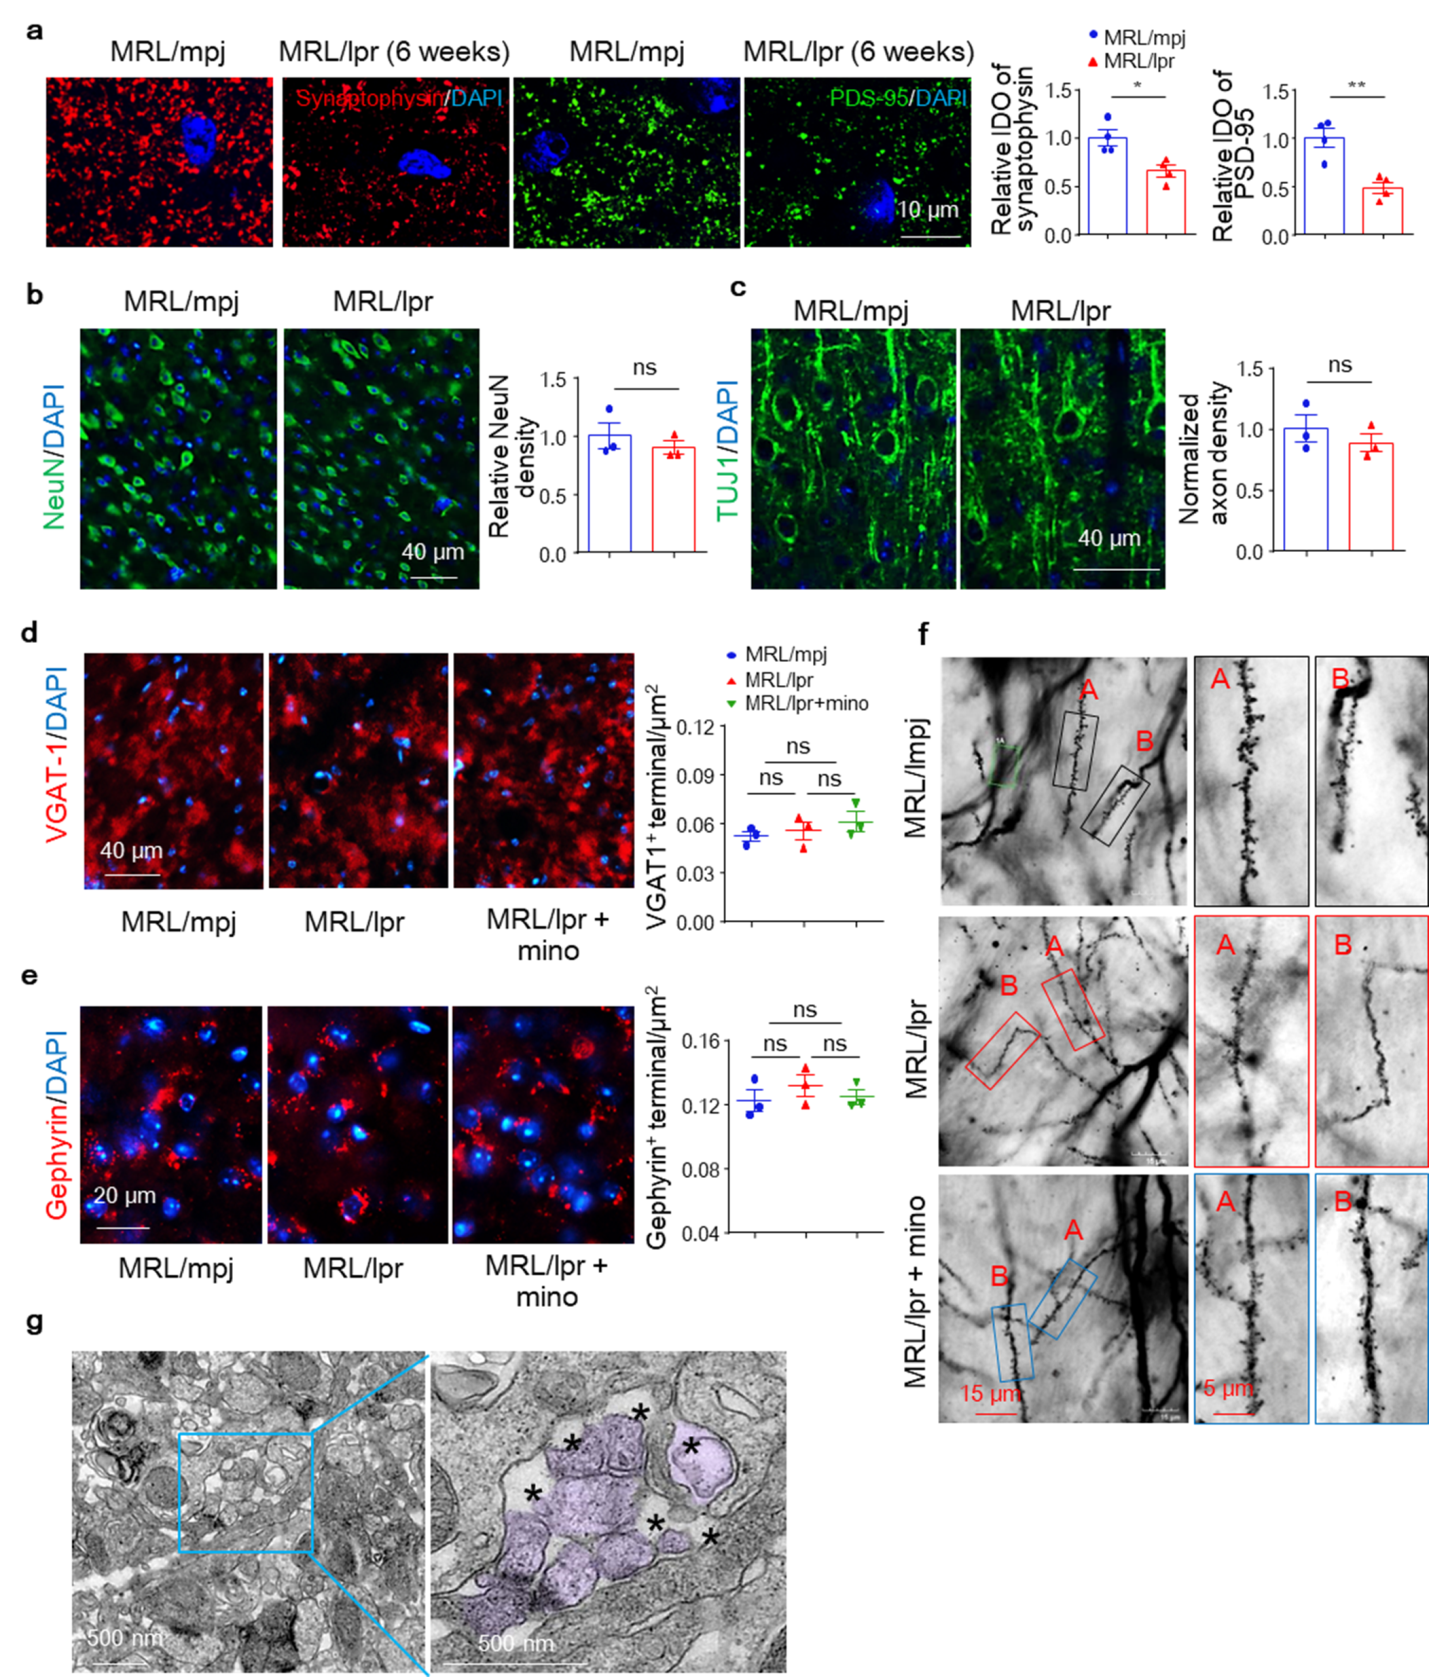
**

Figure. S5. Synapse loss, but not neuron or axon defects, is observed in the brains of MRL/lpr mice, related to Figure 3.

(**a**) Staining and quantification of presynaptic (synaptophysin) and postsynaptic (PSD-95) markers revealed structural synapses. Data are the mean of 3 staining experiments. *n* = 4 mice per group, **P* < 0.05; ***P* < 0.01 according to unpaired *t*-test. Scale bar, 10 μm.

(**b** and **c**) Staining for the neuronal marker NeuN (**b**) and axonal marker TUJ1 (**c**) in hippocampal sections. *n* = 3 mice per group, *P* > 0.05 (not significant), unpaired *t*-test.

(**d** and **e**) Confocal immunofluorescence images and quantification of the staining area for inhibitory presynaptic terminals (VGAT-1) and inhibitory postsynaptic terminals (Gephyrin) in the pyramidal layer of CA1, in MRL/mpj or MRL/lpr mice treated with or without minocycline (8-week-old). Scale bar as indicated. *n* = 3 mice per group, ns, not significant according to one-way ANOVA with Tukey’s test.

(**f**) Representative images of Golgi-stained dendritic spines from DG granule neurons in MRL/mpj and MRL/lpr mice treated with or without minocycline. Scale bars as indicated.

(**g**) TEM revealed synaptic inclusions within microglial cytoplasm (blue box) and proteolytic lysosomes (black asterisk) at higher magnification, with some inclusion-containing structures, consistent with synaptic vesicles (purple) in the hippocampus of MRL/lpr mice.

Data expressed as the mean ± SEM.

**Figure. S6.
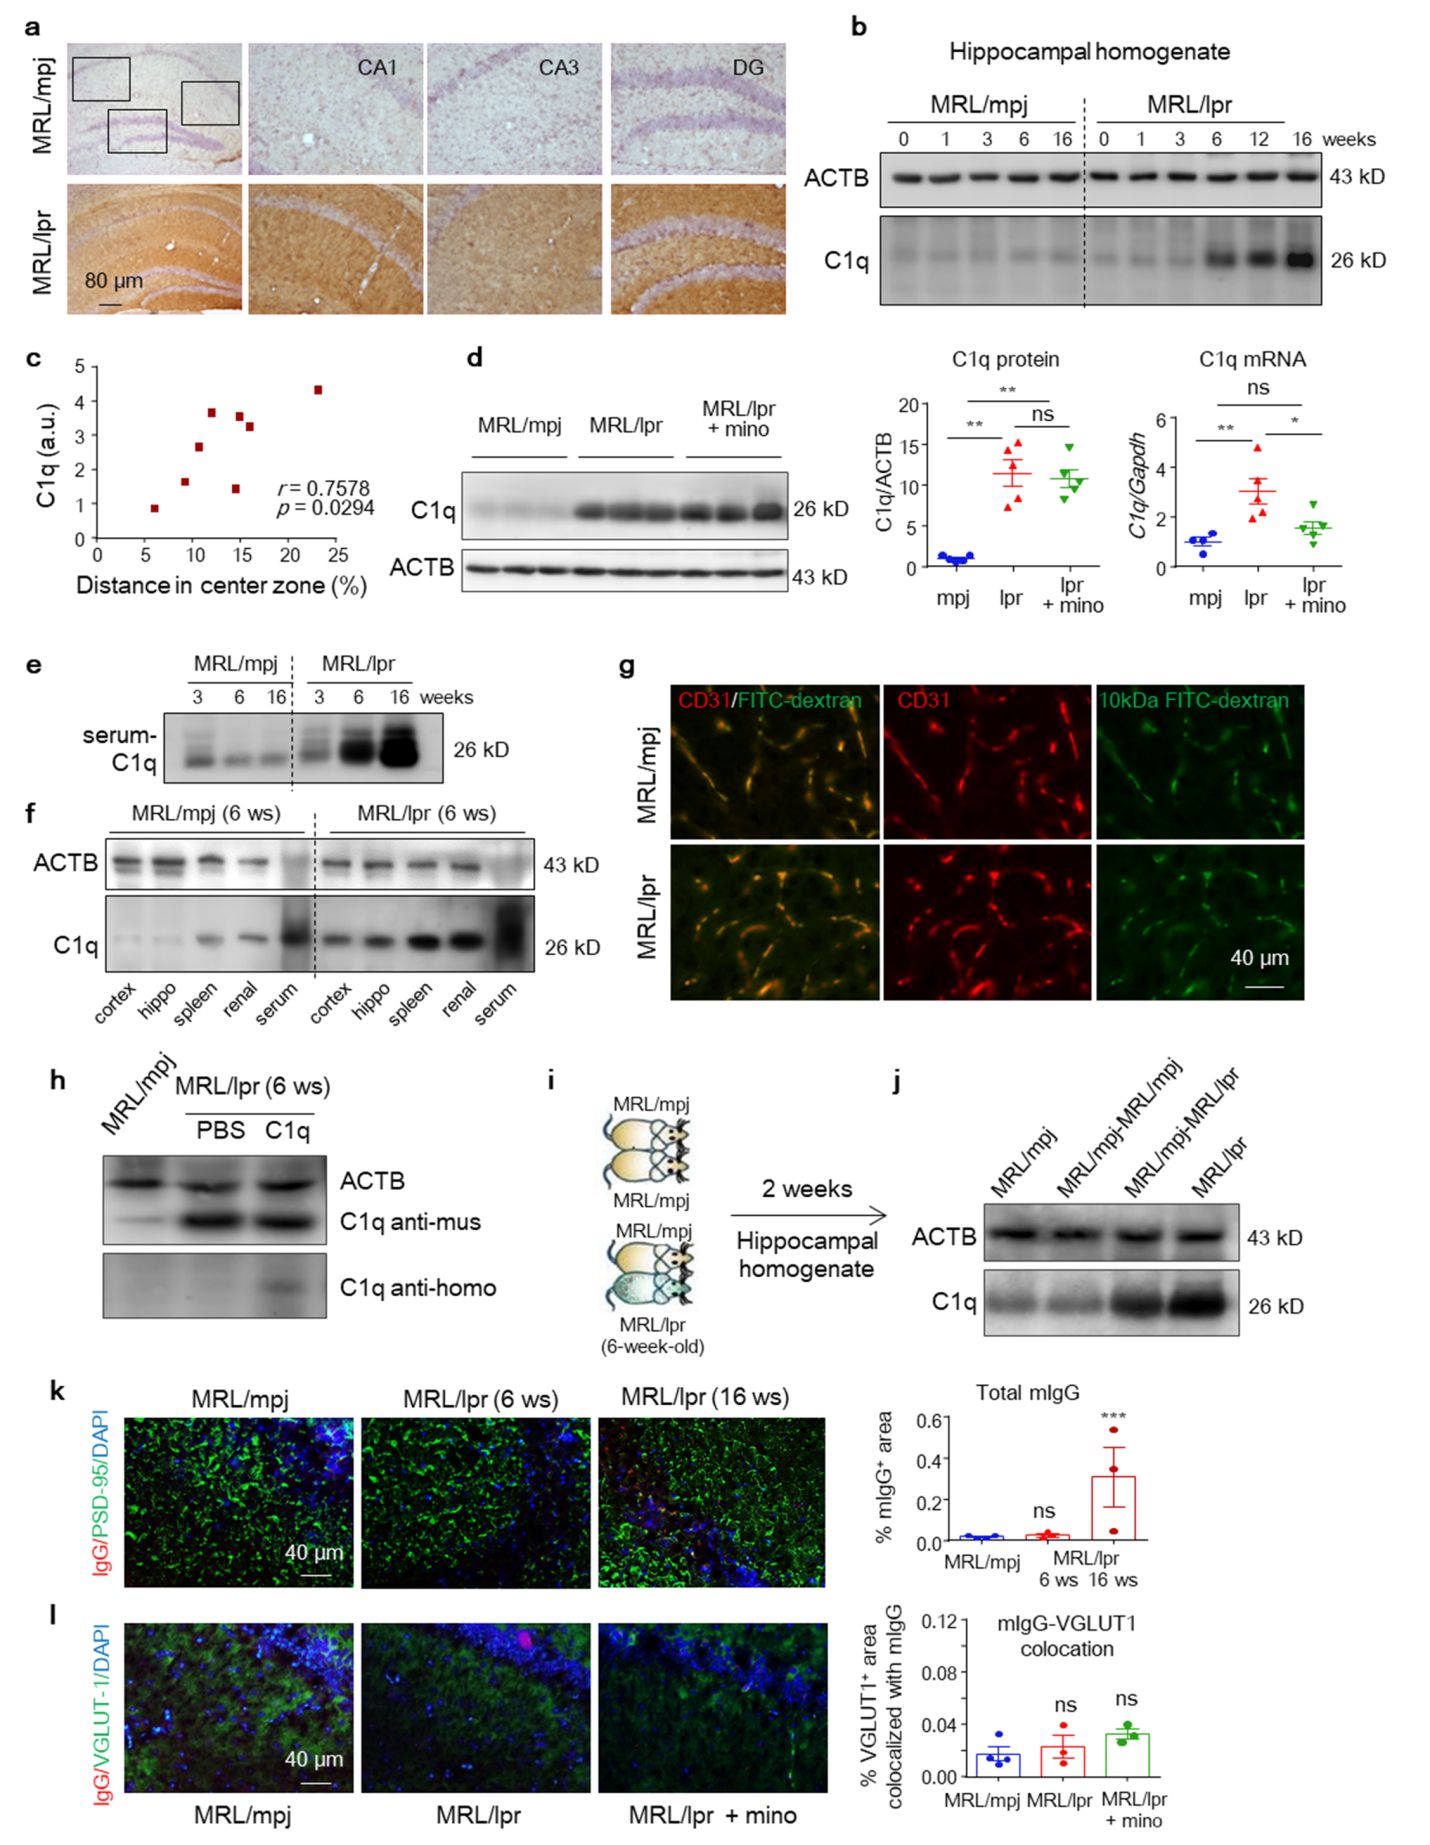
**

Figure. S6. Major serum-sourced, synapse-deposited C1q rather than IgG correlates with behavioral defects in MRL/lpr mice, related to Figure 4.

(**a** and **b**) (**a**) Representative image of anti-C1q immunostaining in the hippocampus of 6-week-old MRL/lpr and MRL/mpj mice. Scale bar, 80 μm. (b) Immunoblotting of C1q in the hippocampus of 0-, 1-, 3-, 6-, 12- and 16-week-old MRL/lpr and MRL/mpj mice.

(**c**) Correlation of C1q and behavioral performance in the OFT of MRL/lpr mice at 6 weeks of age (a.u., arbitrary units).

(**d**) Immunoblotting and quantification of C1q protein and mRNA levels in the hippocampus of MRL/mpj and MRL/lpr mice treated with or without minocycline (mino). *n* = 4-5 mice per group. **P* < 0.05; ***P* < 0.01 according to one-way ANOVA with Tukey’s multiple comparisons test.

(**e** and **f**) (**e**) Immunoblotting of C1q in the serum of 3-, 6-, and 16-week-old MRL/lpr and MRL/mpj mice. (**f**) WB image demonstrating the burden of C1q in the cortex, hippocampus (hippo), peripheral tissues, and sera of 6-week-old MRL/mpj and MRL/lpr mice (*n* = at least 3 biologically independent samples).

(**g** and **h**) Intravenous injection of 40-kDa FITC-dextran tracer revealed no leakage of the dye from blood vessels (CD31^+^) in MRL/lpr mice at 6 weeks of age. (**g**) Colocalization of FITC-dextran with CD31 (blood vessels) showed that similar colocalization was observed in MRL/lpr mice and controls. *n* = 3 mice per group, P > 0.05, unpaired t-test. (**h**) Western blotting analysis of C1q revealed an increase in injected C1q deposition within the CNS in MRL/lpr mice compared to mock-injected and MRL/mpj controls.

(**i** and **j**) (**i**) Scheme illustrating parabiosis. (**j**) WB analysis confirmed that the C1q protein was increased in the hippocampus of MRL/mpj mice in the MRL/lpr parabiosis model.

(**k** and **l**) (**k**) Immunostaining for PSD-95 and endogenous murine IgG (mIgG) in MRL/mpj or 6- and 16-week-old MRL/lpr mice. Quantification was performed on the total percent of mIgG staining area as well as the percent of PSD-95^+^ staining area colocalized with mIgG. *n* = 3-4. (**l**) Immunostaining for VGLUT1 and endogenous mIgG in 8-week-old MRL/mpj or MRL/lpr mice treated with or without minocycline. *n* = 3-4. Quantification was performed on the total percent of mIgG staining area as well as the percent of VGLUT1 staining area colocalized with mIgG. Significance was determined by Student’s *t*-test.

**Figure. S7.
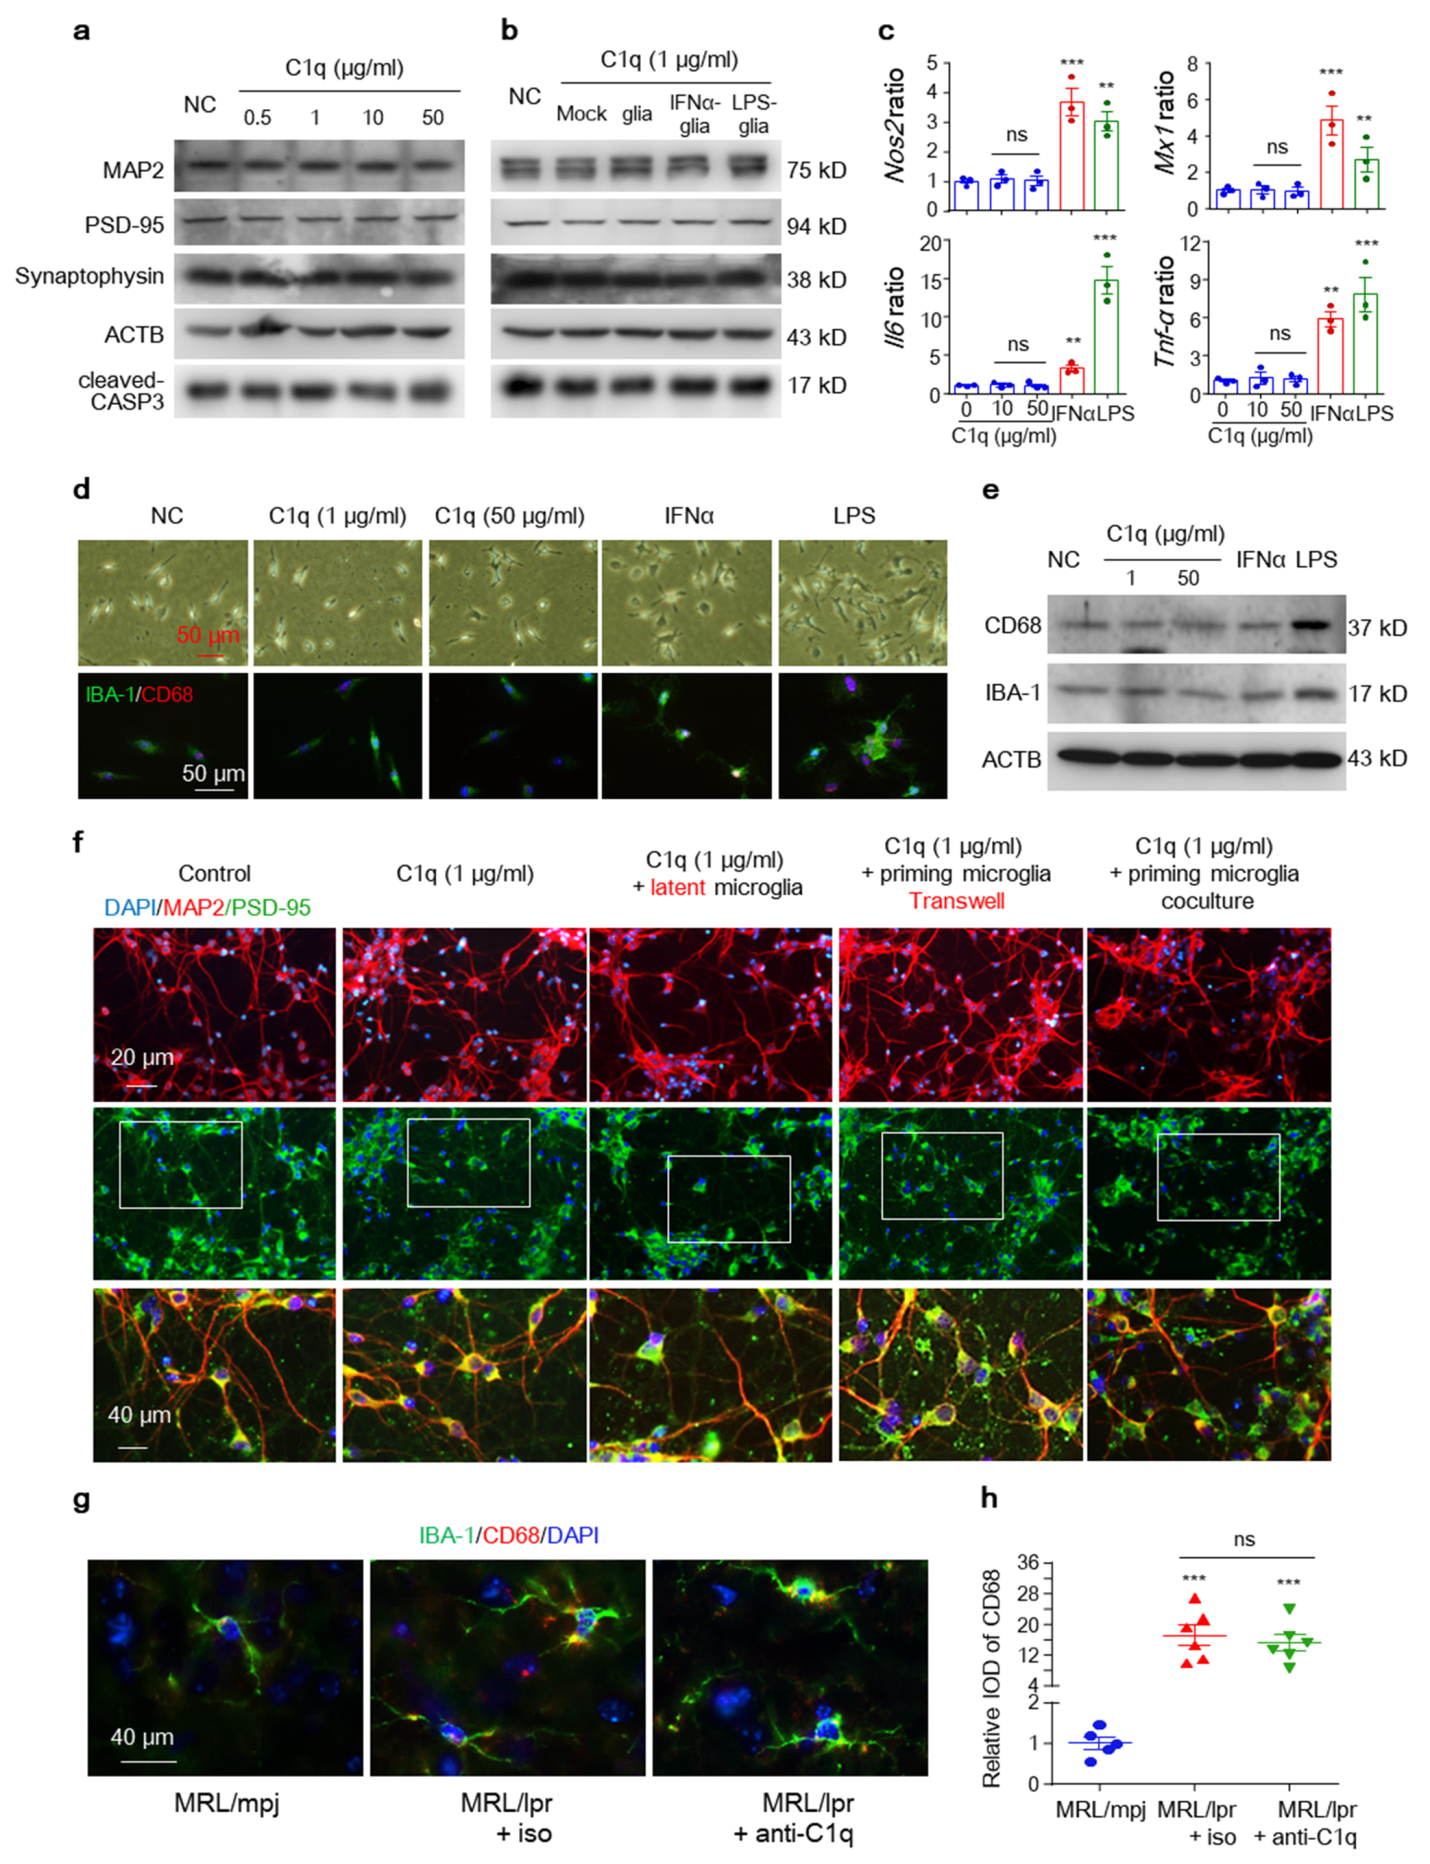
**

Figure. S7. C1q coordinates activated microglia pruning neuronal synapses via direct contact, related to Figure 5.

**(a** and **b**) MRL/mpj mouse-derived hippocampal neurons were cultured in serum-free medium to avoid contamination by C1q in serum and were incubated with exogenous C1q (concentration: 0.5-50 μg/ml) (**a**) or incubated with exogenous C1q (1 μg/ml) added to Transwell inserts cultured with different primed microglia (**b**) for 24 h. All cell lysates were harvested for MAP2, PSD-95, synaptophysin and cleaved CASP3 Western blotting.

(**c**) Messenger RNA (mRNA) levels of *Nos2*, *Mx1*, *Il6*, and *Tnf-α* in microglia stimulated with IFNα (10 ng/mL), LPS (100 ng/mL) or various concentrations of C1q (μg/mL) for 6 h in serum-free medium (at least 3 biologically independent samples).

(**d** and **e**) Representative images of microglial morphology and immunoblots of IBA-1 or CD68 in microglia treated with C1q (0-50 μg/ml), IFNα (10 ng/mL) or LPS (100 ng/mL) for 24 h. Scale bar, 50 μm.

(**f**) Primary neurons of MRL/lpr mice were cocultured (directly or transwell) with C1q and latent or primed microglia and stained for PSD-95 (green) and MAP2 (red) 3 days later. Scale bar as indicated.

(**g** and **h**) Representative images and quantification of CD68 intensity in IBA-1^+^ microglia in brain sections of MRL/mpj and MRL/lpr mice treated with either isotype (iso) or anti-C1q antibody (anti-C1q). Scale bar, 40 μm. *n* = 5-6 mice per group. The data shown are representative of three independent experiments.

Data are mean ± SEM. ***P* < 0.01; ****P* < 0.001; and ns, not significant according to one-way ANOVA with Tukey’s multiple comparisons test in (**c**), (**h**).

**Figure. S8.**

**
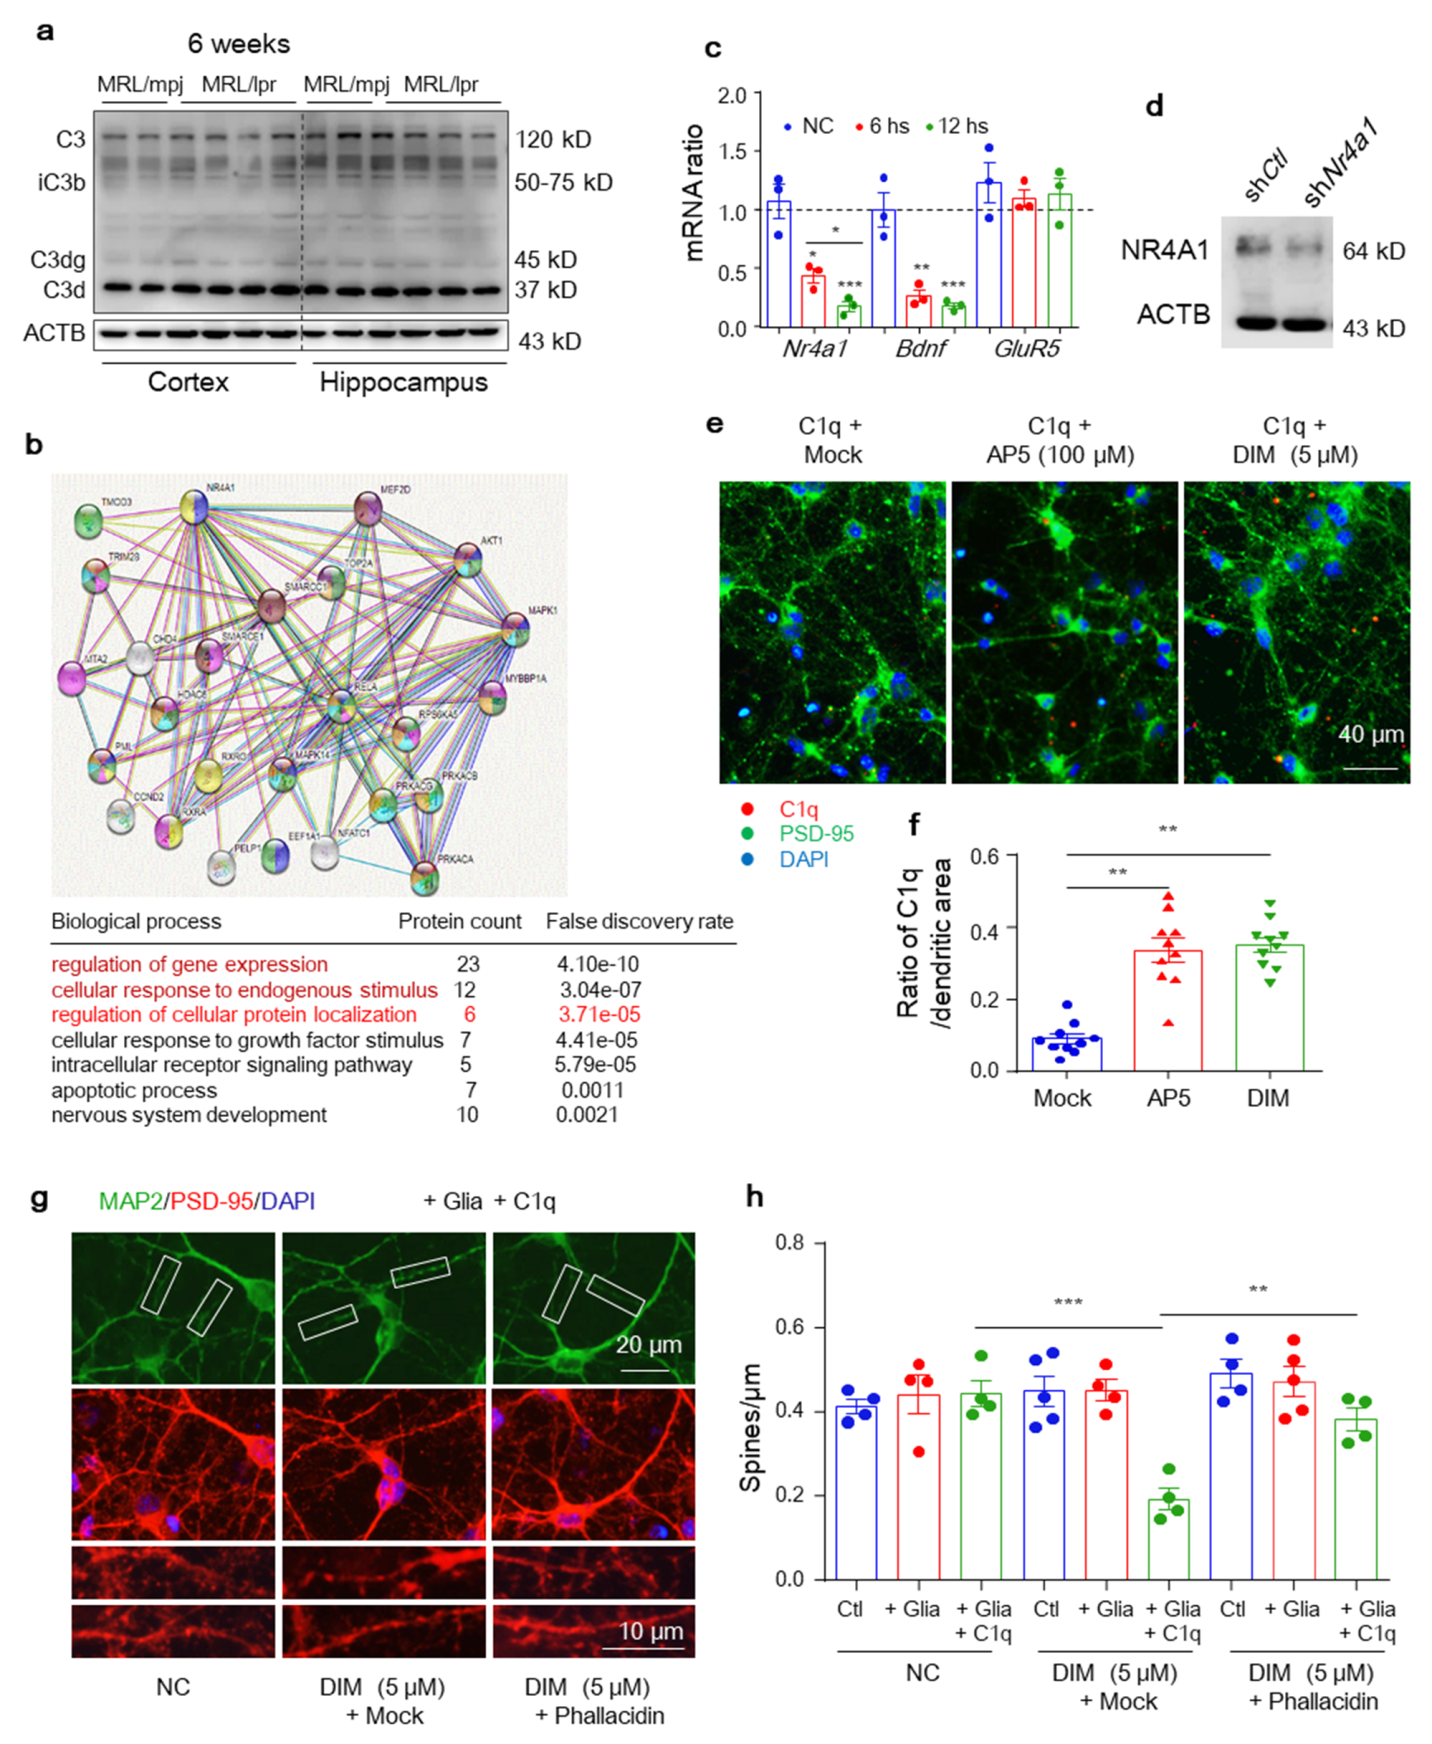
**

Figure. S8. Reduced Nr4a1-mediated C1q tag at synapses in neurons of MRL/lpr mice, related to Figure 6.

(**a**) Immunostaining of C3 and active segments in the brains of MRL/mpj and MRL/lpr mice at 6 weeks of age.

(**b**) Network analysis of the NR4A1, MED2, and TMOD interactomes using the STRING tool. Connecting lines indicate direct or functional interactions of the proteins. Gene ontology analysis by STRING shows biological processes that are enriched in the protein network.

(**c** and **d**) mRNA changes in the indicated genes caused by 6 or 24 h of AP5 (100 μM) treatment. Fold changes are normalized to vehicle-treated controls (Student’s t-test, data shown are representative of three independent experiments). (**d**) Immunoblotting of NR4A1 from shRNA-treated primary hippocampal neuron lysates. ACTB served as a loading control.

(**e** and **f**) Representative images of dendritic segments and C1q colocation after treatment of hippocampal neurons with NMDAR antagonist AP5 (100 µM) or with the NR4A1 antagonist DIM-C-pPhCO2Me (DIM, 5 µM) for 24 h. Scale bar, 40 μm.

(**g** and **h**) Dendritic segments of neurons after treatment with control or DIM (5 µM) and incubation with phallacidin or vehicle (**g**). Scale bar as indicated. The histogram shows the spine density along dendrites (**h**).

Data are mean ± SEM. ***P* < 0.01; ****P* < 0.001 according to one-way ANOVA with Tukey’s multiple comparisons test in (**f**), (**h**).

**Figure. S9.**
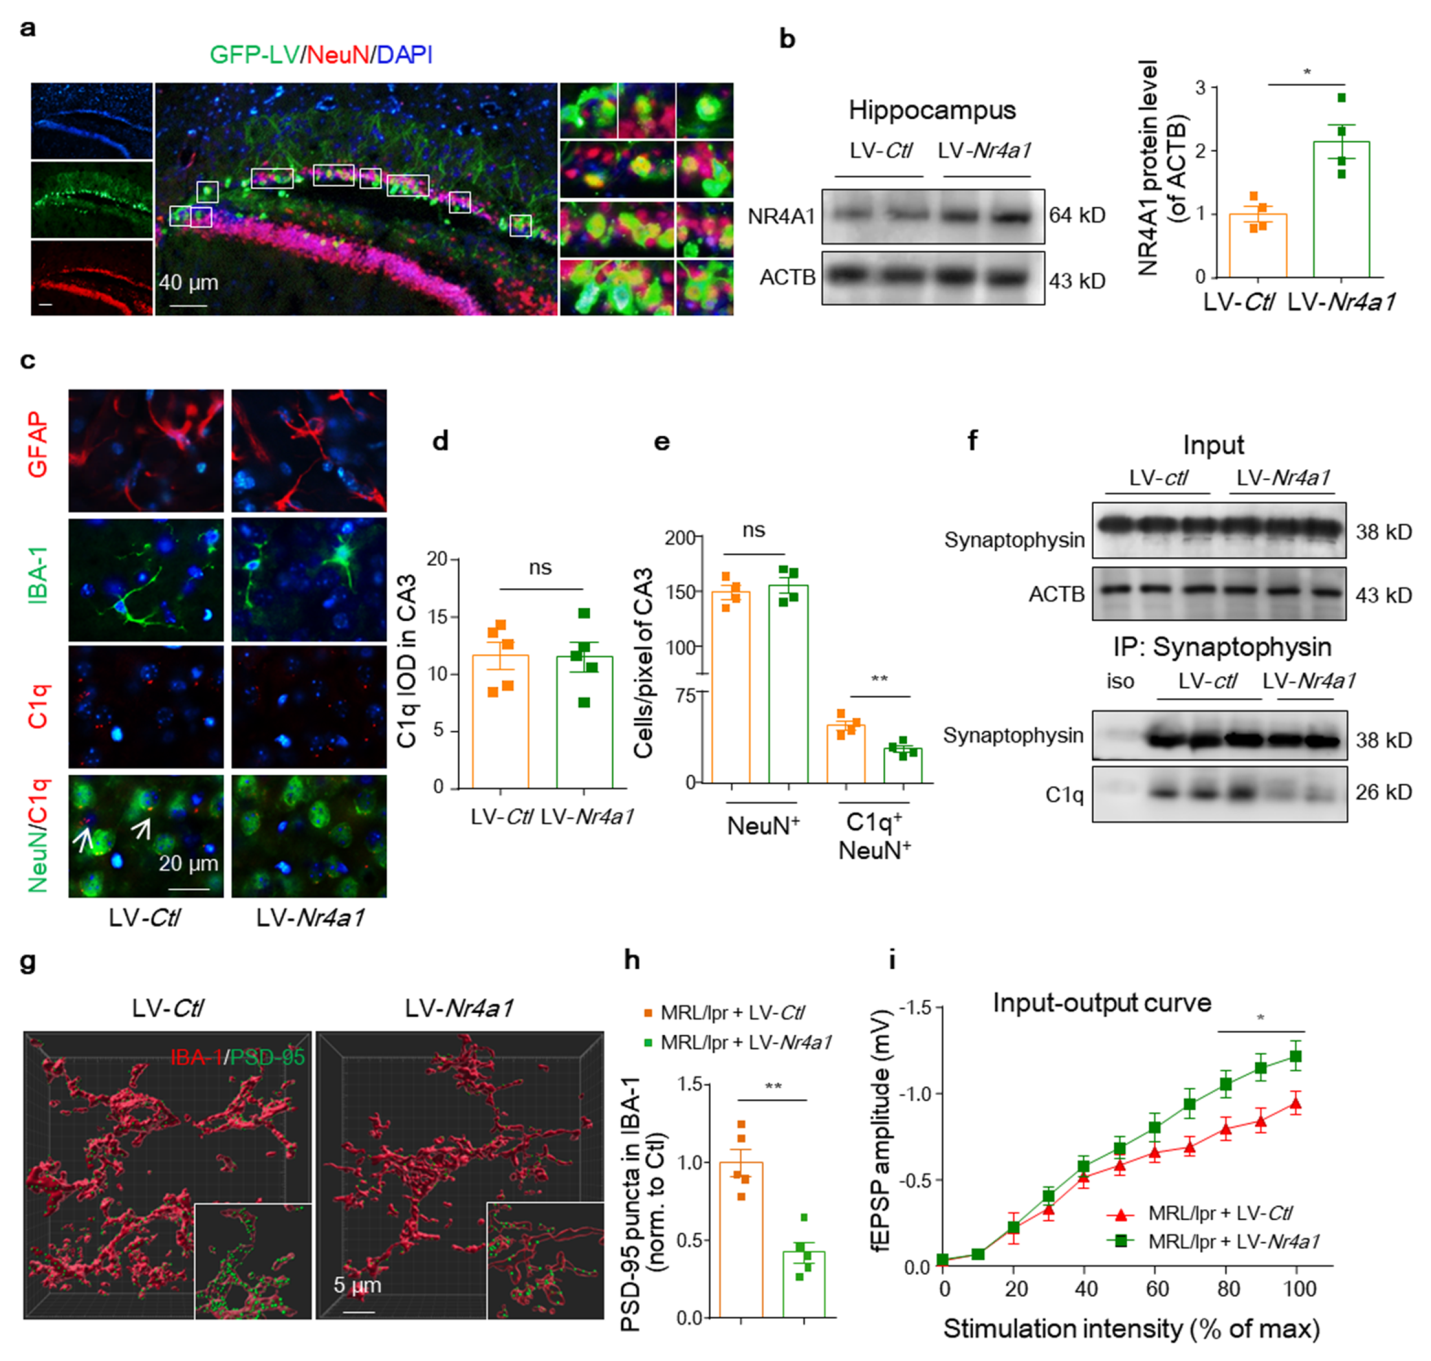

Figure. S9. Overexpression of Nr4a1 in hippocampal neurons, related to Figure 7.

(**a**) Representative images of MRL/lpr mice microinjected with either control or *Nr4a1*-GFP lentivirus (1 μl of 1×10^9^ viral genomes/µl) into the hippocampus. Scale bar, 40 μm.

(**b**) Expression of NR4A1 in the hippocampus of mice microinjected with lentivirus was determined by immunoblotting. *n* = 4 mice/group, **P* < 0.05 versus control using Student’s *t*-test.

(**c-e**) Experimental setup as in Fig. 7a. Mice were microinjected with the *control/Nr4a1*-GFP lentivirus in the hippocampus. Three weeks later, the hippocampal samples were collected for IHF/WB analysis. Representative images and quantification of neuronal (NeuN) and glial markers (GFAP for astrocytes and IBA-1 for microglia) and C1q intensity with NeuN in hippocampal sections, *n* = 4-5 mice per group. Scale bar, 20 μm. ns, not significant, ***P* < 0.01 according to one-way ANOVA with Tukey’s correction for multiple comparisons. The data shown are representative of three independent experiments.

(**f**) Coimmunoprecipitation analysis of C1q with synaptophysin antibodies from control or sh*Nr4a1* lentivirus injected MRL/lpr hippocampal lysates.

(**g** and **h**) Representative confocal stacks of IBA-1 (red) and engulfed PSD-95 (green) puncta in the CA1 region of MRL/lpr mice injected with control or sh*Nr4a1* lentivirus. Scale bar, 5 μm. (**h**) Quantitation of the relative number of engulfed PSD-95 in IBA-1^+^ cells normalized to LV-*Ctl*-injected mice. 15-18 cells/group, with 5 mice per group. ***P* < 0.01 versus control according to Student’s *t*-test.

(**i**) Input–output relationship measuring basal synaptic function in LV-*Ctl*- and LV-*Nr4a1*-injected MRL/lpr mice (*n* = 8 - 10 slices from three mice per group), **P* < 0.05 according to two-way ANOVA, Bonferroni’s test.

Data are the mean ± SEM.

**Figure. S10.**

**
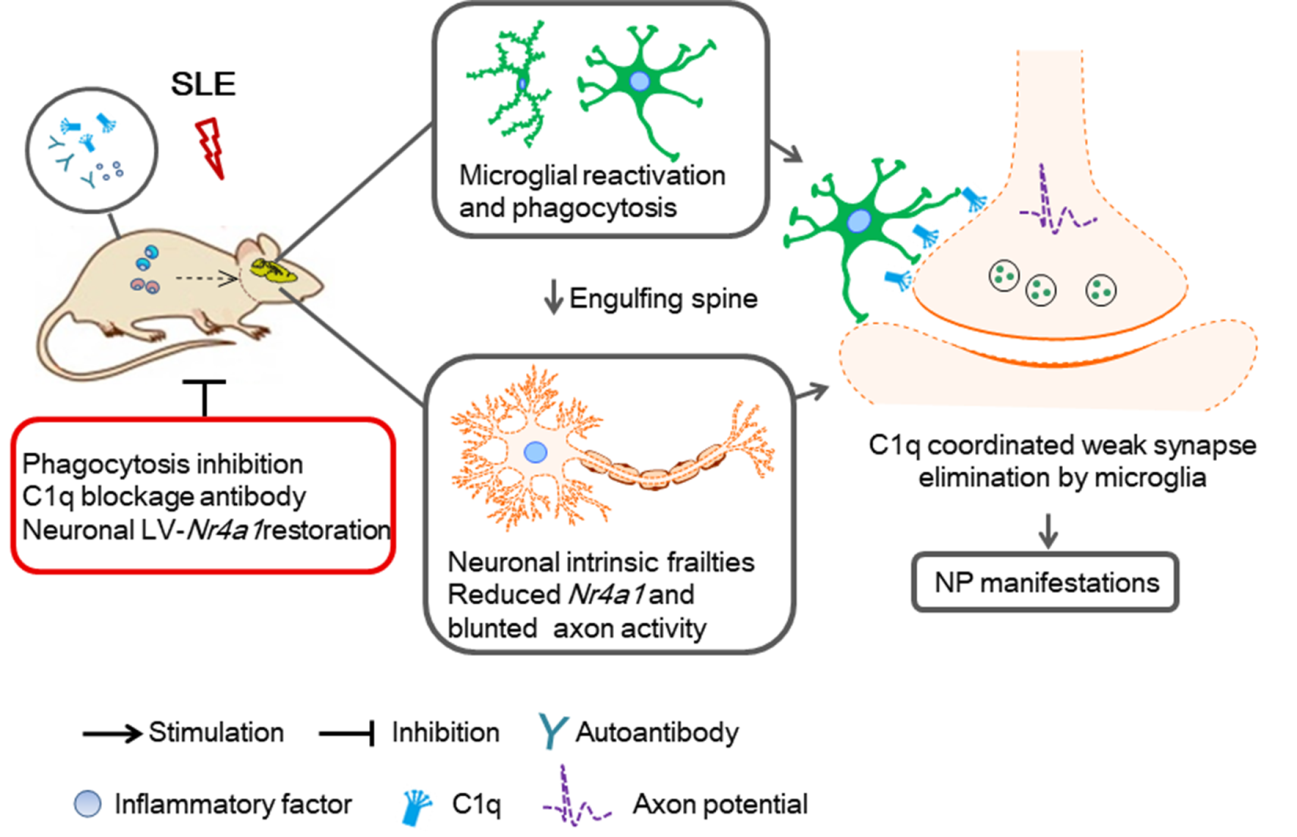
**

**Figure. S10. Graphical Abstract: Schematic of neuron–complement–microglia-axis-coordinated synaptic loss in CNS lupus.**

In brief, our data inform a model in which neurons act as intermediaries between complement and microglia, synergistically driving their own synaptic loss, and subsequently regulating neuropsychiatric behaviors in lupus mice.

**Table. S1. Biological pathways enriched in MRL/mpj versus MRL/lpr mice by GSEA analysis with KEGG modules. 

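Supplementary Table 1 lists, for each enriched KEGG pathway, the genes of that pathway that the study's gene set enrichment analysis brought forward. Over all its pathways the table names 216 different genes, of which 214 were matched to the annotation and 194 had enough counts to be tested in MRL/lpr against MRL/mpj hippocampi. Every 1 of the 194 differed by at least 1.5-fold, 157 higher and 37 lower, and 177 of them had an unadjusted p under 0.05 from limma voom. Over all genes tested, 79 were differentially expressed, 53 higher and 26 lower, and adjusted over the list alone there were 172. The 79 became 3 with a test against a 1.5-fold change, 179 with library quality weights, 8 without MRL/mpj replicate 3 and 146 without MRL/lpr replicate 3. In MRL/lpr+MSC against MRL/mpj hippocampi, 100 of the 156 genes tested (64.1%) differed by at least 1.5-fold.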

Top 20 pathways of GSEA using gene sets derived from KEGG pathway database with false discovery rate (FDR) q-value <0.05 in MRL/mpj versus MRL/lpr mice**

Pathways genes P-value P-adj Select genes within pathway

| Cytokine-cytokine receptor interaction | 45 | 1.48E-07 | 2.8E-05 | Ccl8/Kdr/Cxcl13/Cxcl10/Ccl5/Ngfr/Ccr1/Tnfsf10/Ltb/Ccr2/Il3ra/Tgfbr2/Cxcl11/Kitl/Il18r1/Tnfrsf1b/Ctf1/Cxcr4/Ccl3/Cxcl16/Il2rb/Il4ra/Ghr/Pdgfc/Il9r/Il10rb/Bmp2/Met/Il21r/Il13ra1/Cxcr6/Lepr/Ccr5/Csf2rb/Cxcl9/Kit/Edar/Ccr7/Xcr1/Ccl28/Tnfrsf14/Cxcr3/Cd27/Tnfsf8/Ifng |
| --- | --- | --- | --- | --- |
| Antigen processing and presentation | 21 | 7.55E-07 | 7.13E-05 | H2-Aa/H2-Ab1/B2m/Cd74/H2-Eb1/H2-T22/H2-T9/Tap1/Hspa1b/H2-T23/ Cd8a/Cd4/Ciita/Tap2/H2-M2/Tapbp/H2-DMb2/H2-T24/H2-DMb1/H2-K1/Ifng |
| Allograft rejection | 15 | 6.21E-06 | 0.000265 | H2-Aa/H2-Ab1/H2-Eb1/H2-T22/H2-T9/H2-T23/H2-M2/H2-DMb2/H2-T24/Cd28/Prf1/Gzmb/H2-DMb1/H2-K1/Ifng |
| Graft-versus-host disease | 15 | 6.21E-06 | 0.000265 | H2-Aa/H2-Ab1/H2-Eb1/H2-T22/H2-T9/H2-T23/H2-M2/H2-DMb2/H2-T24/Cd28/Prf1/Gzmb/H2-DMb1/H2-K1/Ifng |
| Type I diabetes mellitus | 16 | 7.76E-06 | 0.000265 | H2-Aa/H2-Ab1/H2-Eb1/H2-T22/H2-T9/H2-T23/Ica1/H2-M2/H2-DMb2/H2-T24/Cd28/Prf1/Gzmb/H2-DMb1/H2-K1/Ifng |
| Viral myocarditis | 21 | 8.41E-06 | 0.000265 | H2-Aa/H2-Ab1/Casp9/Myh7/H2-Eb1/H2-T22/H2-T9/Itgal/H2-T23/Rac2/H2-M2/Casp3/H2-DMb2/Myh11/H2-T24/Cd28/Myh7b/Prf1/H2-DMb1/H2-K1/Casp8 |
| Neuroactive ligand-receptor interaction | 45 | 2E-05 | 0.000541 | Htr2c/Mchr1/Grin1/Avpr1a/Crhr2/Ntsr2/Adra2b/Cnr1/Trhr/Chrm3/Chrna5/Grm8/Gabra5/Npffr1/Drd2/Grik3/Glp1r/S1pr3/Sstr4/Mc3r/Tspo/Htr2a/Adra2a/Htr5b/Gabre/Galr1/Glra1/Calcrl/Lpar6/Ghr/Gpr35/Htr7/Oprd1/Lhb/Sstr5/Ptafr/Chrm1/Oxtr/Grm4/Gpr50/Lepr/Agtr1a/Oprk1/Grin2d/Hrh1 |
| Cell adhesion molecules (CAMs) | 29 | 2.29E-05 | 0.000541 | H2-Aa/H2-Ab1/Cldn5/Ptprc/H2-Eb1/H2-T22/H2-T9/Itgal/Cd34/H2-T23/Sdc2/Cldn3/Cd8a/Cd2/Cd274/Cd4/H2-M2/Spn/H2-DMb2/Itgb7/Cldn19/H2-T24/Cd28/Pdcd1/F11r/H2-DMb1/H2-K1/Cdh4/Cd6 |
| Primary immunodeficiency | 12 | 3.59E-05 | 0.000755 | Ptprc/Tap1/Cd3e/Cd8a/Cd3d/Cd4/Ciita/Tap2/Cd79a/Lck/Cd19/Jak3 |
| Autoimmune thyroid disease | 14 | 5.42E-05 | 0.001024 | H2-Aa/H2-Ab1/H2-Eb1/H2-T22/H2-T9/H2-T23/H2-M2/H2-DMb2/H2-T24/Cd28/Prf1/Gzmb/H2-DMb1/H2-K1 |
| Toxoplasmosis | 26 | 8.29E-05 | 0.001323 | H2-Aa/H2-Ab1/Pla2g4e/Casp9/Lama3/Igtp/Pla2g5/H2-Eb1/Pla2g2f/Hspa1b/Bcl2/Nfkbia/Tlr2/Ciita/Socs1/Stat1/Casp3/H2-DMb2/Il10rb/Pla2g2d/Lamc2/Ccr5/H2-DMb1/Lamb3/Casp8/Ifng |
| Hematopoietic cell lineage | 19 | 8.4E-05 | 0.001323 | Cd3g/H2-Eb1/Cd34/Cd24a/Cd3e/Il3ra/Cd8a/Cd2/Cd3d/Cd5/Kitl/Cd4/Cd44/ Itga2/ Cd59b/Il4ra/Il9r/Cd19/Kit |
| Phagosome | 28 | 0.000756 | 0.010985 | H2-Aa/H2-Ab1/H2-Eb1/H2-T22/H2-T9/Thbs4/Tap1/Dync1i1/H2-T23/ Cybb/Clec7a/Thbs1/Atp6v1g2/Cyba/Tlr2/Tap2/H2-M2/Itga2/H2-DMb2/ Tubb6/H2-T24/C1ra/Cd209b/Cd209a/Fcgr4/H2-DMb1/Ncf2/H2-K1 |
| Calcium signaling pathway | 29 | 0.001828 | 0.022957 | Htr2c/Pde1a/Itpka/Prkcg/Atp2b1/Camk4/Grin1/Ppp3r1/Avpr1a/Itpkb/Adcy9/Prkcb/Trhr/Adcy7/Chrm3/Atp2b4/Gna14/Cacna1g/Htr2a/Plcb4/Htr5b/Htr7/Pde1c/Ptafr/Chrm1/Oxtr/Agtr1a/Grin2d/Hrh1 |
| Chemokine signaling pathway | 29 | 0.001999 | 0.022957 | Ccl8/Cxcl13/Cxcl10/Adcy9/Ccl5/Prkcb/Grk5/Ccr1/Adcy7/Rac2/Ccr2/Cxcl11/Nfkbia/Stat1/Plcb4/Cxcr4/Hck/Ccl3/Cxcl16/Jak3/Cxcr6/Ccr5/Gnb4/Cxcl9/Ccr7/Xcr1/Prkcd/Ccl28/Cxcr3 |
| ECM-receptor interaction | 17 | 0.002175 | 0.022957 | Spp1/Lama3/Col6a3/Thbs4/Sdc2/Sv2c/Thbs1/Col5a2/Sv2b/Cd44/Itga2/Itgb7/Col4a4/Col5a3/Lamc2/Lamb3/Itgb6 |
| T cell receptor signaling pathway | 20 | 0.002179 | 0.022957 | Ppp3r1/Cd3g/Ptprc/Tec/Cd3e/Cd8a/Rasgrp1/Cd3d/Nfkbia/Cd4/Lat/Cd247/Cd28/Pdcd1/Lck/Card11/Prkcq/Ptpn6/Ifng/Grap2 |
| Leishmaniasis | 14 | 0.002186 | 0.022957 | H2-Aa/H2-Ab1/H2-Eb1/Prkcb/Cyba/Nfkbia/Tlr2/Stat1/H2-DMb2/Fcgr4/H2-DMb1/Ncf2/Ptpn6/Ifng |
| Cytosolic DNA- sensing pathway | 10 | 0.004014 | 0.039927 | Cxcl10/Ccl5/Zbp1/Nfkbia/Irf7/Mavs/Ddx58/Ifi202b/LOC100044068/Casp1 |
| Staphylococcus aureus infection | 11 | 0.005153 | 0.048696 | H2-Aa/H2-Ab1/H2-Eb1/Itgal/C1s1/H2-DMb2/C1ra/Ptafr/Fcgr4/H2-DMb1/Hc |

**Table. S2. Oligonucleotide primers used for mRNA real-time PCR**

| Gene | Sense primer (5’ to 3’) | Antisense primer(5’ to 3’) | |  |
| --- | --- | --- | --- | --- |
| *Cx3cr1*  *Tlr2*  *Tap1*  *Fcgr2b*  *Itga2*  *Thbs1*  *C1qa*  *C1qc*  *Cfp*  *C1 s1*  *C3*  *C6*  *Nr4a1*  *IL-6*  *TNFα*  *IFNγ*  *MX-1*  *Gapdh* | CGCCAACTCCATGAACAACC  CGGACTGTTTCCTTCTGACCA  AGCGGCAACCTTGTCTCATT  GTCACAGAAGTGGACGGAGTG  TGGTAGTTGTGACCGATGG  AACCAGTGTGTGGAAAGGCA  AGGACTGAAGGGCGTGAAAG  ATCCATCGGCCCTGTATCTC  TTGCTTCCATTCTGACCCCC  ATGACCAGAGGCAGGAGAGG  CCCCTTACCCCTTCATTCCTT  CTTAGCGTGCGTGTCTTTGG  GAAAGTTGGGGGAGTGTGCT  CCCCAATTTCCAATGCTCTCCT  TTGCTCTGTGAAGGGAATGG  GGGTGGGGAAGAGATTGTCC  TCATCAGAGTGCAAGCGAGG  CCAGCTACTCGCGGCTTTA | | GATGAGTCTGACGGCTCTGG  ACGCTTTGTCTGAGGTTTCG  ACCTGCACTTTGAATCAGGTGGTC  ATGTTTGAGGGTGCCAACGA  CTGCTATGCCGAACCTCAGT  CTGCTATGCCGAACCTCAGT  GGGAAGCCAAAGGAGTCCAA  TTTCTCTATCTCACCACCTGAAC  CAGGTTCCCCCTTCGTCATT  ACCCAGGGCTCAGTGTCA  GCCGTAGGACATTGGGAGTA  TCCAGACCCTTCAAATCGACC  GGGTCTCATCTAATGGGCCG  CATAACGCACTAGGTTTGCCG  GGCTCTGAGGAGTAGACAATAAAG  CCCAGATACAACCCCGCAAT  GGCTGTCTCCCTCTGATACG  GTTCACACCGACCTTCACCA | |

**Table. S3. Key resources table**

**Table. S4. Antibodies for immunoblotting and for immunohistochemistry or immunofluorescence**

| **Antibodies used for immunoblotting studies** | | | |
| --- | --- | --- | --- |
| Antibody | Cat. | Company | Dilution |
| C1q | ab71940 | Abcam | 1:1000 |
| C1q | sc-53544 | Santa Cruz Biotechnology | 1:500 |
| C1q | sc-58920 | Santa Cruz Biotechnology | 1:500 |
| C5b-9 | sc-66190 | Santa Cruz Biotechnology | 1:500 |
| CD68 | #66231-2-Ig | Proteintech | 1:1000 |
| IBA-1 | #019-19741 | Wako | 1:1000 |
| MAP2 | #17490-1-AP | Proteintech | 1:1000 |
| Synaptophysin | #17785-1-AP | Proteintech | 1:1000 |
| NR4A1 | sc-365113 | Santa Cruz Biotechnology | 1:1000 |
| NR4A2 | sc-376984 | Santa Cruz Biotechnology | 1:1000 |
| NR4A3 | sc-393902 | Santa Cruz Biotechnology | 1:1000 |
| ACTB | #4970 | Cell Signaling Technology | 1:1000 |
| **Antibodies used for co-IP studies** | | | |
| C1q | #11602-1-AP | Proteintech | 1:250 |
| IgG | #66360-3-Ig | Proteintech | 1:250 |
| PSD-95 | #20665-1-AP | Proteintech | 1:500 |
| Synaptophysin | #17785-1-AP | Proteintech | 1:500 |
| **Antibodies used for immunohistochemistry or immunofluorescence** | | | |
| C1q | ab71940 | Abcam | 1:500 |
| C1q | #11602-1-AP | Proteintech | 1:250 |
| CD68 | AB_322219 | Bio-Rad | 1:500 |
| LAMP1(clone 1D4B) | Santa Cruz Biotechnology | Santa Cruz Biotechnology | 1:500 |
| IBA-1 | #019-19741 | Wako | 1:500 |
| TMEM119 | ab209064 | Abcam | 1:500 |
| MAP2 | ab11267 | Abcam | 1:500 |
| NeuN | ab177487 | Abcam | 1:500 |
| PSD-95 | ab2723 | Millipore | 1:500 |
| Synaptophysin | N101002 | Synaptic Systems | 1:500 |
| VGLUT1 | N1602-At488-S | Synaptic Systems | 1:500 |
| VGAT-1 | AB1570W | Millipore | 1:500 |
| Gephyrin (clone G-6) | sc-25311 | Santa Cruz Biotechnology | 1:500 |
| C3 | sc-8399 | Santa Cruz Biotechnology | 1:500 |
| CD3 | #85-17-0032-82 | eBioscience | 1:500 |
| CD45 | #69-0451-82 | eBioscience | 1:500 |
| B220 | #11-0452-85 | eBioscience | 1:500 |
| CD45R/B220 (RA3-6B2) | #103236 | Biolegend | 1:500 |
| Alexa Fluor 555 goat anti-mouse IgG | # A 21422 | Invitrogen | 1:500 |
| Alexa Fluor 555 goat anti-rabbit IgG | # A21429 | Invitrogen | 1:500 |
| Alexa Fluor 555 donkey anti-goat IgG | # A21432 | Invitrogen | 1:500 |
| Alexa Fluor 488 goat anti-rabbit IgG | # A11008 | Invitrogen | 1:500 |
| Alexa Fluor 488 donkey anti-mouse IgG | # A21202 | Invitrogen | 1:500 |

# Supplementary material for: Neuronal NR4A1 deficiency drives complement-coordinated synaptic stripping by microglia in a mouse model of lupus
**Source:** Signal Transduct Target Ther. 2022 Feb 18;7:50. doi: 10.1038/s41392-021-00867-y

### Figure 1 I

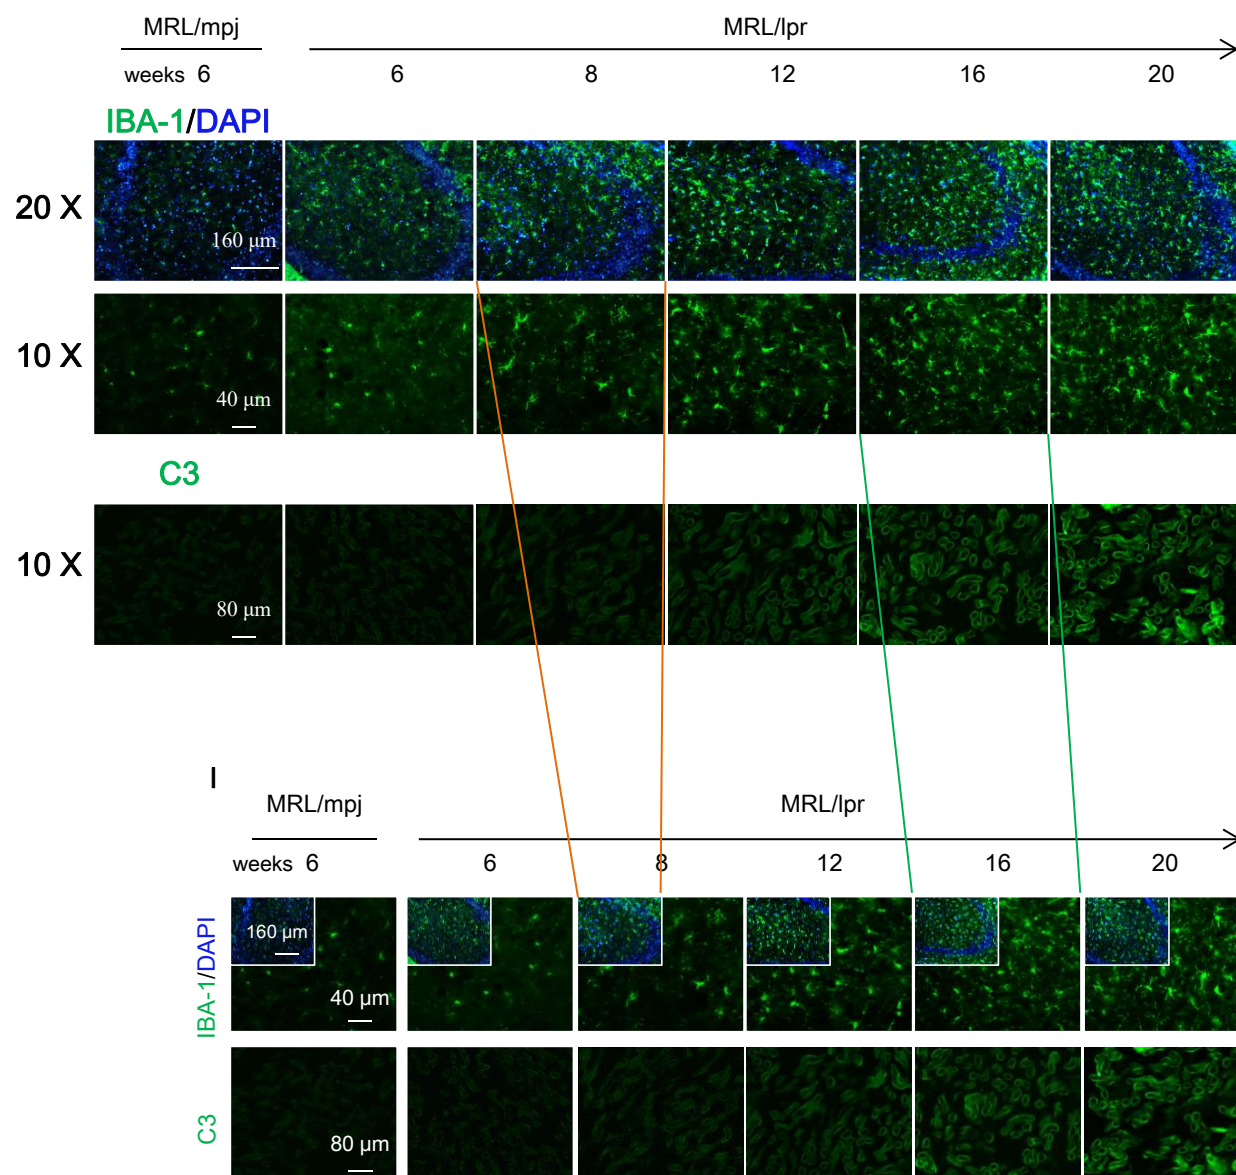

Figure 3a

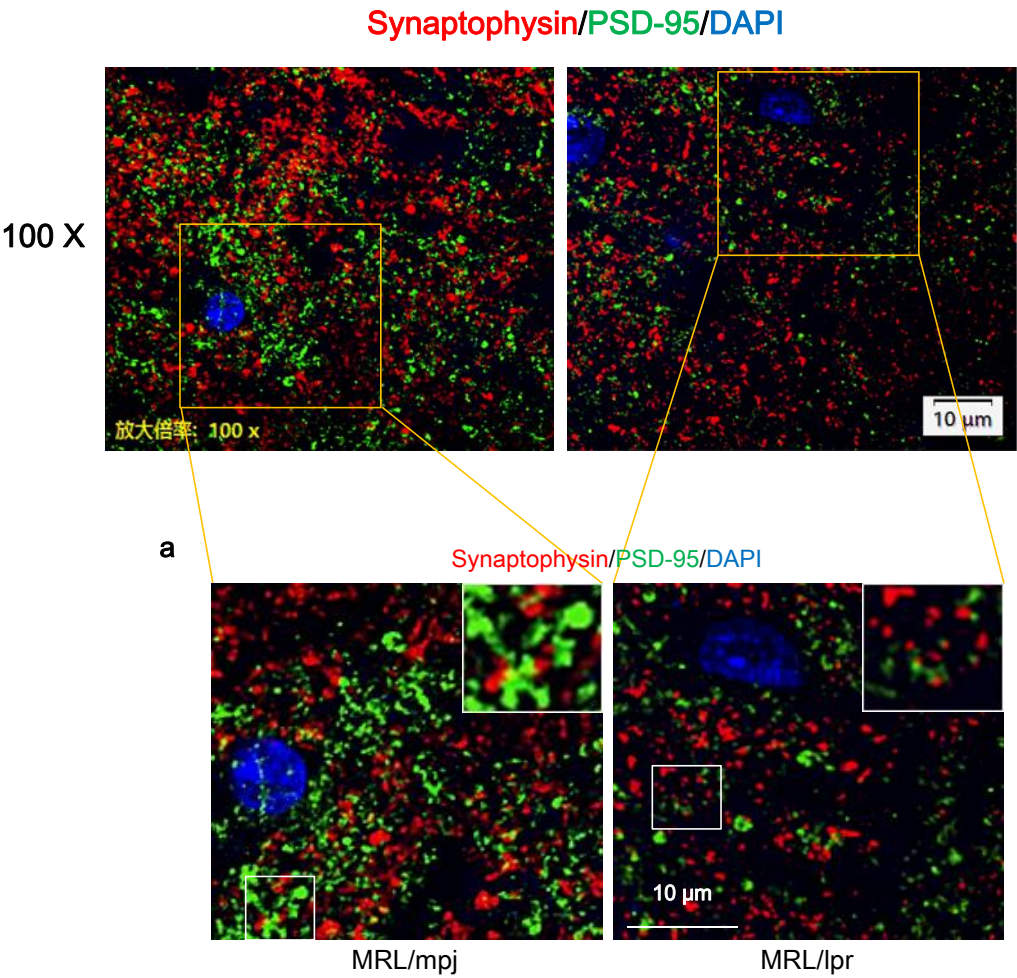

Figure 3c

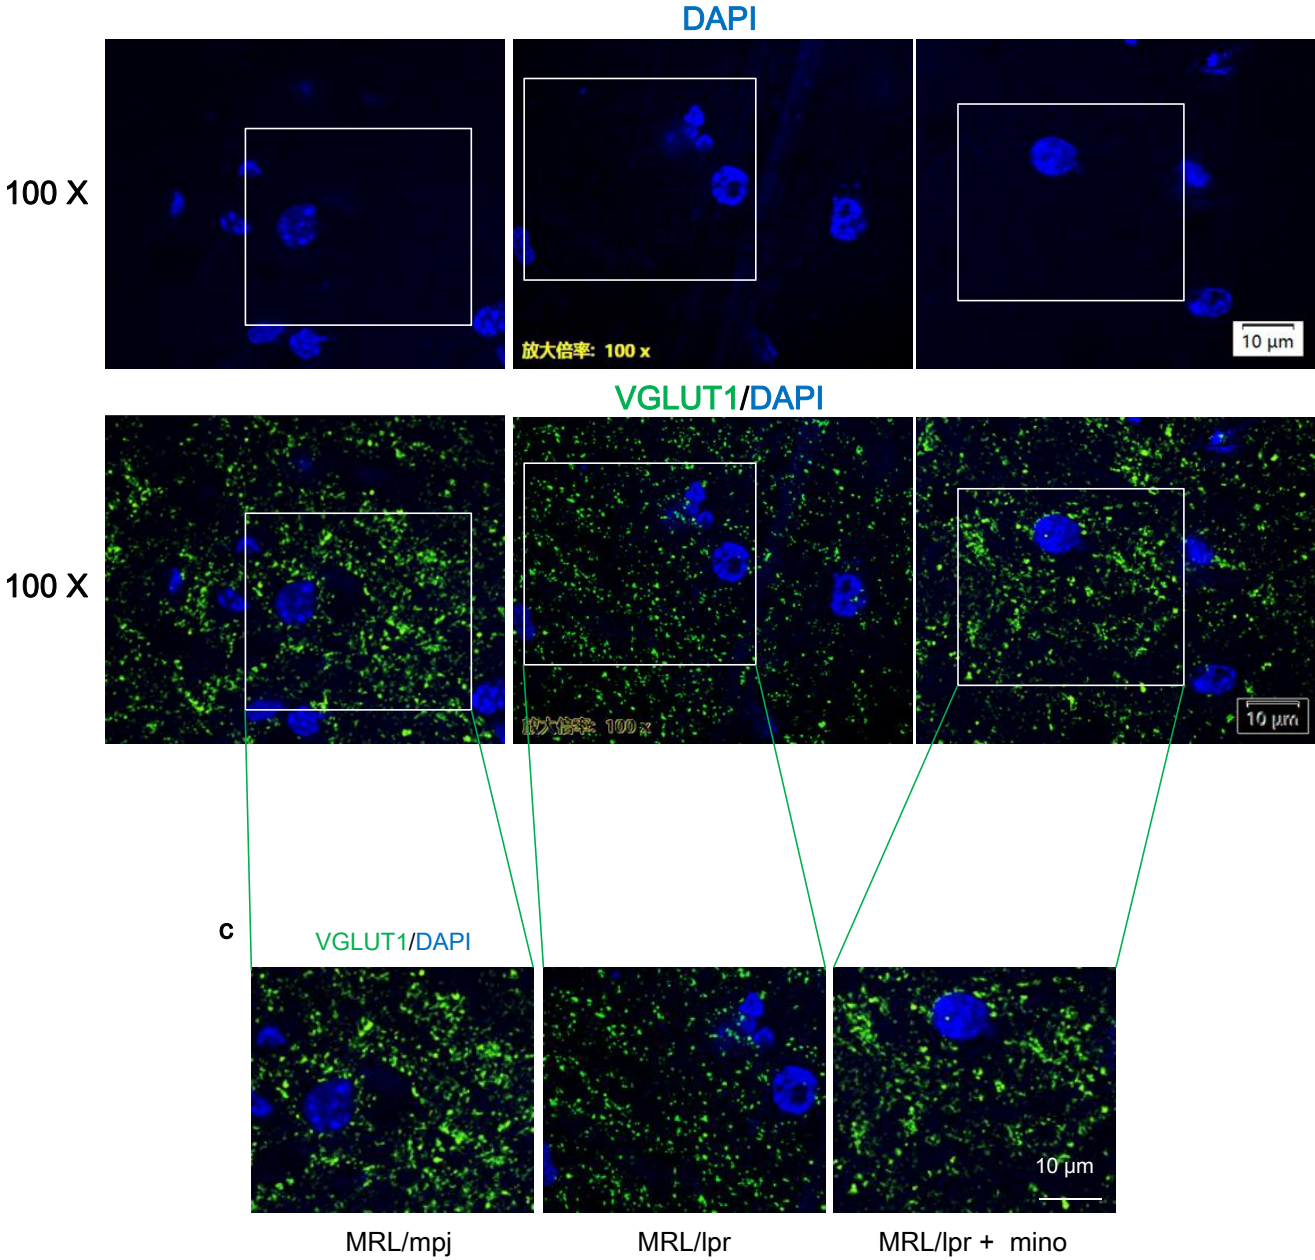

Figure 3g

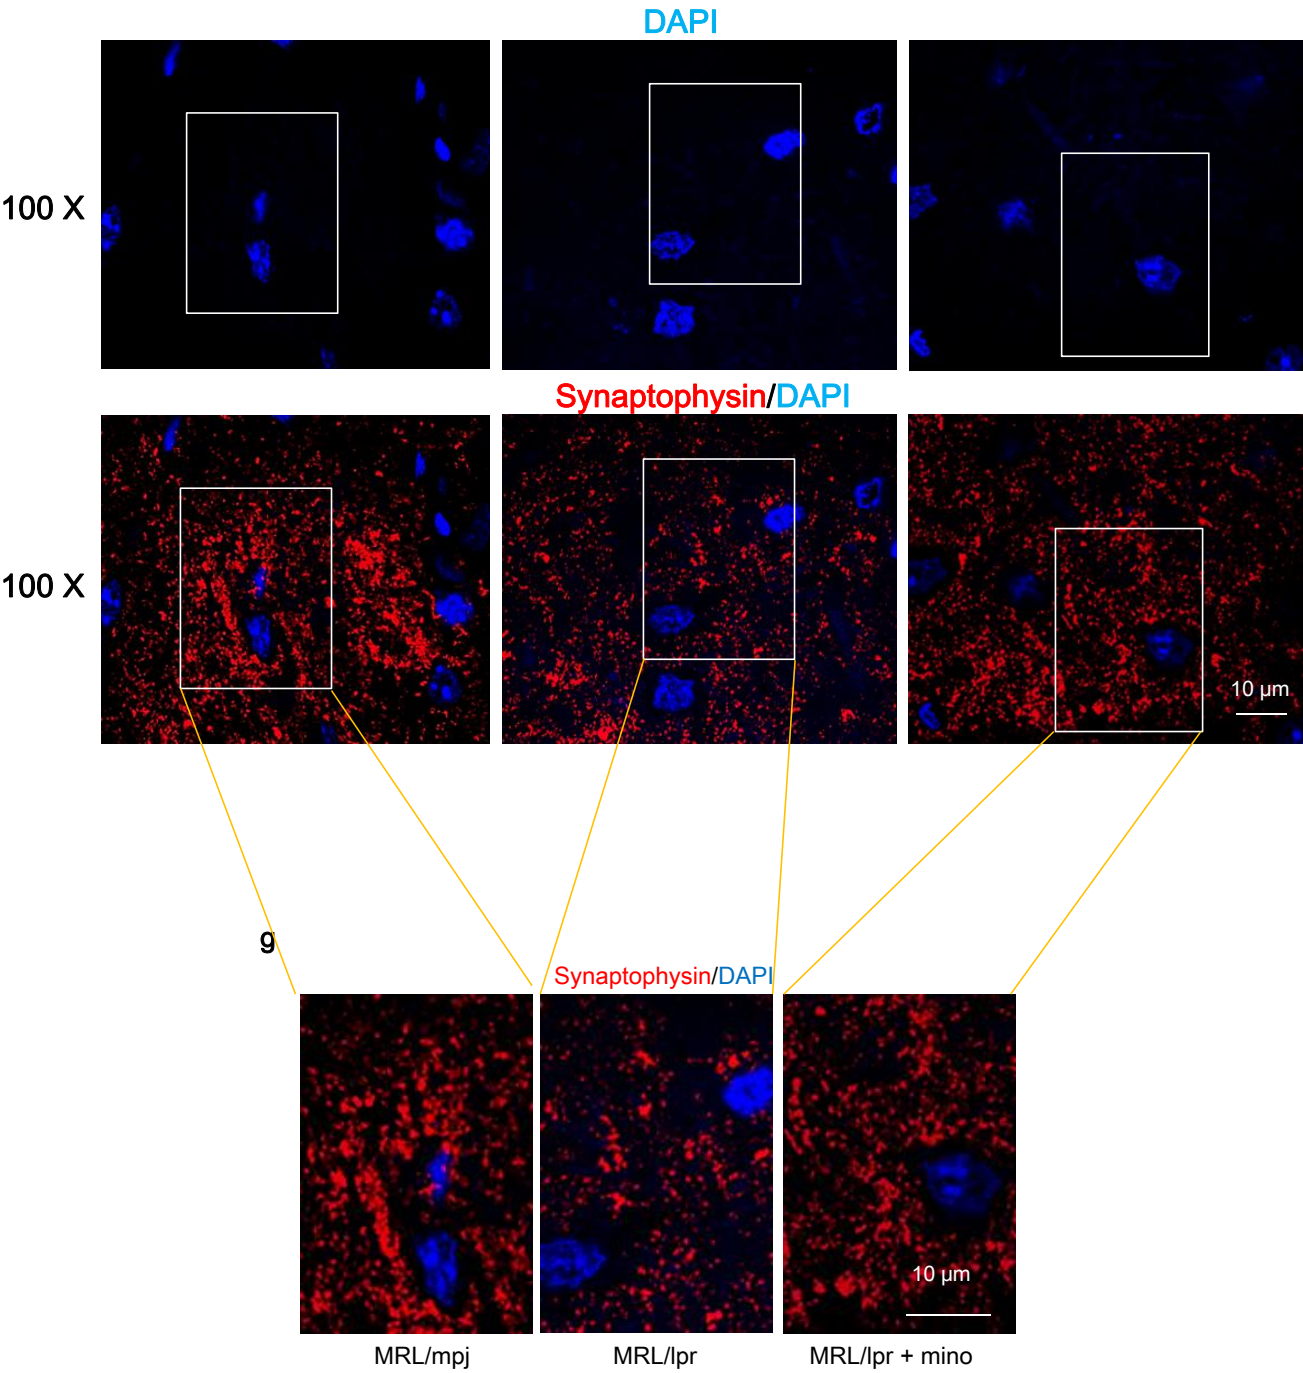

Figure 4b

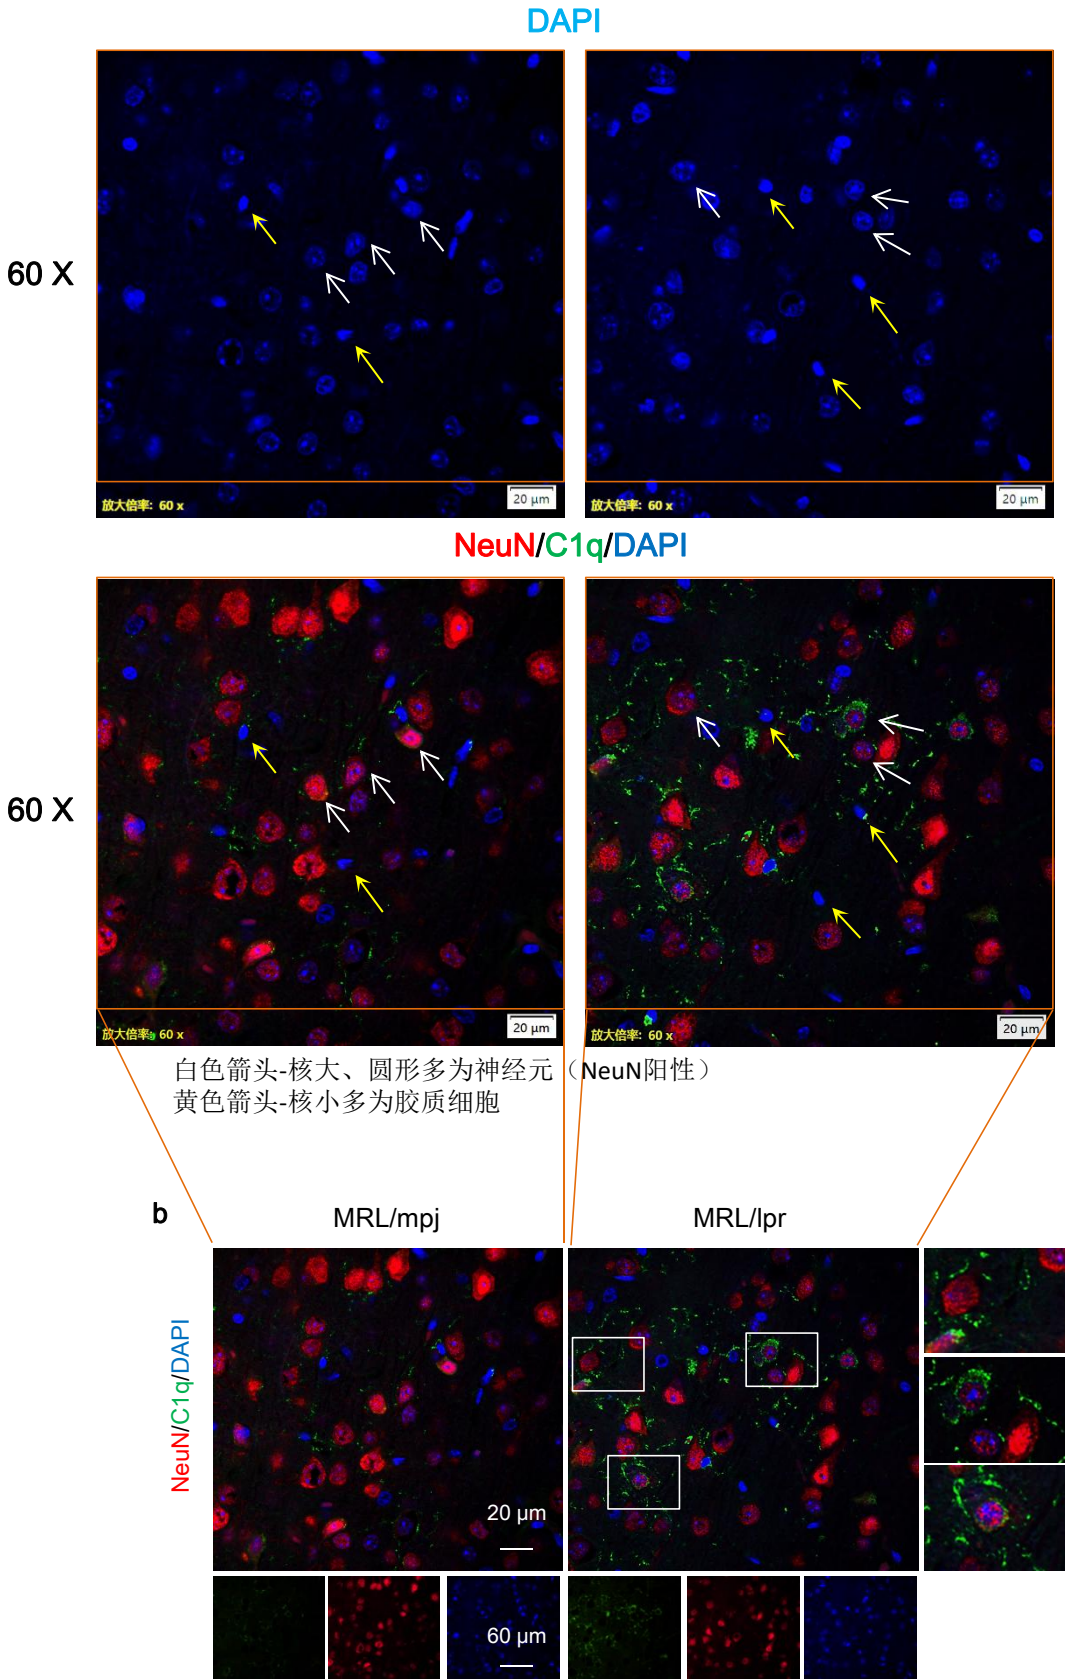

Figure 4c

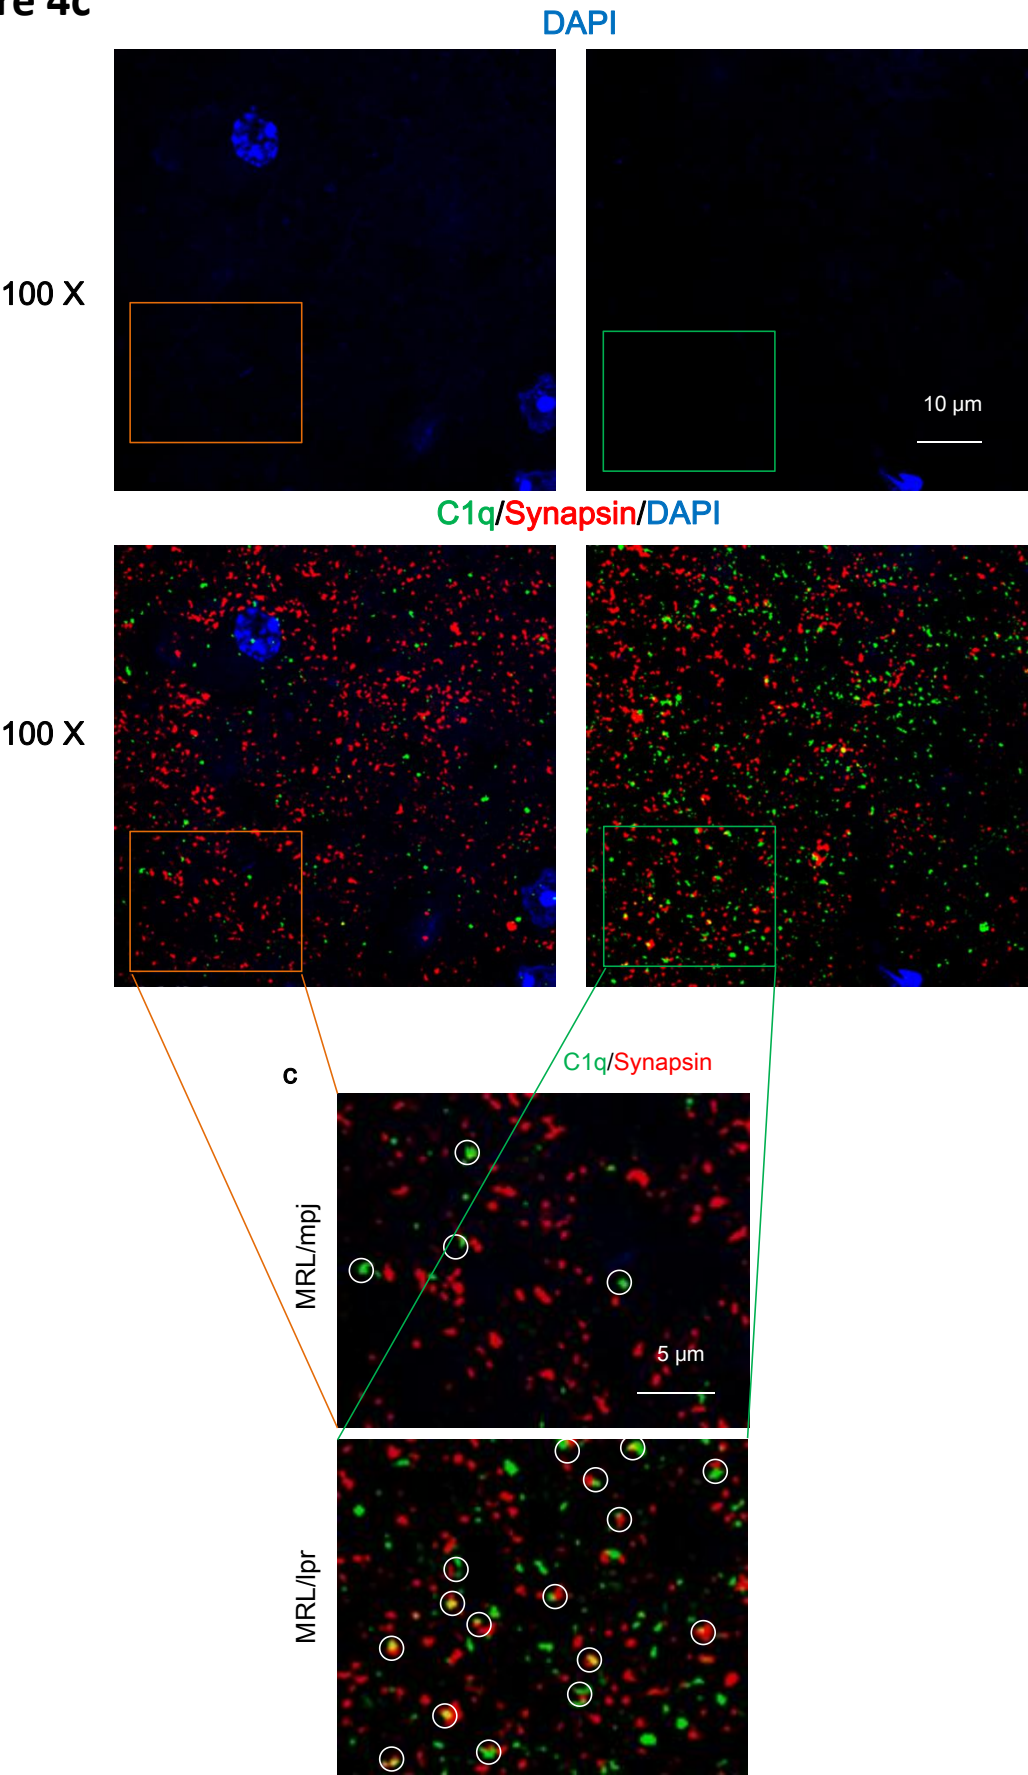

Figure 5a

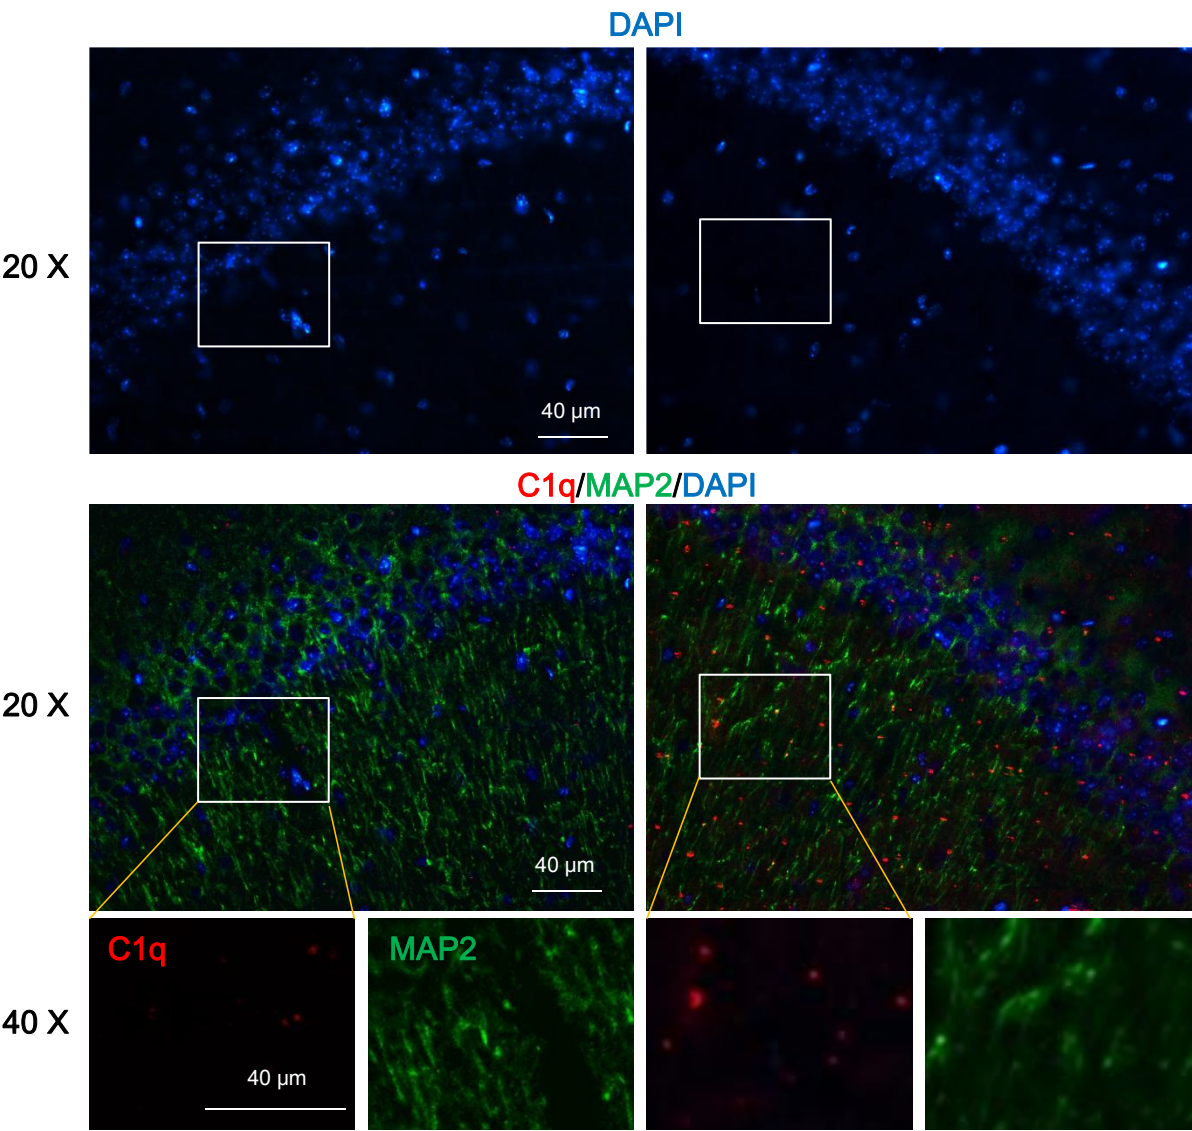

Fig5a

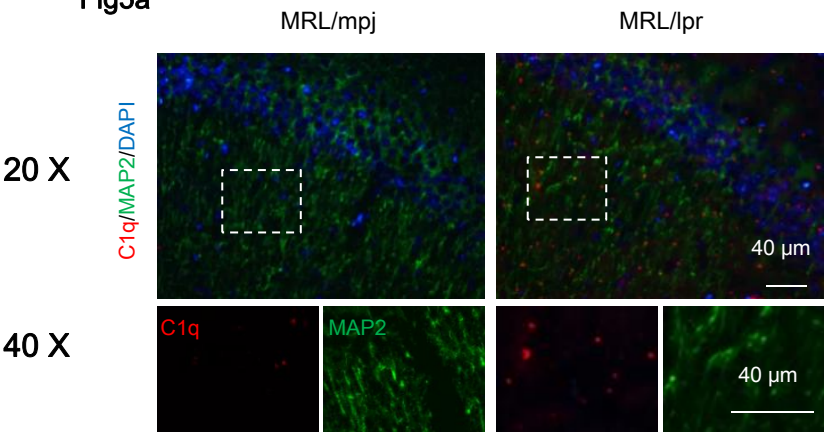

Figure 5b

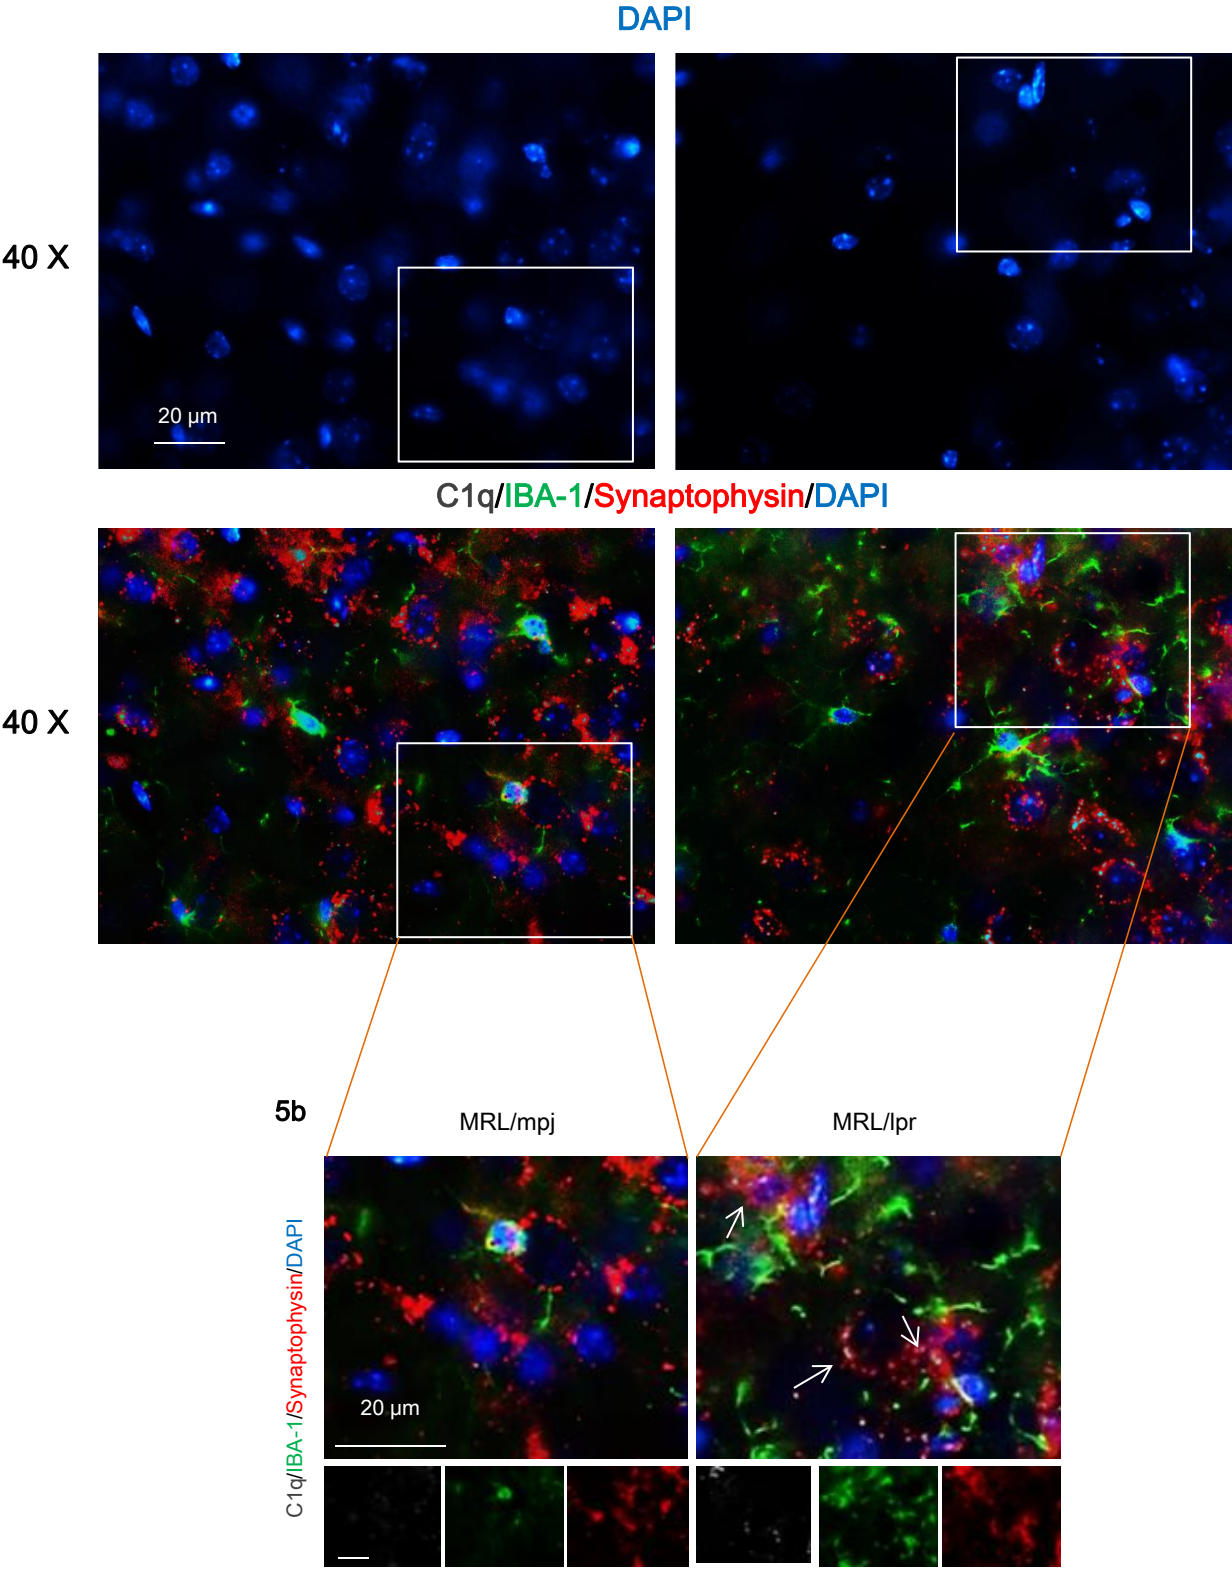

Figure 6e

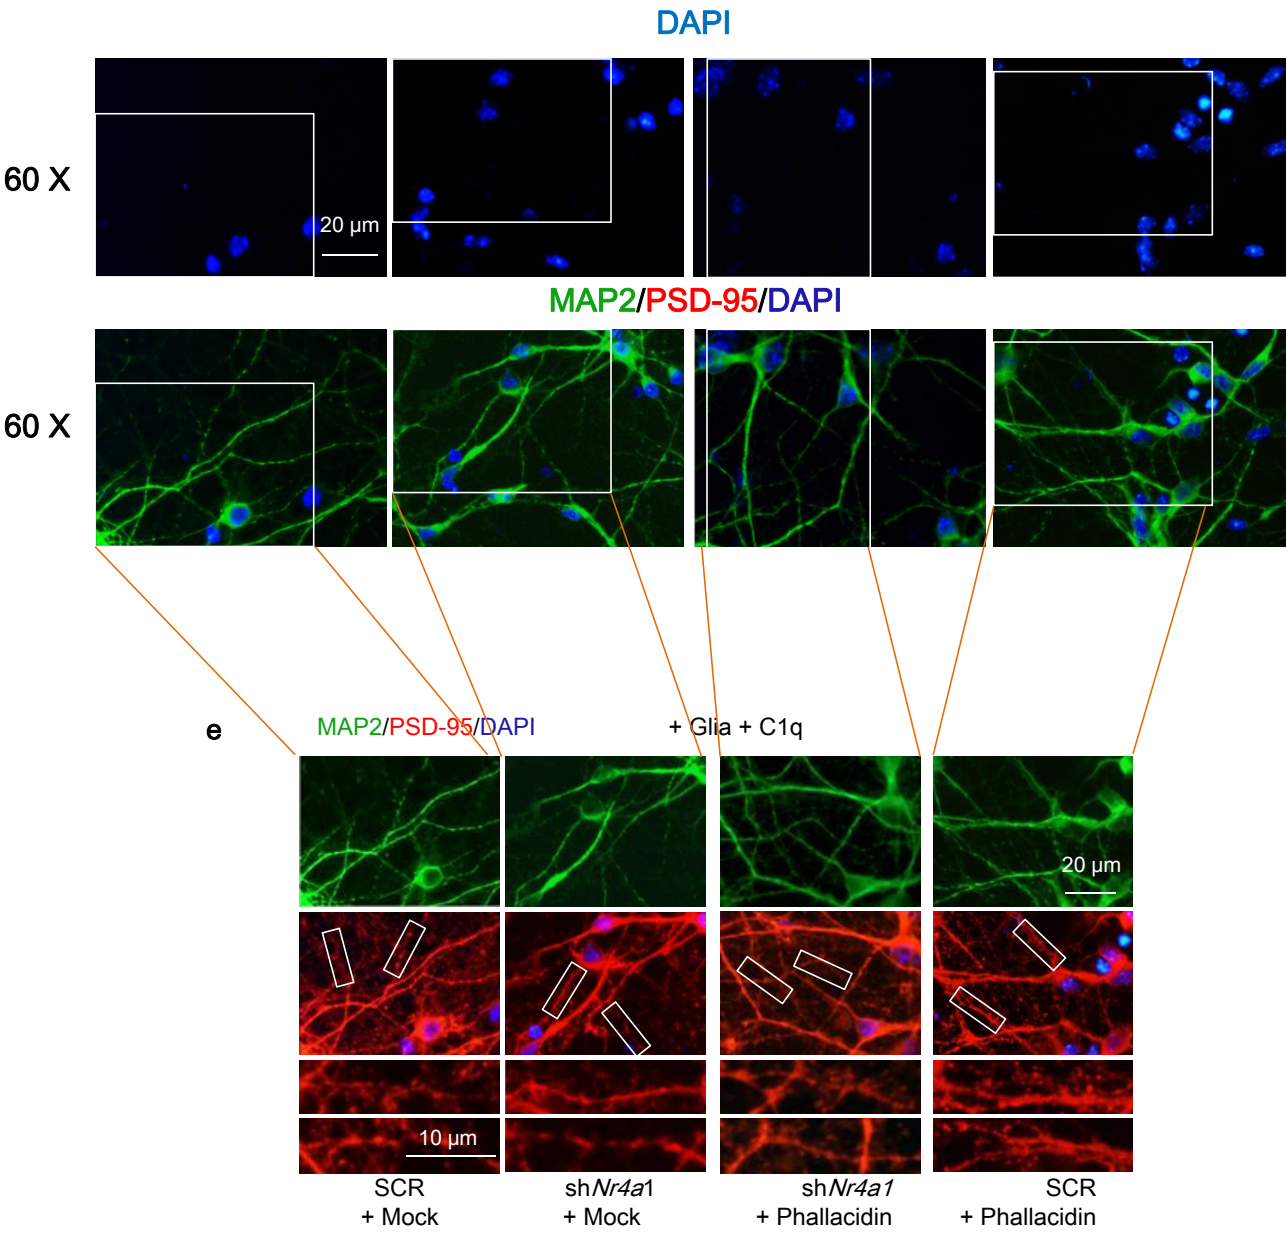

Figure 6g

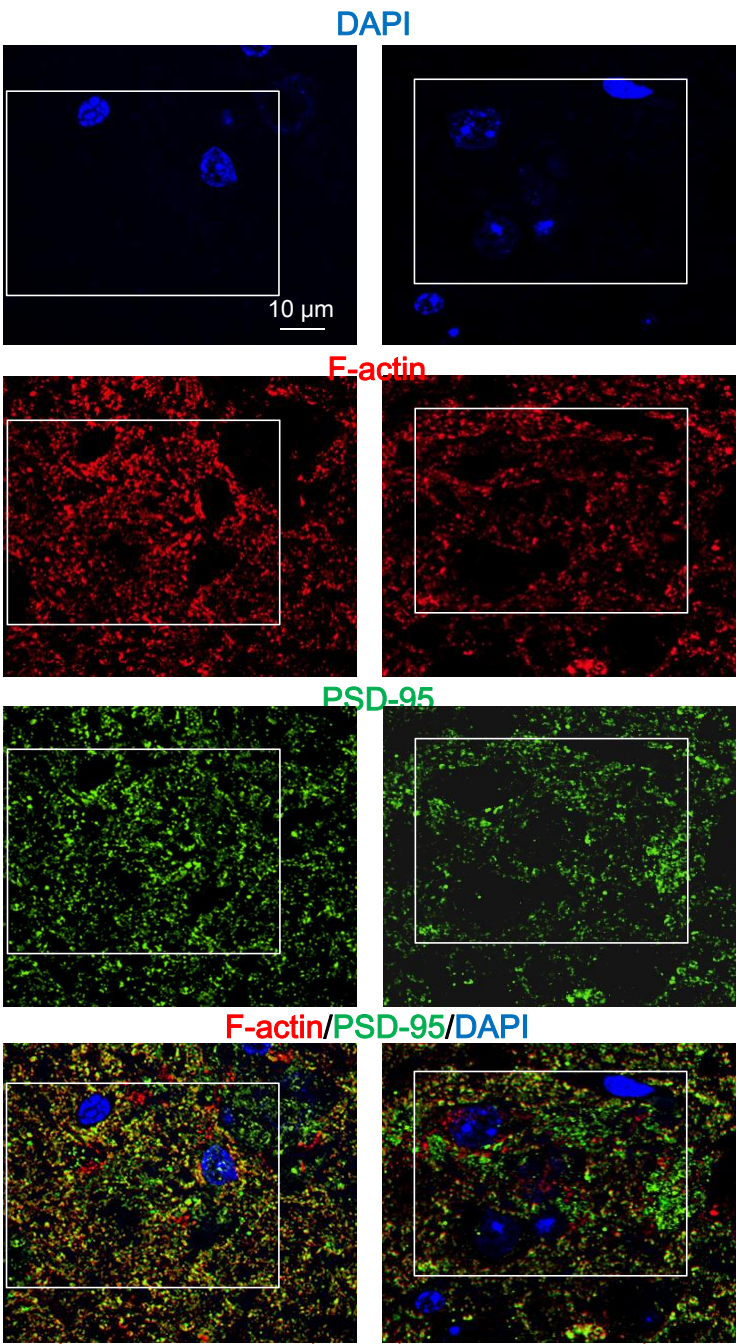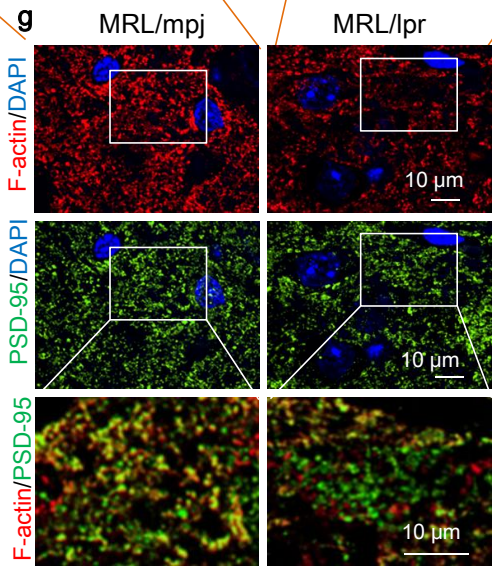

Figure 7d

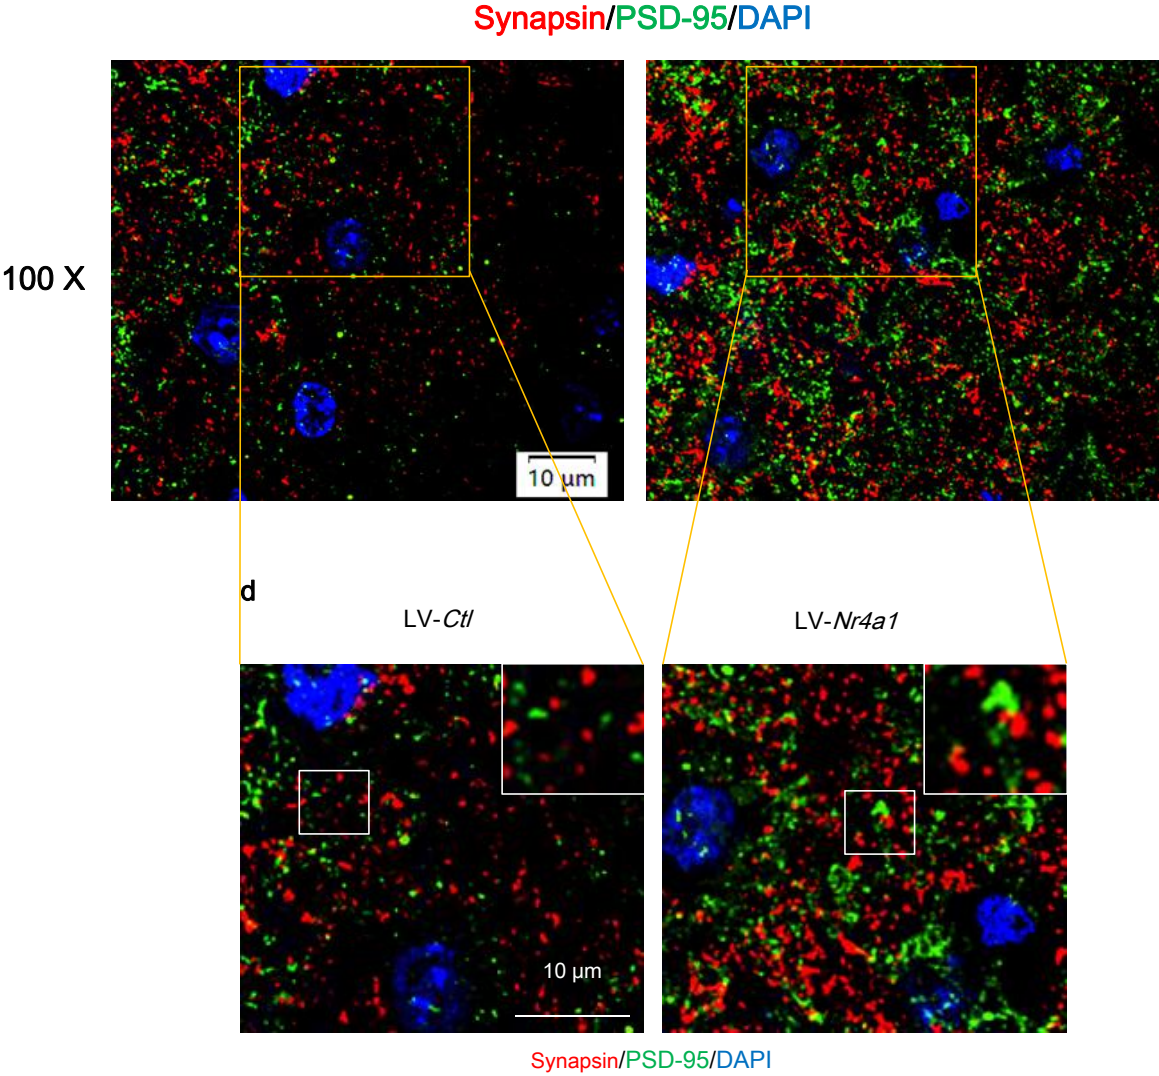

Figure S5a

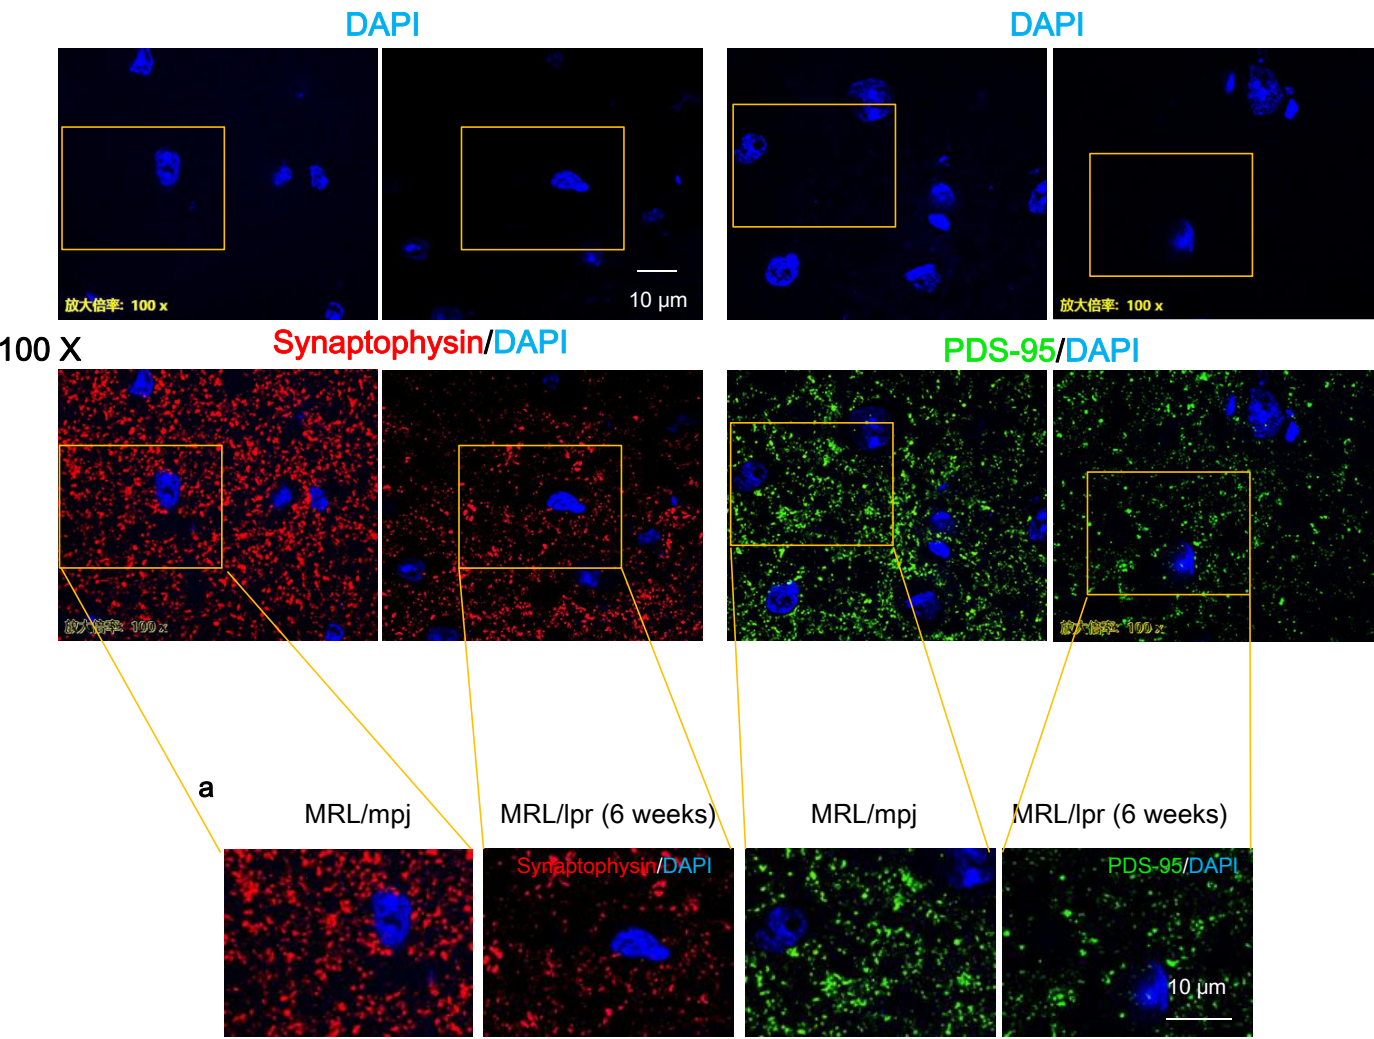

Figure S5b

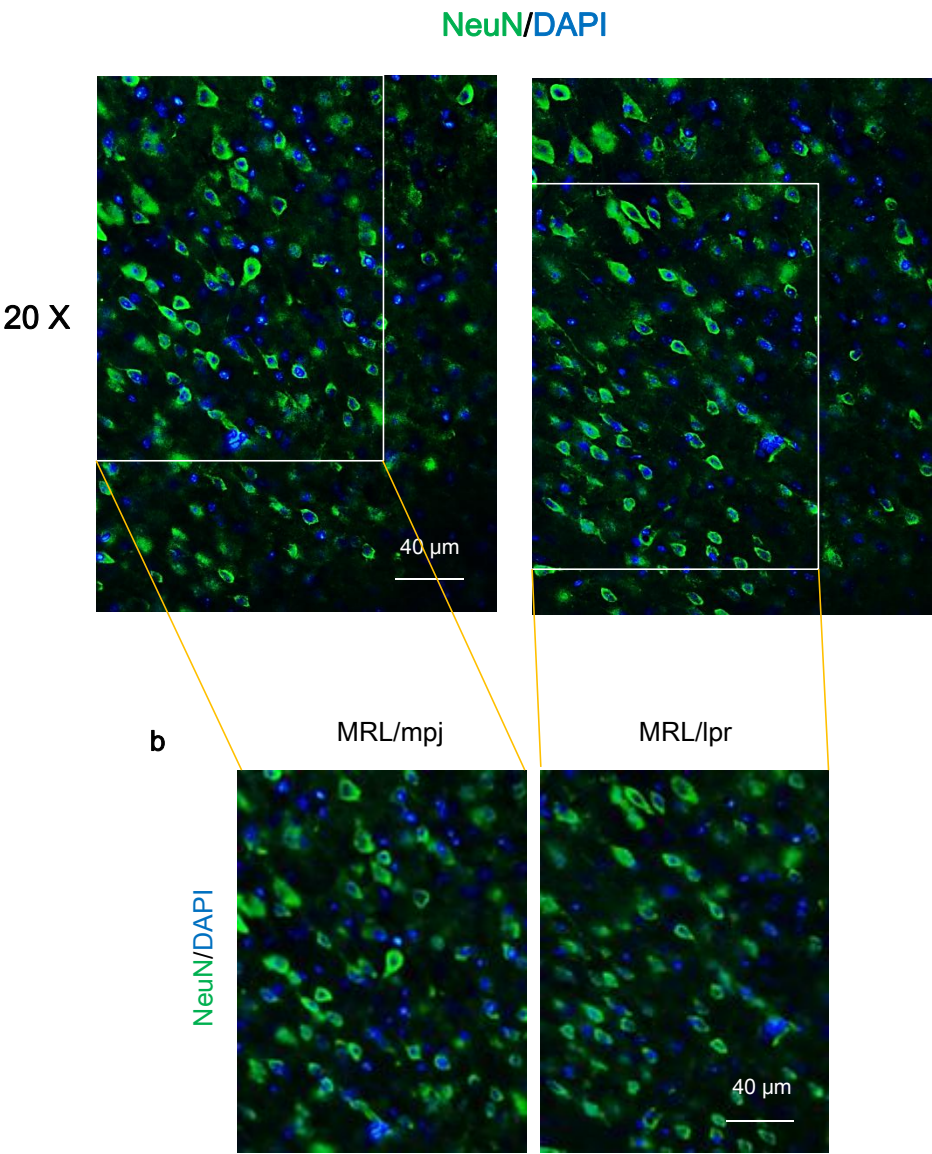

Figure S5c

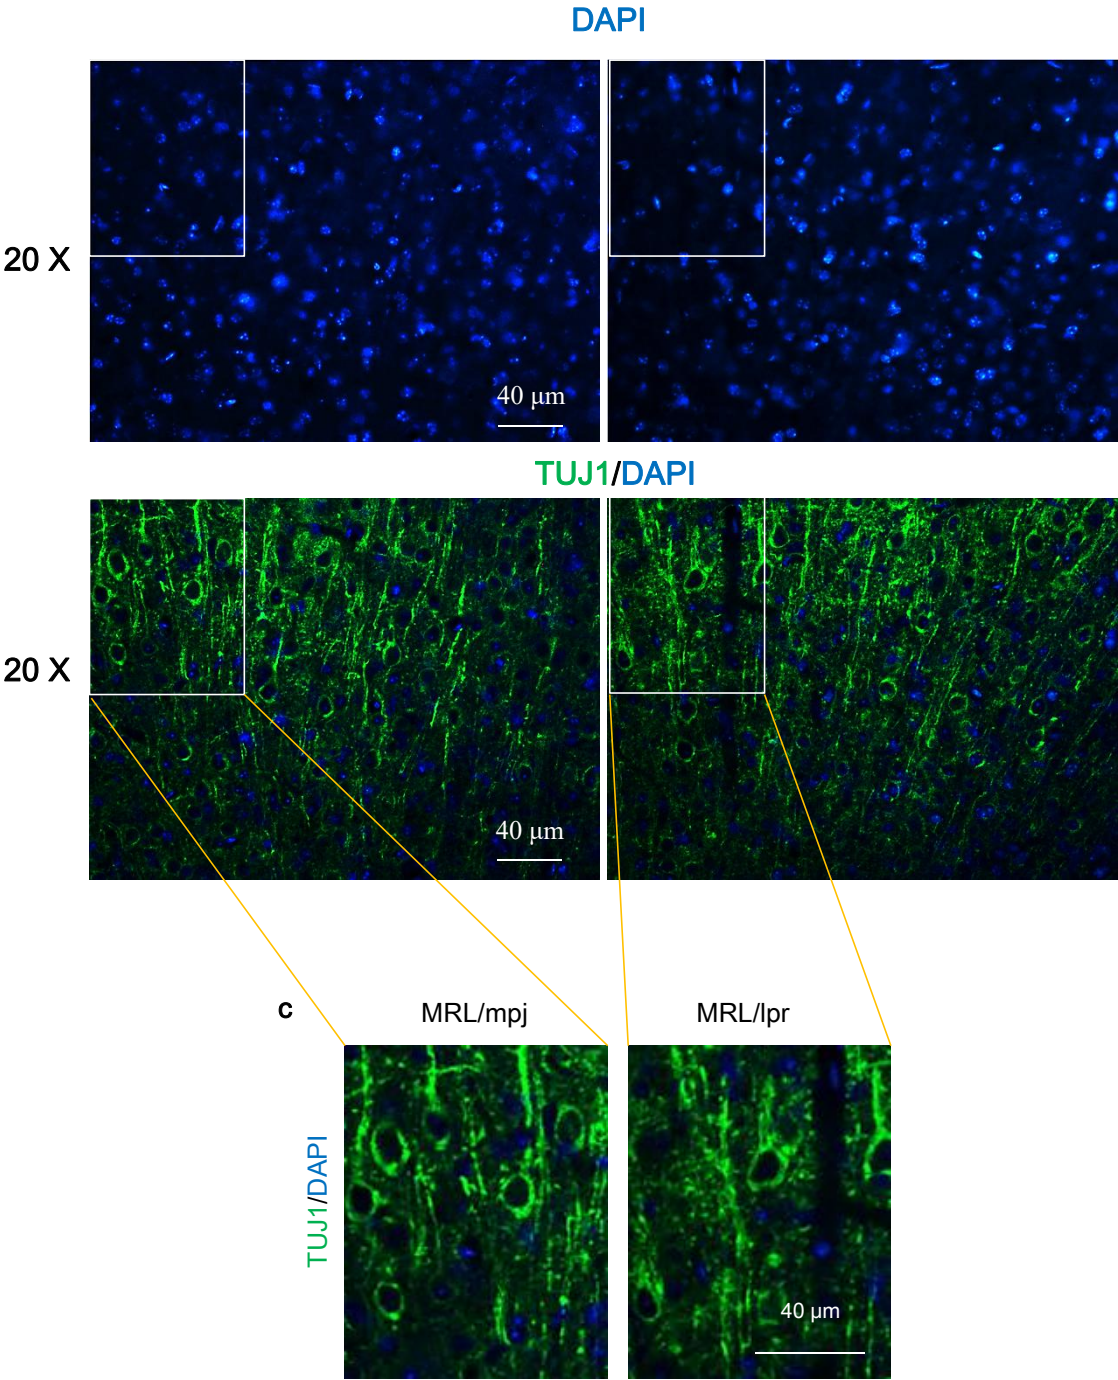

Figure S5d

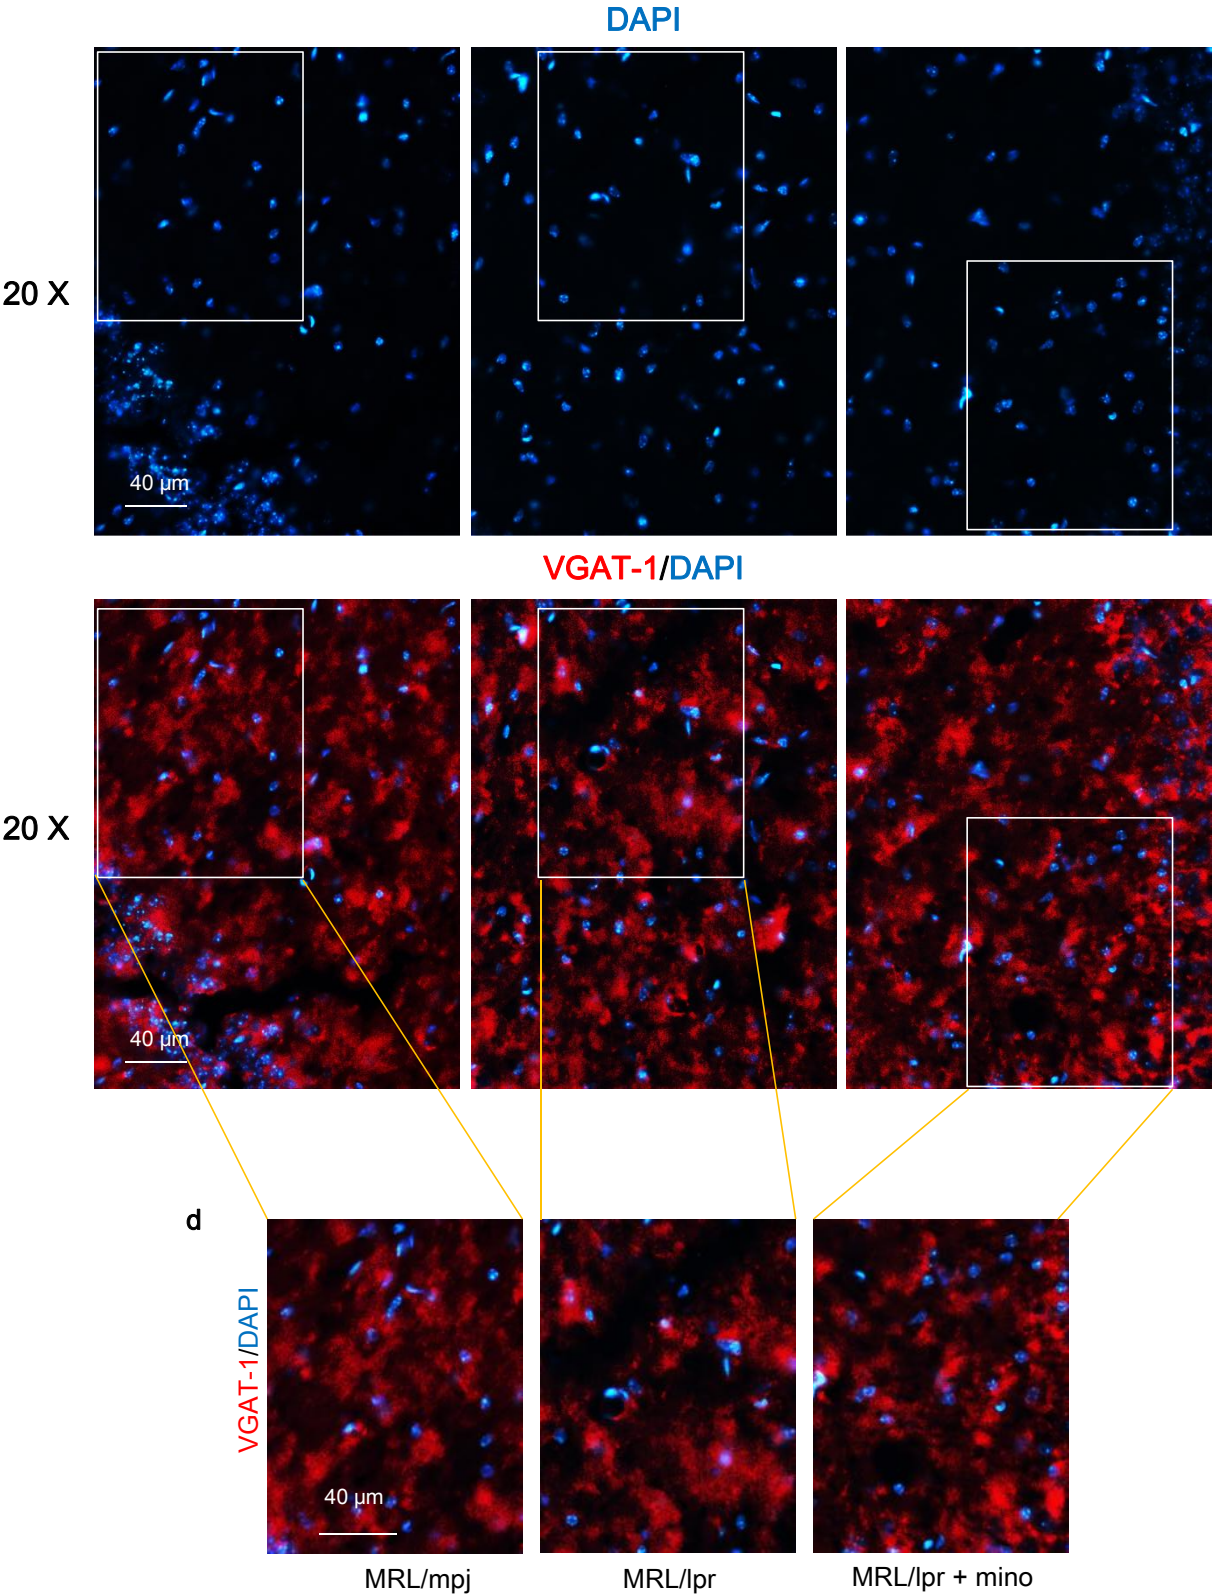

Figure S5e

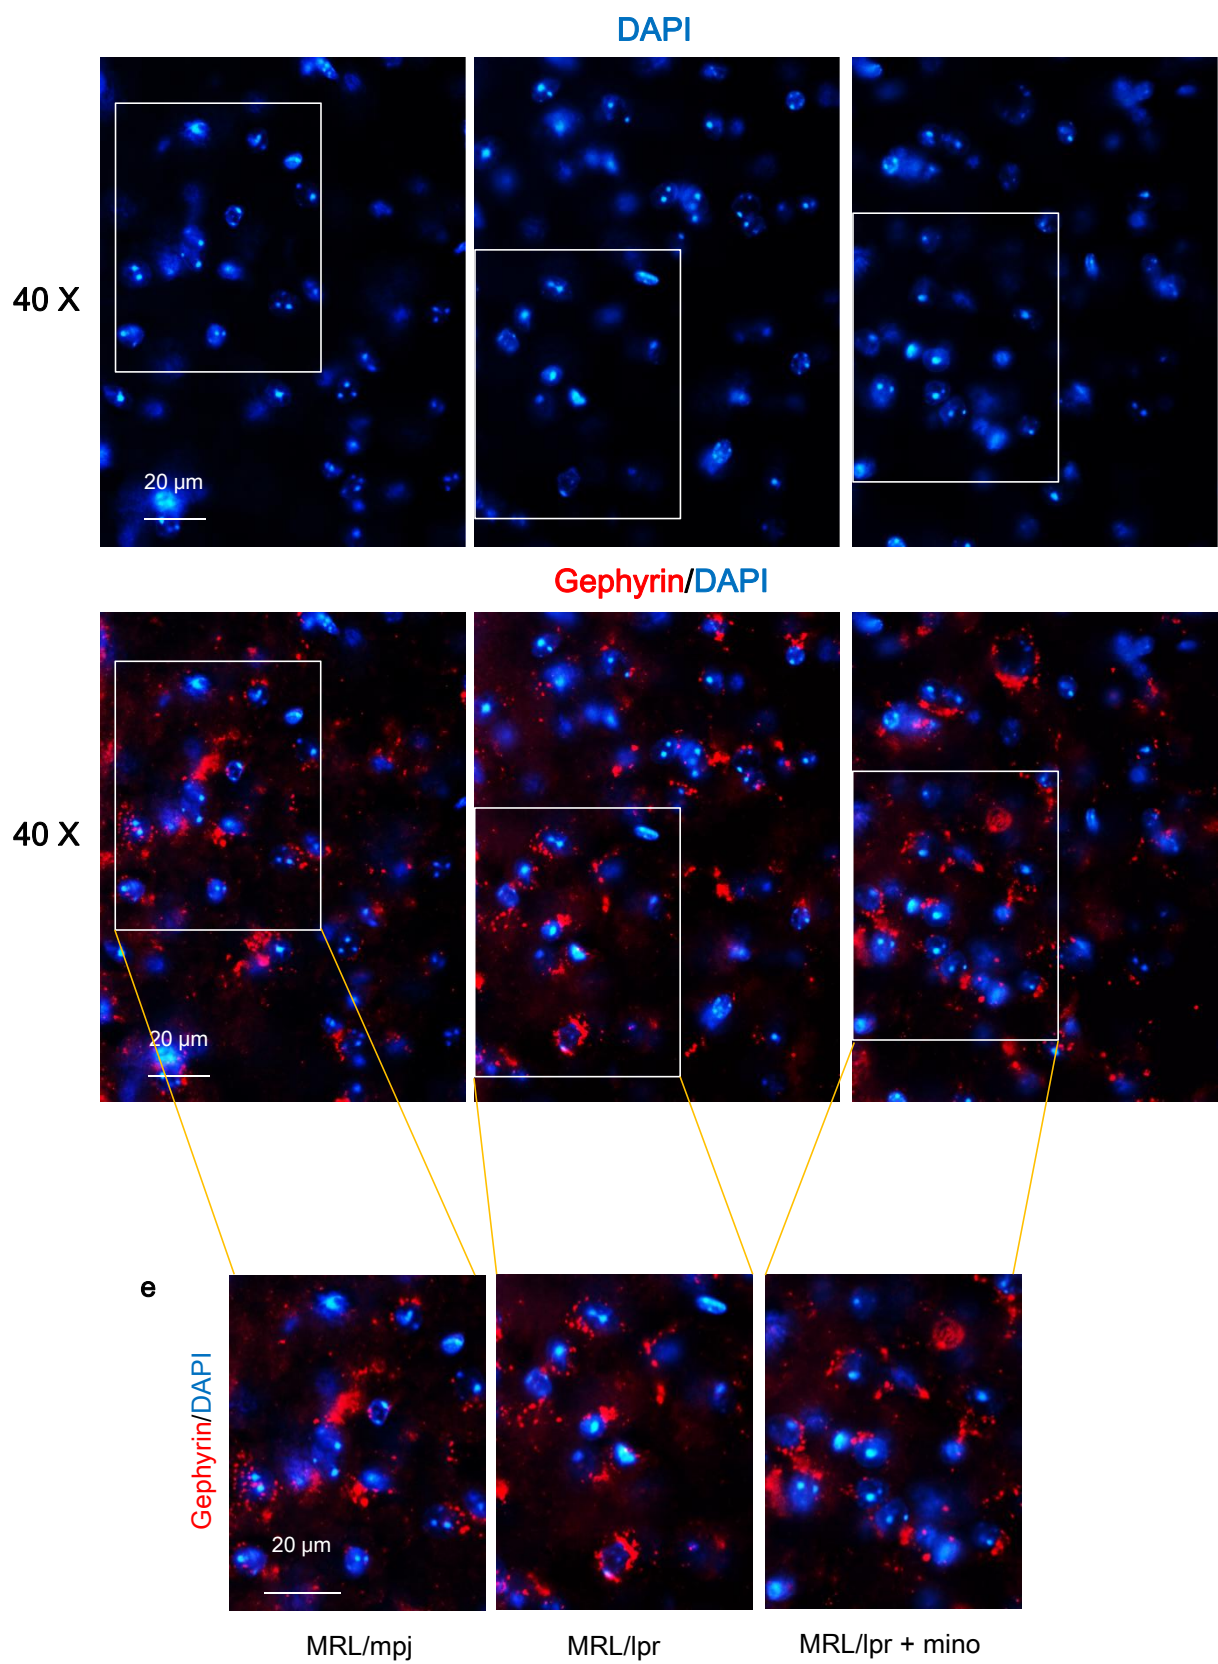

Figure S6g

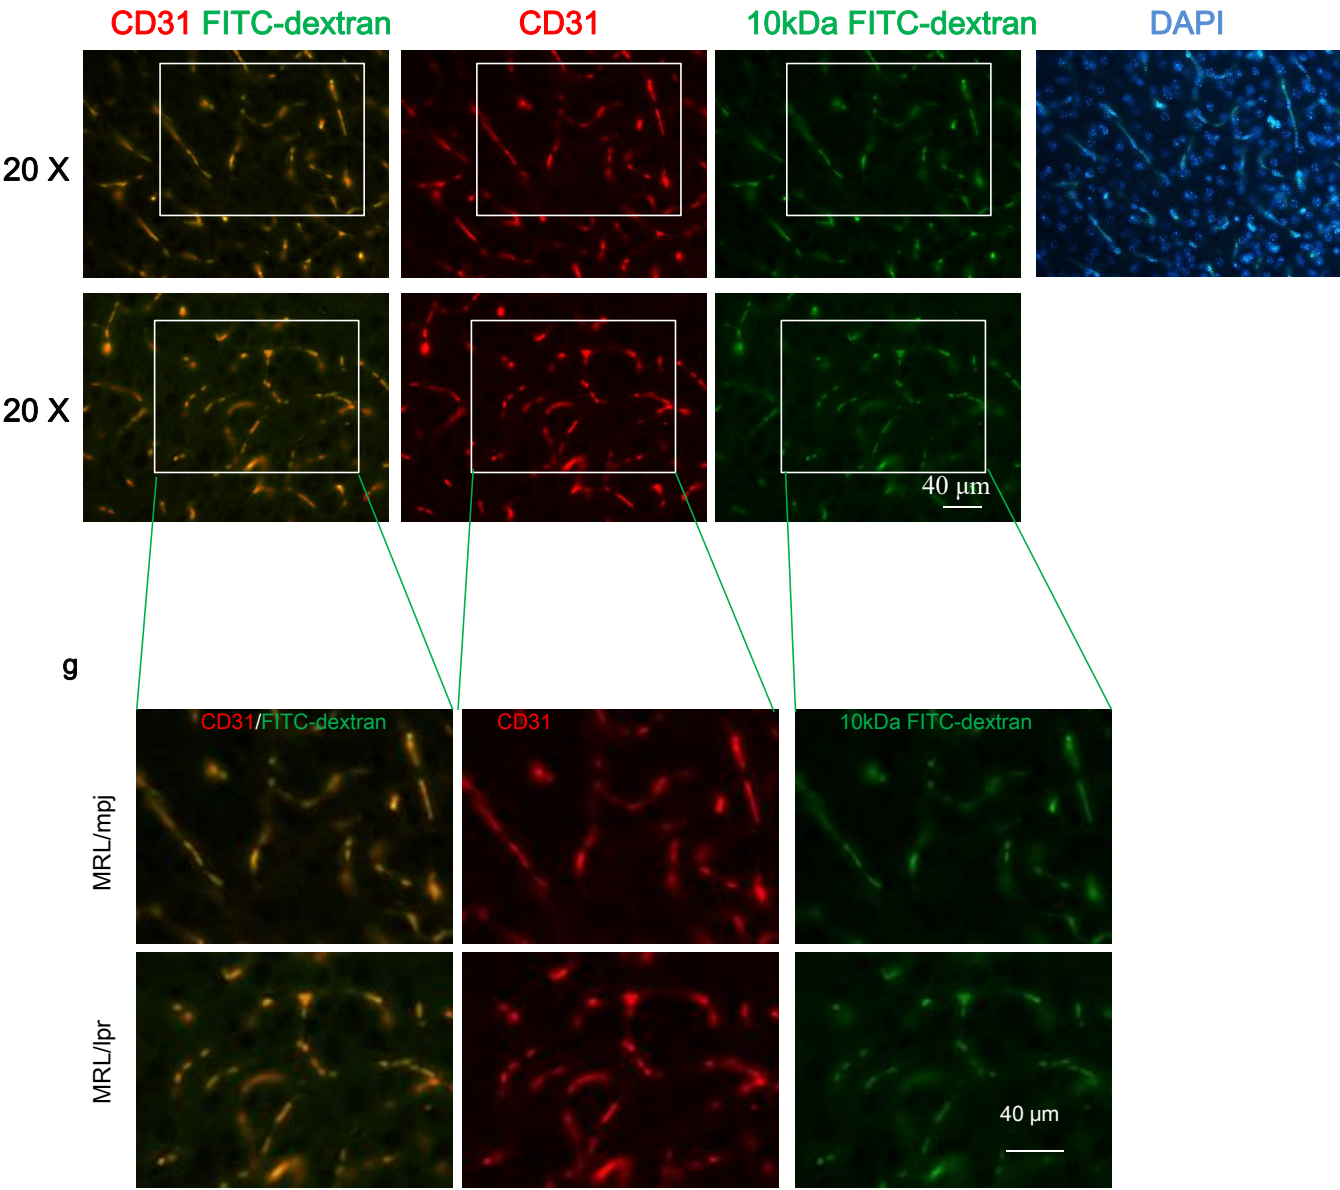

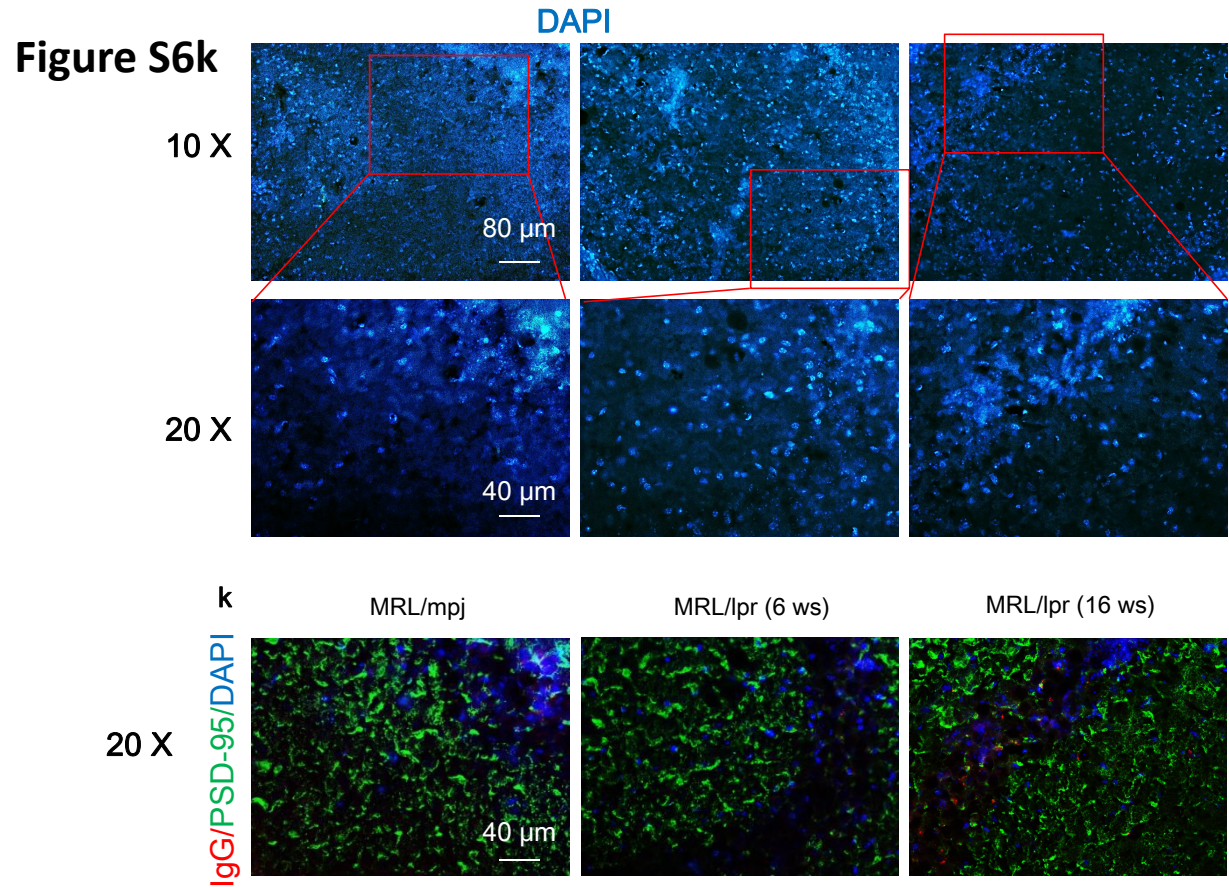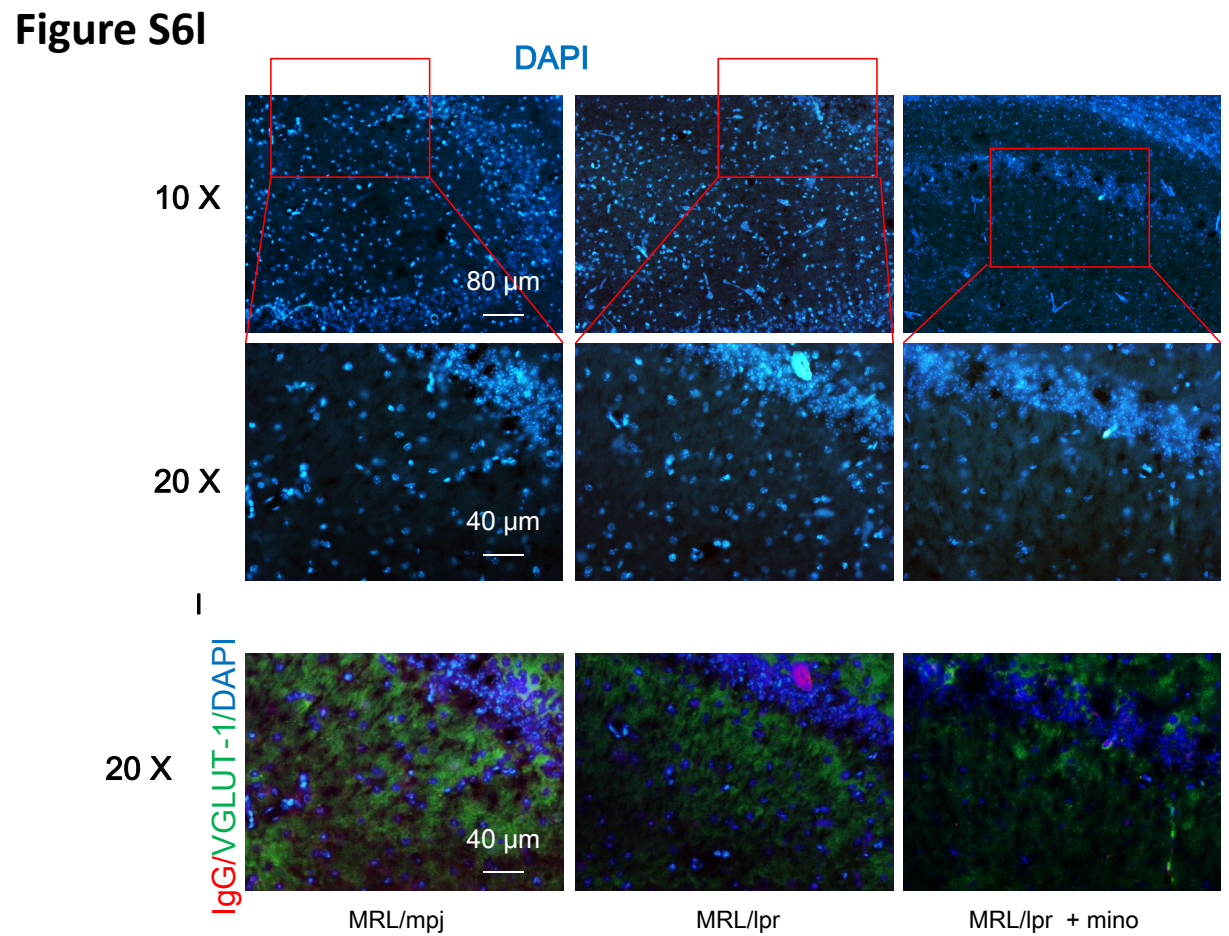

Figure S9c

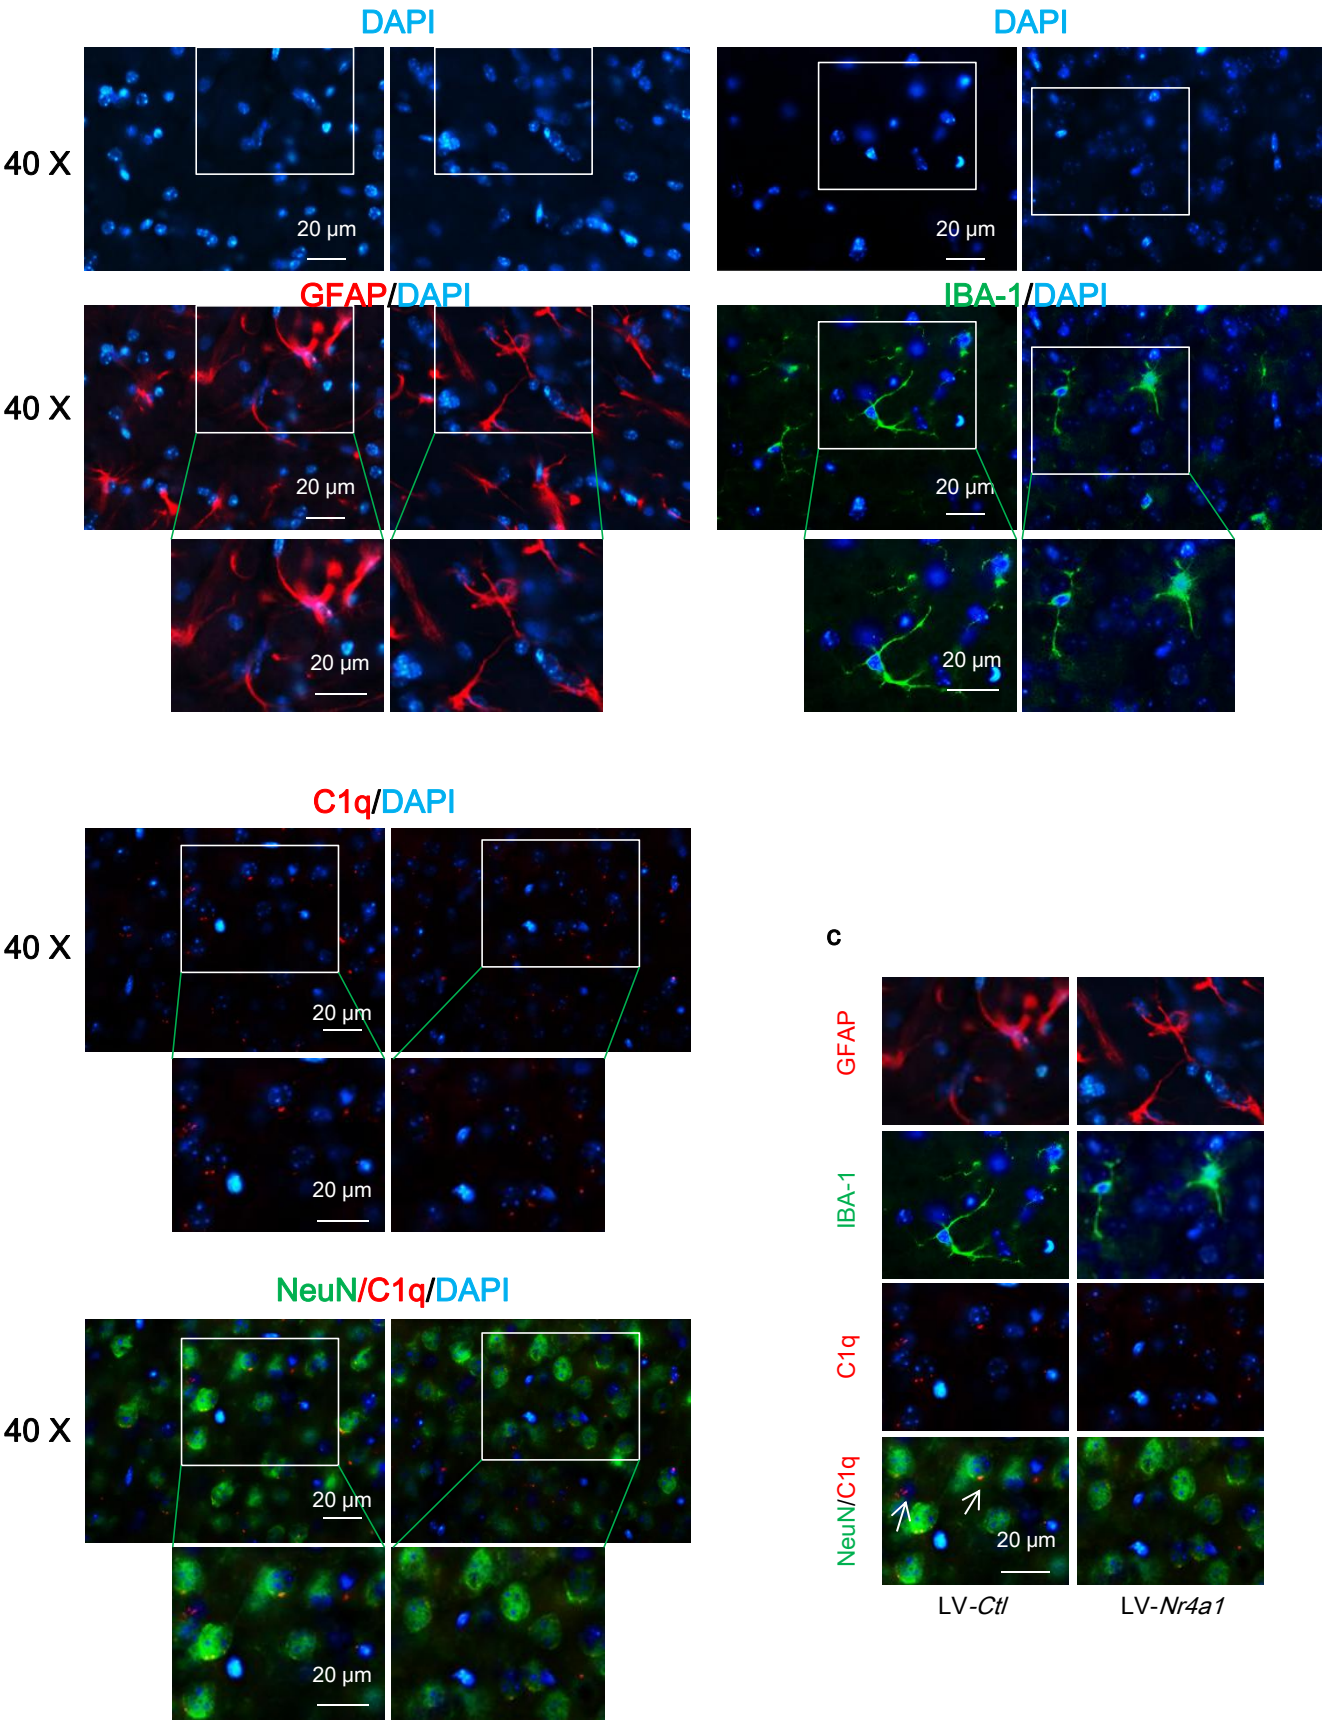

**Supplement:** Supplementary file 3 — Supplementary Data 2

How the deposited data were processed for this re-analysis (not part of the article)

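Hippocampal RNA of 9 mice was sequenced, 3 MRL/mpj, 3 MRL/lpr and 3 MRL/lpr+MSC, with 1 library per mouse. The paper gives the age of the MRL/mpj and MRL/lpr mice as 6 weeks. The authors aligned the reads with STAR to mm10 and counted reads per gene with HTSeq, and the deposited matrix holds these raw counts for 47643 genes of the 9 libraries, without normalization. Whether the counting used strand is not stated. From the counts, the authors also made FPKM values, which divide the count by the length of the gene and the size of the library, and deposited them as 1 table per library. The FPKM values were used here only to check that each table and its column of the matrix hold the same library. Of the columns with values per sample, 0 had no sample. Every entry of the matrix named a gene.

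Groups were taken from the labels, with the strains and the age from the paper, since the labels name C57BL/6 for every library. The comparisons were MRL/lpr against MRL/mpj, MRL/lpr+MSC against MRL/mpj and MRL/lpr+MSC against MRL/lpr, each fitted on its own 6 libraries. The replicate numbers are not said to link mice and did not enter the fit. Counts were scaled by TMM, trimming 30% of the log ratios and 5% of the levels, with a function written for the purpose. Genes were tested when at least 3 libraries had a CPM equivalent to 10 counts in a library of median size and the total was at least 15 counts. The test was limma voom (limma 3.58.1, statmod 1.5.0, R 4.3.3) with robust empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes tested. Differential expression means an adjusted p under 0.05 and at least a 1.5-fold change, as in the paper, and the stricter count asks for a log2 fold change of 1.5. CPM are counts scaled to the library's size after TMM. The plan fixed at the start named a quasi-likelihood test on counts as the main test. It was not run, because the column separator of the matrix kept the unit of the values from being registered as counts, and limma voom, listed as an alternative in the plan, took its place. The authors' own test was DESeq2 after voom normalization, and it was not run here for the same reason.

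Gene symbols, positions and biotypes came from the GENCODE annotation of GRCm38 and matched 47224 of the 47643 genes. Of the genes that the paper lists, 501 of 511 entries were found, and of the marker lists 213 of 214. The genes named in the text are every gene the paper names from the sequencing, Fas, the 5 genes with the largest rise and the 5 with the largest fall among differentially expressed genes with a mean of at least 1 CPM and no overlap between the groups, and genes of the marker lists where a list is reported. Of the 5 and 5 genes, only some are printed. A gene with at most 3 counts in every library of a group was treated as being at the limit of counting, and its fold change is given as a lower bound. Marker lists were tested with camera at a preset inter-gene correlation of 0.01, with fry, and with camera at a correlation estimated from the libraries, each with adjustment over the lists.

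The total count ranged from 19475804 to 26912031 per library, and 3 counts correspond to between 0.112 and 0.154 CPM. The test was tried on 5 simulated sets with 200 changed genes each, drawn from the means and sizes of the real libraries over 16461 to 16504 genes. It recovered 181 to 188 of the changed genes and called 1 to 5 others. The changed genes were not taken from those with low counts, and they changed by 2-fold or 4-fold. Each gene was drawn on its own, so variation that genes share within a library was not simulated. The recovery and the other calls thus need not hold for the real libraries. The correction for GC content lowered a simulated trend from a correlation of 0.792 to 5.99e-04 over 16425 genes.

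Alternatives were median-of-ratios size factors, other filters on low counts, a test against a 1.5-fold change, all 9 libraries in one fit, the replicate number as a block, a loess correction (span 0.4) for GC content and length, and each library left out in turn. limma-trend, library quality weights and libraries thinned to one depth were added after the data were seen. The KEGG and Reactome gene sets were not used here, so no enrichment was recomputed. Of Supplementary Data 1, the first 1999 of 28008 genes were read. The paper's staining, blotting, quantitative PCR, behaviour and other ages were not analysed here. The values of some single genes are not reported here.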

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

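The tests of a strain variant and of the dissected region were chosen after the results they measure were seen. The groups compared are MRL/lpr or MRL/lpr+MSC against MRL/mpj, and neither the labels nor the paper names a batch, so none was tested.

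The MRL/lpr+MSC libraries are data that the paper does not report on. In these against MRL/mpj libraries, 556 of 16196 genes tested were differentially expressed, 313 higher and 243 lower. The number was 193 without MRL/mpj replicate 1 and 1514 without MRL/lpr+MSC replicate 1. Of the 556 genes, 373 were also differentially expressed in MRL/lpr against MRL/mpj mice, and all 373 changed in the same direction. Both comparisons share the MRL/mpj libraries, so part of this is built in. Across 16120 genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of 0.893, against 0.522 when 20 pairs of unchanged groups were simulated against the same libraries. The tables argue against GC content and length or library size as the source, since 544 genes were differentially expressed after a correction for the former and 540 with libraries thinned to one depth. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many genes. With 3 libraries against 3 that share is never under 0.1, so the share alone cannot exclude a chance split. Every other split gave 0 genes, and the simulated unchanged groups gave at most 1. A split that mixes the groups gives few genes whenever another split divides the libraries, so the 0 genes add nothing to that share. The simulated groups argue only against the noise they were drawn with as the source of the 556 genes. A chance split was not excluded. The lpr mutation, the disease and other differences between the colonies remain open as biological explanations and were not separated by a test.

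In MRL/lpr against MRL/mpj mice, 95 genes had an absolute log2 fold change of at least 4 and an adjusted p under 0.05 (limma voom with Benjamini-Hochberg adjustment), 70 higher and 25 lower. The paper does not discuss them as a set. Their number was 50 without MRL/mpj replicate 3 and 165 without MRL/lpr replicate 3. The strains are described as differing at Fas, on chromosome 19. Of the 95 genes, 2 lay on chromosome 19, or 2.105% against 3.21% of all genes tested (Fisher's exact test, two-sided, p = 0.772), and the share was 1.27% to 2.00% with each library left out. The genes lay on 20 chromosomes, which argues against an interval around Fas as the source of the set. Chromosome 6 held the most, with 13 genes. Genes of the T cell list described below, Cd3g among them, are part of the set. Pseudogenes made up 23 of the 95 genes, or 24.2% against 2.71% of the genes tested (Fisher's exact test, two-sided, p = 5.5e-16), and 22 of the 23 lay off chromosome 19. Reads of a pseudogene can move to or from a near-identical copy with a base difference between strains, so a candidate explanation is that the strains differ from each other and from the reference at many places besides Fas. Of the 23 pseudogenes, 18 (78.26%) were also extreme in MRL/lpr+MSC against MRL/mpj mice, and of the 72 other genes 33 (45.8%) were. In that comparison 22 of the 23 and 39 of the 72 had enough counts to be tested, which itself depends on the level in MRL/lpr+MSC mice. The explanation cannot be told apart from a change in expression, because the genes were picked by their difference, both comparisons share the MRL/mpj libraries and the tables hold no genotype.

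The list of T cell genes showed a signal outside the genes that the paper discusses. All 12 genes tested were higher in MRL/lpr than in MRL/mpj mice, with a median log2 fold change of 4.56, or 3.01 with the 7 genes at the limit of counting set to their bound. The adjusted p was 1.75e-07 (limma camera with Benjamini-Hochberg adjustment), 0.0324 under fry and 0.325 with an estimated correlation, and the median was 3.67 to 4.53 with each library left out. The mean of the list lay above the MRL/mpj mean by 4.64, 3.93 and 2.90 in the 3 MRL/lpr libraries and by 1.00, 1.58 and 1.80 in the 3 MRL/lpr+MSC libraries. The levels are low. Cd3g had no count in MRL/mpj and 1.87 CPM in MRL/lpr mice, and Lck, the most abundant, had 1.62 and 3.78 CPM. Of the 12 genes, 1 had at least 1 CPM in MRL/mpj mice, 8 stand in lists that the study drew from these libraries, and none stands in another marker list. The paper reports no infiltrating T cells or B cells by staining at 8 weeks (Supplementary Fig. 2c). More blood left in the vessels is argued against by the erythrocyte list, with a median log2 fold change of -0.22 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.336) and 2 of 5 genes higher. That median was -0.51 without MRL/lpr replicate 3 and 0.295 without MRL/mpj replicate 1, far below the rise of the T cell list, and Hba-a1 had 49.2 CPM in MRL/mpj and 38.0 in MRL/lpr mice. More T cells in the same volume of blood was not tested. Choroid plexus or meninges in the dissected tissue cannot be told apart from T cells within the hippocampus. The choroid plexus list had a median log2 fold change of 1.93 with 16 of 16 genes higher (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.0220, and 0.451 under fry), and 0.65 without MRL/lpr replicate 2 or 3.06 without MRL/lpr replicate 3. Ttr ranged from 50.9 to 8879 CPM across the MRL/lpr libraries. The meninges list had a median of 0.5247 with 10 of 11 genes higher (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.197), and 0.11 without MRL/mpj replicate 3. All 11 meninges genes and 14 of the 16 choroid plexus genes had at least 1 CPM in MRL/mpj libraries, so the controls held some of this tissue too. From the mean of the MRL/mpj group, the choroid plexus list differed by 1.80, 4.24 and -0.50 and the meninges list by 0.47, 1.19 and -0.19 in MRL/lpr replicates 1 to 3. The choroid plexus list differed by -1.31, 3.37 and 1.12 and the meninges list by -1.13, 0.24 and -0.56 in MRL/lpr+MSC replicates 1 to 3. MRL/lpr replicate 3 and MRL/lpr+MSC replicate 1, with higher T cell genes and both lists lower, go against more of this tissue as the source in these libraries. They are 1 library in each group, and in the remaining libraries at least 1 of the lists was higher, so the explanation stays open for the groups.

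The clock genes driven through E-box elements are also outside the genes discussed in the paper, apart from Nr1d1. All 10 were lower in MRL/lpr than in MRL/mpj mice, with a median log2 fold change of -0.6095. The adjusted p was 5.96e-08 (limma camera with Benjamini-Hochberg adjustment), 5.64e-04 under fry and 0.0862 with an estimated correlation. The median stayed between -0.72 and -0.58 with each library left out, and the mean of the list was lower than in every MRL/mpj library in 3 of 3 MRL/lpr and 3 of 3 MRL/lpr+MSC libraries (-0.77 to -0.70 and -0.69 to -0.59 from the mean of the MRL/mpj group). A different time of day at collection would lower these genes and raise those of the opposite phase. The list of the opposite phase had a median log2 fold change of 0.2583 with 4 of 5 genes higher, an adjusted p of 0.0757 by limma camera with Benjamini-Hochberg adjustment and 0.0343 under fry, and a median of 0.21 to 0.34 with each library left out. In MRL/lpr+MSC against MRL/mpj mice the medians were -0.52 and 0.21. The opposite movement is what a later or earlier collection of the MRL/mpj mice would give, and it may account for the lower Nr1d1. A different phase of the clock in the strains, or an effect of the disease on it, stays open and was not tested.

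The list of genes of the CA1 region, which the paper does not discuss, was lower in MRL/lpr than in MRL/mpj mice, with a median log2 fold change of -1.219 and 5 of 5 genes lower, 4 of them differentially expressed. The adjusted p was 1.42e-04 (limma camera with Benjamini-Hochberg adjustment), 0.0287 under fry and 0.325 with an estimated correlation, and the median was -1.37 to -1.02 with each library left out. The mean of the list differed from that of the MRL/mpj group by -0.88, -1.71 and -0.90 in the 3 MRL/lpr libraries and by -0.55, -0.30 and -0.89 in the 3 MRL/lpr+MSC libraries. All 5 genes had at least 1 CPM in MRL/mpj mice, and Wfs1 had 244 CPM. A dissection that took less CA1 and more of a neighbouring region would raise the lists of such regions. The striatum list rose in 10 of 10 genes, with a median of 0.416 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.00797), 0.0343 under fry, and 0.40 to 0.64 with each library left out. Of its genes, Six3 had 0.622 CPM in MRL/mpj and 14.6 in MRL/lpr mice, and was picked after its values were seen. The thalamus list rose in 7 of 10 genes, with a median of 0.46 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.210). The dentate gyrus list had a median of -0.17 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.726), between -0.53 without MRL/lpr replicate 2 and 0.06 without MRL/lpr replicate 3. A different dissection cannot be told apart from lower transcription in CA1 neurons of MRL/lpr mice, since the hippocampus also holds 9 of the 10 striatum genes at 1 CPM or more and each mouse was dissected once.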

How the results depend on the processing

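The thresholds, the lists and 13 of the 16 other settings per comparison were chosen before the data were examined. limma-trend, library quality weights and libraries thinned to one depth were added afterwards. So were all settings of the counts of higher and lower genes in MRL/lpr+MSC against MRL/mpj mice. Fits of single genes in that comparison, such as those of C1s1 given below, were added then too. The same holds for all fits that left out a library in the shares of extreme and opposite genes. The planned quasi-likelihood test, the DESeq2 test and their test against a 1.5-fold change were not run, because the matrix could not be registered as counts, and limma voom and limma's treat took their place. Where no cause is given below, the cause was not tested.

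In MRL/lpr against MRL/mpj mice, 967 genes were differentially expressed, and 758 to 1346 under 8 of the 10 settings that kept all libraries. The test against a 1.5-fold change gave 104, because it asks more of each gene, and library quality weights gave 2065. Of the 569 higher and 398 lower genes, the former test gave 53 and 51, and quality weights gave 1507 higher. limma-trend gave 916 higher. The share of higher genes was 58.8%, and 68.05% with limma-trend and 73.0% with quality weights. Past a log2 fold change of 1.5 there were 274 higher genes, and 424 with all genes of at least 1 count, 119 with at least 10 counts in every library, 476 with limma-trend and 695 with quality weights. The 113 lower genes became 48 with at least 10 counts in every library, a filter that tests fewer genes and removes those that fall to low counts. Median-of-ratios size factors gave 981 genes, 958 of them among the 967, limma-trend 1346 with 960 of them, and quality weights 2065 with 954 of them.

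Across the 6 fits that each left out a library, the count ran from 165 (without MRL/mpj replicate 3) to 1695 (without MRL/lpr replicate 2). Higher genes ran from 62 (without MRL/mpj replicate 3) to 1135 (without MRL/lpr replicate 3) and lower genes from 103 to 628 (without MRL/mpj replicate 3 and MRL/lpr replicate 2). Past a log2 fold change of 1.5 the ranges were 41 to 603 higher and 48 to 121 lower, for the same libraries in the same order. The share of higher genes ran from 37.6% to 75.2%. These fits have fewer libraries, and leaving out MRL/lpr replicate 2 or 3 raised the count all the same.

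In MRL/lpr+MSC against MRL/mpj mice, the 556 genes became 100 (50 higher and 50 lower) with the test against a 1.5-fold change and 1177 (801 higher and 376 lower) with quality weights. With a library left out the count ran from 193 (without MRL/mpj replicate 1) to 1514 (without MRL/lpr+MSC replicate 1), with 82 (without MRL/mpj replicate 2) to 1091 higher and 100 to 423 lower. In MRL/lpr+MSC against MRL/lpr mice, 0 genes passed in the fit as planned and in all 16 other settings, with 95 (test against a 1.5-fold change) to 1305 genes (at least 1 count) at an unadjusted p under 0.05.

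Of the genes of Fig. 2b, 4 were differentially expressed, and 2 with at least 10 counts in every library, 0 with the test against a 1.5-fold change, 12 with limma-trend, 15 with quality weights, and 0 (without MRL/mpj replicate 1) to 15 (without MRL/lpr replicate 3) with a library left out. In the fit as planned, 15 of the 16 tested had an unadjusted p under 0.05 from limma voom and at least a 1.5-fold change. Of those of Fig. 2c, 1 was, and 6 with quality weights and 1 (without MRL/mpj replicate 1) to 4 (without MRL/lpr replicate 3) with a library left out. The 6 genes of Fig. 6a became 1 with the test against a 1.5-fold change and 1 (without MRL/mpj replicate 3) to 8 (without MRL/lpr replicate 2) with a library left out. The 79 genes of Supplementary Table 1 became 3 with that test, 126 with limma-trend, 179 with quality weights, and 8 (without MRL/mpj replicate 3) to 146 (without MRL/lpr replicate 3).

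The replicate numbers do not pair the mice: the deviations of libraries with the same number from their group means had correlations of 6.7e-04, 0.197 and 0.0934 in MRL/lpr and MRL/mpj mice, of -0.0629, 0.0785 and 0.210 in MRL/lpr+MSC and MRL/mpj mice, and of -0.209, 0.228 and 0.346 in MRL/lpr+MSC and MRL/lpr mice. With the replicate block, MRL/lpr against MRL/mpj mice gave 1333 genes, of which 829 were among the 967, with 959 higher (71.9%), 554 of them past a log2 fold change of 1.5. It gave 14 genes of Fig. 2b, 3 of Fig. 2c and 133 of Supplementary Table 1, and in MRL/lpr+MSC against MRL/mpj mice 280 genes, 154 higher and 126 lower.

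The E-box list (median log2 fold change -0.6095) and the T cell list (4.556) lost their call with an estimated correlation and kept their medians between -0.72 and -0.58 and between 3.67 and 4.53 with a library left out. The direction reversed as follows. Fas, at -0.04, was at 0.09998 with quality weights and between -0.24 (without MRL/lpr replicate 1) and 0.147 (without MRL/lpr replicate 2), with 0.02225 without MRL/mpj replicate 1. C1s1 in MRL/lpr+MSC against MRL/mpj mice was between -0.2131 (without MRL/lpr+MSC replicate 2) and 0.716, with -0.00493 without MRL/lpr+MSC replicate 3. The astrocyte list was between -0.02988 (without MRL/lpr replicate 1) and 0.1822 (without MRL/lpr replicate 2), with -0.01698 without MRL/mpj replicate 3 and -0.02217 without MRL/lpr replicate 3. The dentate gyrus list was between -0.5324 and 0.06473 (without MRL/lpr replicates 2 and 3). The erythrocyte list was at 0.06245 with all genes of at least 1 count and between -0.5104 (without MRL/lpr replicate 3) and 0.295 (without MRL/mpj replicate 1). The immediate early list was between -0.3848 (without MRL/lpr replicate 3) and 0.002328 (without MRL/lpr replicate 1).

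For 85 log2 fold changes of named genes, 1334 fits under other settings kept direction and call in 1184 cases, lost the call in 81, gained one in 64 and changed direction in 5. For the 20 pathways of Supplementary Table 1, the count stayed within 1.5 times in 130 of 320 fits. For 24 results of marker lists, 245 of 286 fits kept direction and call, 23 lost the call, 11 gained one and 7 changed direction. The share of extreme genes on chromosome 19, 2.105%, was 1.379% at an absolute log2 fold change of 3, 2.083% at 5, and 1.266% (without MRL/lpr replicate 1) to 2% (without MRL/mpj replicate 3). The share of opposite changes in MRL/lpr+MSC mice, 80.82%, was 80.3% past a log2 fold change of 1.5, 80.35% with median-of-ratios size factors, and 65.96% (without MRL/mpj replicate 3) to 87.74% (without MRL/lpr replicate 2). Depth limits 7 of the 12 T cell genes, Ccl8, C6, H2-Bl, H2-M2 and Fcgr4, which had at most 3 counts in every MRL/mpj library, so that their fold changes, where given, are lower bounds.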

Differences from the paper's values

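The paper reports 1908 differentially expressed transcripts at 1.5-fold and an adjusted p under 0.05, against 967 genes here. Of the alternatives set before the data were examined, the replicate number as a block (1333 genes), leaving out MRL/lpr replicate 2 (1695) and leaving out MRL/lpr replicate 3 (1510) come within 1.5 times of the paper's number, and the other 10 do not. Library quality weights, chosen after seeing the values, gave 2065 genes, and limma-trend, chosen then too, gave 1346. With the p-value unadjusted, 2400 genes had at least a 1.5-fold change.

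Past a log2 fold change of 1.5 the paper reports 1019 transcripts, 873 of them higher, against 387 and 274 here. Of the alternatives set before the data were examined, leaving out MRL/lpr replicate 3 comes within 1.5 times, with 711 and 603 genes, and none of the others does. Library quality weights, chosen after seeing the values, gave 816 and 695. The number of higher genes at 1.5-fold is about 1400 in Fig. S3a, read by eye, against 569 here. Leaving out MRL/lpr replicate 2 (1067) or MRL/lpr replicate 3 (1135) and the block (959) come within 1.5 times of it, and the other alternatives set before the data were examined do not. Quality weights, chosen after seeing the values, gave 1507, and an unadjusted p gave 1683.

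By quantitative PCR in Fig. 2d the paper reports Cx3cr1 as higher in MRL/lpr mice, whereas its log2 fold change in the sequencing was -0.46 and was negative in all 16 other settings. The paper presents the genes of Fig. 2b, Fig. 2c and Fig. 6a as altered in MRL/lpr mice. Over all genes tested, 4 of 16, 1 of 9 and 6 of 16 were differentially expressed. In Fig. 2b there were 15 without MRL/lpr replicate 3, 14 with the block, 6 with all 9 libraries in one fit and 6 without MRL/lpr replicate 2, 5 with genes of at least 1 count, and 15 with quality weights and 12 with limma-trend, the last pair chosen after seeing the values. In Fig. 2c there were 4 without MRL/lpr replicate 3, 3 with the block, 2 without MRL/lpr replicate 2, and 6 with quality weights, chosen after seeing the values. In Fig. 6a there were 8 without MRL/lpr replicate 2, and 8 with quality weights and 7 with limma-trend, both chosen after seeing the values.

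The paper names Fcgr2b, Thbs1, Tlr2, Tap1, C1qa, C1s, Cfp and C6 among the genes of the enriched pathways, and none was differentially expressed here. Without MRL/lpr replicate 3, Tlr2, Tap1, Fcgr2b and C1s1 were, and without MRL/lpr replicate 2 Thbs1 was. The block called Tlr2, Thbs1, Tap1 and C1s1. Quality weights, chosen after seeing the values, called the same 4 and Cfp, and limma-trend, chosen then too, called Tlr2, Thbs1 and Tap1. C1qa was called in none of the 16 other settings (log2 fold change 0.31), and C6 was too low to test. The paper states that Nr4a1 is lower in the sequencing, and its log2 fold change of -0.71 passed the threshold in none of 16 other settings. Of the genes named as controlling Nr4a1, all 5 were lower and Grin1 alone was differentially expressed, and Mef2a also was without MRL/lpr replicate 2.

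In Fig. 6a, the colours of the line named Nr4a1 follow the counts of Nr4a2 (r = 0.996) more closely than those of Nr4a1 (r = 0.702), and those of the line named Nr4a2 follow Nr4a1 (r = 0.984) more closely than Nr4a2 (r = 0.818). The lines named Creb3 and Crebbp follow Nr6a1 (r = 0.897) and Nr4a1 (r = 0.928) more closely than their own genes (r = 0.715 and 0.710). Each r is over the 6 libraries of a heat map whose colours were read from the figure, and describes the drawing only. The paper reports lower percentages of genes for neuroactive ligand-receptor interaction in MRL/lpr mice. Of the 43 tested in Supplementary Table 1, 31 had a positive log2 fold change. Among the 17 that were differentially expressed, 8 were higher and 9 lower. The MRL/lpr columns of Supplementary Data 1 hold, in the 1999 genes read, the counts of the libraries labelled MRL/lpr+MSC times a constant, and its values are not FPKM although its sheet is named so.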

Other observations

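The tests of GC content and length, of library size and of exchanged labels were chosen after the results they measure were seen. For the 967 genes of MRL/lpr against MRL/mpj mice, a correction for GC content and length gave 990 genes, 936 of them the same, and libraries thinned to the smallest total gave 891, 849 of them the same, which argues against either as the source. The 10 highest genes took 5.01% to 6.28% of the counts of a library. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many genes. In that design the share is never under 0.1, so the share alone cannot exclude a chance split. Every other split gave 0 genes, and 20 simulated pairs of unchanged groups gave at most 1. A split that mixes the groups gives few genes whenever another split divides the libraries, so the 0 genes add nothing to that share. The simulated pairs argue only against the noise they were drawn with as the source of the 967 genes. A chance split was not excluded. Every library had counts of Xist, and Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in each, so the groups did not differ in sex.

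In MRL/lpr+MSC against MRL/lpr mice, 0 of 16758 genes tested were differentially expressed, and 647 had an unadjusted p under 0.05 from limma voom, 336 of them with at least a 1.5-fold change (48 higher and 288 lower). Of the 10 splits of these 6 libraries, 10 gave as many genes, and the highest number was 6. Camera at the preset correlation called 7 lists, with median log2 fold changes of -2.16 for T cell genes (0 of 12 higher), -2.07 for B cell genes, -1.01 for meninges, -0.75 for interferon-induced genes, -0.70 for complement, 0.41 for CA1 and 0.19 for synaptic proteins. The adjusted p ran from 5.64e-14 for the T cell list to 0.00550 for the synaptic list (limma camera with Benjamini-Hochberg adjustment). None of the 7 held under fry or with an estimated correlation.

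Of the genes differentially expressed in MRL/lpr against MRL/mpj mice, 907 were tested in both comparisons with MRL/lpr, and 733 of them (80.82%) changed in the opposite direction in MRL/lpr+MSC against MRL/lpr mice. Both comparisons use the same MRL/lpr libraries, so chance gives a share above 50%. In 20 simulations with an unchanged MRL/lpr+MSC group it was 60.0%, from 59.04% to 62.95%. The simulations called a median of 2723.5 genes against 907, so the share was also taken over the 907 genes with the smallest p in each, a measure chosen after the results were seen, and was 58.4%, from 55.24% to 62.95%. The simulated groups thus differ from the data in how many genes they call, and are not an exact reference. The observed share was 71.4% without MRL/lpr+MSC replicate 1 and 66.0% without MRL/mpj replicate 3, and no gene was differentially expressed between the groups, so a reversal is a hypothesis that was not shown for any gene.

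MRL/lpr replicate 3 and MRL/lpr+MSC replicate 3, which are in different groups, were the most similar pair of libraries. Their correlation across 15175 genes was 0.988 and their chi-square per gene 8.47, above the sampling noise and below that of every pair within a group, of which the lowest was 11.2. On the first principal component, with 46.3% of the variance, the MRL/mpj libraries lay between -68.0 and -61.0, the MRL/lpr libraries between 35.5 and 60.0, and the MRL/lpr+MSC libraries at -25.4, 29.4 and 44.6. The second component held 17.1%. No biological explanation was tested.

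The MRL/lpr columns of Supplementary Data 1 hold values of the libraries labelled MRL/lpr+MSC. If the labels of these groups had been exchanged, the paper's lists and heat maps would follow the libraries labelled MRL/lpr+MSC. Of the genes of Supplementary Table 1, 64.1% differed by at least 1.5-fold in MRL/lpr+MSC against MRL/mpj mice, and 100% in MRL/lpr against MRL/mpj mice. Across the cells of the heat maps, which are not independent replicates, r was taken at the best of 36 column orders. It was 0.922 with the libraries labelled MRL/lpr and 0.739 with those labelled MRL/lpr+MSC in Fig. 6a. It was 0.797 and 0.667 in Fig. 2b and 0.808 and 0.661 in Fig. 2c. Within the MRL/lpr columns alone, the values were 0.932 and 0.149 for Fig. 6a, then 0.258 and 0.177 in Fig. 2b, and 0.557 and 0.651 in Fig. 2c. Within these columns only Fig. 6a clearly follows the libraries labelled MRL/lpr, as Supplementary Table 1 does, while Fig. 2b follows neither group closely and Fig. 2c follows MRL/lpr+MSC slightly more. Supplementary Data 1 goes against the labels, so an exchange of labels and an exchange within that table cannot be told apart from the values alone.

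A general fall of immediate early genes was tested as an explanation of lower Nr4a1 in MRL/lpr mice. The list of 14 such genes without the Nr4a genes had a median log2 fold change of -0.2462, with 4 genes higher, and the median was 0.0023 without MRL/lpr replicate 1. Members went both ways, with Npas4 at 1.06 and Egr1 at -0.61, so this explanation cannot be told apart from a fall of the Nr4a genes alone. Npas4 and Egr1 were picked after their values were seen. In MRL/lpr+MSC against MRL/mpj mice, Nr4a1 had a log2 fold change of -0.43 (adjusted p = 0.367 from limma voom with Benjamini-Hochberg adjustment, 0.215 to 1 over its other settings).

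The remaining lists in MRL/lpr against MRL/mpj mice were as follows, each p from limma camera with Benjamini-Hochberg adjustment. The complement list, of whose 10 genes the study lists 7, had a median log2 fold change of 0.83 with 10 of 10 genes higher (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.0121), 0.42 without MRL/lpr replicate 1, and was not called under fry (adjusted p = 0.226). The median of 12 core genes of microglia was -0.12 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.129). Members went both ways, with P2ry12 at -0.57, from 54.8 to 36.7 CPM, and Sall1 at 0.35. Fcrls was the 1 differentially expressed gene of the list and fell from 20.7 to 6.79 CPM. Its log2 fold change was -1.62 (adjusted p = 0.0270 from limma voom with Benjamini-Hochberg adjustment). Astrocyte genes had a median of 0.08, endothelial genes of 0.14 and oligodendrocyte genes of -0.25, with an adjusted p of 0.813, 0.0757 and 0.139 from limma camera with Benjamini-Hochberg adjustment. The interferon list had a median of 0.96 in MRL/lpr+MSC against MRL/mpj mice, with 17 of 19 genes higher (limma camera with Benjamini-Hochberg adjustment, adjusted p = 1.4e-06, and 0.0214 under fry).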
